# m6A RNA methylation impacts fate choices during skin morphogenesis

**DOI:** 10.7554/eLife.56980

**Published:** 2020-08-26

**Authors:** Linghe Xi, Thomas Carroll, Irina Matos, Ji-Dung Luo, Lisa Polak, H Amalia Pasolli, Samie R Jaffrey, Elaine Fuchs

**Keywords:** N6-methyladenosine, skin epithelial morphogenesis, lineage specification, miCLIP, RNA metabolism, Mouse

## Abstract

N^6^-methyladenosine is the most prominent RNA modification in mammals. Here, we study mouse skin embryogenesis to tackle m6A’s functions and physiological importance. We first landscape the m6A modifications on skin epithelial progenitor mRNAs. Contrasting with in vivo ribosomal profiling, we unearth a correlation between m6A modification in coding sequences and enhanced translation, particularly of key morphogenetic signaling pathways. Tapping physiological relevance, we show that m6A loss profoundly alters these cues and perturbs cellular fate choices and tissue architecture in all skin lineages. By single-cell transcriptomics and bioinformatics, both signaling and canonical translation pathways show significant downregulation after m6A loss. Interestingly, however, many highly m6A-modified mRNAs are markedly upregulated upon m6A loss, and they encode RNA-methylation, RNA-processing and RNA-metabolism factors. Together, our findings suggest that m6A functions to enhance translation of key morphogenetic regulators, while also destabilizing sentinel mRNAs that are primed to activate rescue pathways when m6A levels drop.

## Introduction

Sophisticated gene expression regulatory machineries are necessary to achieve proper fate choices during mammalian embryogenesis. While transcriptional regulation has been studied in great depth, much less is known about how post-transcriptional regulation comes into play in tissue formation. Being an important element of post-transcriptional regulation of gene expression, chemical modifications on RNAs have been demonstrated to affect a wide range of RNA bio-activities. Among the over 100 types of RNA modifications identified thus far, m6A is the most abundant modification on mRNAs. Previous studies have identified m6A methyltransferases (writers), m6A demethylases (erasers) and also factors that recognize m6A-modified RNAs (readers) (Alarcón et al., 2015; Bokar et al., 1997; Liu et al., 2014; Meyer et al., 2015; Meyer and Jaffrey, 2017; Patil et al., 2016; Zheng et al., 2013; Figure 1A).

**Figure 1.**
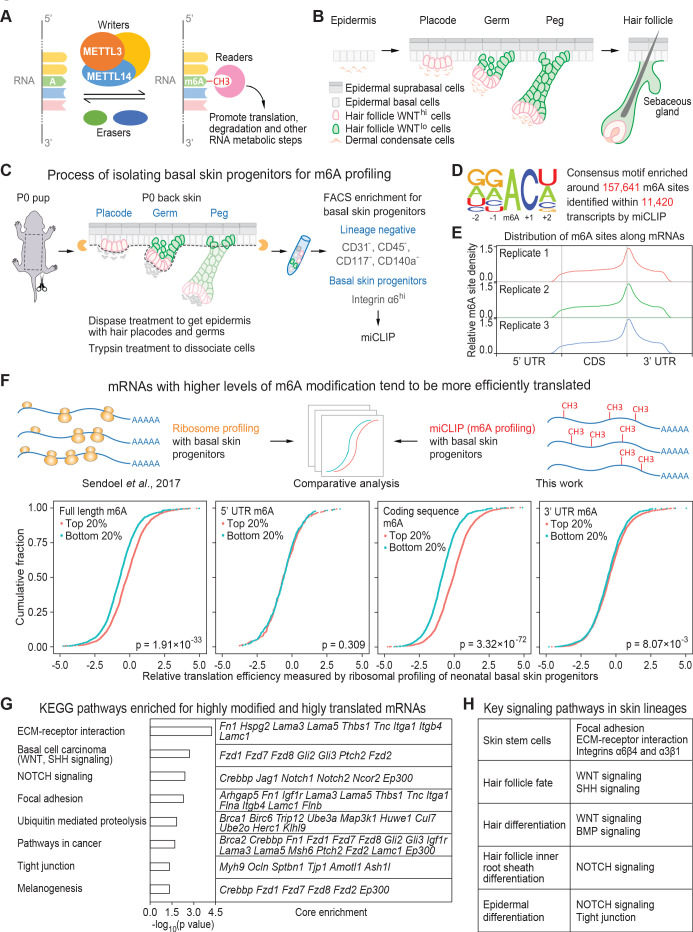
miCLIP and ribosomal profiling analyses of the mouse skin epithelial progenitors. (**A**) Schematic depicting the major factors involved in regulating the cellular dynamics of m6A modification. (**B**) Schematic depicting embryonic development of mammalian epithelial skin progenitors. WNT^hi/lo^ implies cells that show strong WNT or low WNT signaling as judged by *Axin2-LacZ* transgene expression (Matos et al., 2020). HF morphogenesis occurs in temporal waves, with mature HFs emerging shortly after birth. (**C**) Schematic depicting the process for enzymatically isolating epithelial progenitors from mouse skin at age P0. For miCLIP, cells were subjected to FACS purification as described in the Materials and methods. (**D**) Consensus sequence motif enriched around miCLIP-identified m6A sites in P0 skin progenitor mRNAs. (**E**) Metagene plots depicting the distribution of miCLIP-identified m6A sites along mRNAs. Data from three independent replicates are shown. (**F**) Schematic depicts comparison of the miCLIP data, which measures m6A modification to the ribosome profiling data, which landscapes bound ribosomes on neonatal skin progenitor mRNAs. The empirical cumulative distribution function (ECDF) plots compare the relative mRNA translation efficiency of the top 20% and bottom 20% of m6A-modified mRNAs. The data reveal that transcripts with higher levels of m6A modification (assessed by the sum of normalized-to-input uTPM value of m6A along the full-length transcript) tend to have higher levels of translation efficiency. The correlation between translation efficiency and the sum of normalized-to-input uTPM value of m6A at different regions of the mRNAs (5’ UTR, coding sequence, 3’ UTR) shows that the coding sequence m6A gives the best correlation to translation efficiency. The p values were calculated through Wilcoxon rank sum test. (**G**) GSEA of the overlap between mRNAs that are the top 20% heavily m6A-modified in coding sequence (assessed by the sum of normalized-to-input uTPM value of m6A along coding sequence) and the top 20% most efficiently translated mRNAs (assessed by ribosome profiling). Shown are the top eight enriched KEGG signaling pathways, each of which has a p value <0.05 and >5 enriched mRNAs. (**H**) Pathways known to play essential roles in regulating skin lineage specification.

**Figure 1—figure supplement 1.**
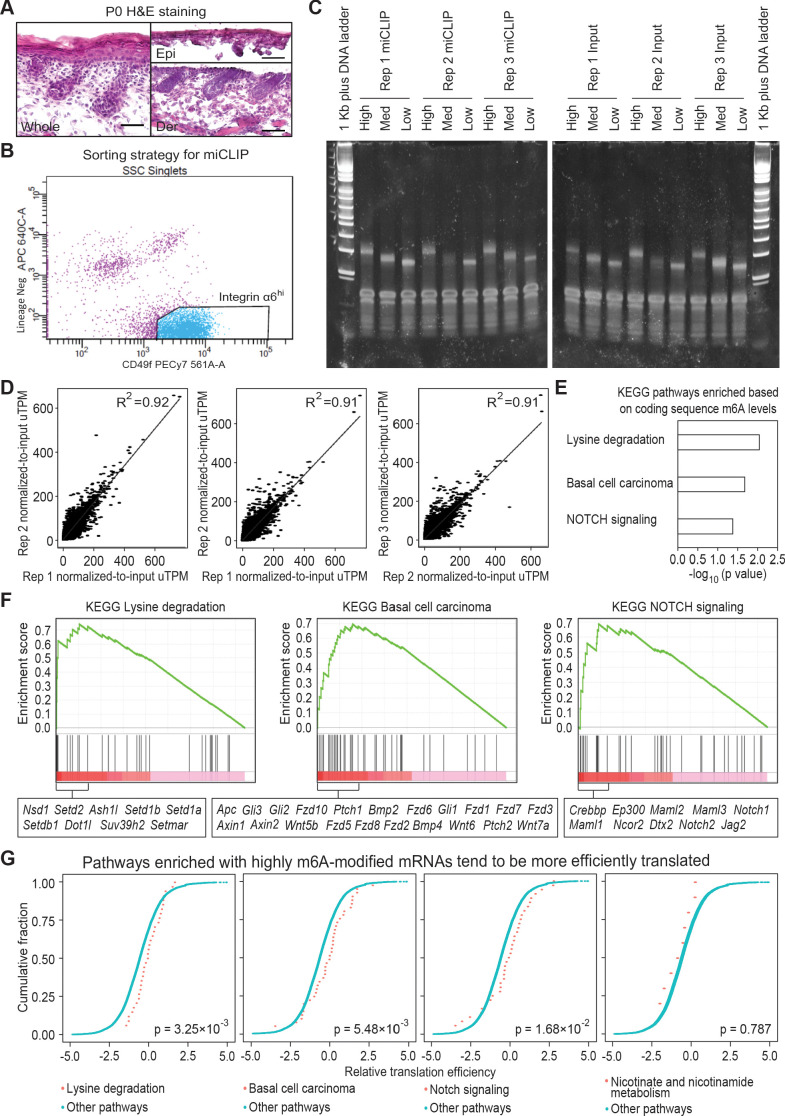
miCLIP experiment setup and correlation analysis. (**A**) Hematoxylin and eosin (H and E) stained sagittal sections of wild-type P0 back skin before and after dispase treatment (scale bars: 50 µm). (**B**) Sorting strategy to isolate basal skin progenitors for miCLIP analysis. Live (DAPI^-^) cell singlets were gated upon the lineage negative markers and integrin α6 (CD49f) signals to get the integrin α6 high population, which is collected for RNA isolation. (**C**) TBE-acrylamide gel examining PCR-amplified libraries of miCLIP and corresponding input samples. The cDNA library of each sample is separated based on fragment size as High, Med and Low. Individual PCR reactions were set up to get best optimization for each specific range of fragment size. (**D**) Correlation analysis of the normalized-to-input miCLIP uTPM among the three biological replicates. (**E**) GSEA of mRNAs based on the sum of normalized-to-input uTPM value of m6A along coding sequence. Shown are the top three enriched KEGG signaling pathways, each with a p value <0.05. Note that in contrast to Figure 1, all mRNAs were analyzed, rather than analyzing only the overlap between the top 20% modified mRNAs and the top 20% efficiently translated mRNAs. (**F**) Enrichment plots of the selected KEGG signaling pathways from total m6A mRNA analysis. Genes with core enrichment of the pathways are listed beneath the plots. (**G**) ECDF plots of translation efficiency of mRNAs in the selected KEGG signaling pathways versus those in other pathways. The three pathways highlighted in (**E**) and (**F**) enriched with heavily modified mRNAs tend to be more efficiently translated. Note that a control pathway without enriching mRNAs containing high m6A in coding sequence (nicotinate and nicotinamide metabolism), does not show such a trend. The p values were calculated through Wilcoxon rank sum test.

A number of studies have focused on dissecting m6A’s functions in cell culture systems, where transcriptome-wide m6A profiles and expression patterns of the writers, erasers and readers were found to vary among cell types (An et al., 2020; Delaunay and Frye, 2019; Roundtree et al., 2017). In recent years, models have been made to conditionally disrupt specific m6A writers, erasers or readers in mouse tissues (Cheng et al., 2019; Geula et al., 2015; Hsu et al., 2017; Ivanova et al., 2017; Lee et al., 2019; Li et al., 2017; Li et al., 2018; Lin et al., 2017; Shi et al., 2018; Wu et al., 2018; Xu et al., 2017; Yoon et al., 2017; Zhang et al., 2018). While uniformly underscoring the physiological importance of m6A, these studies have also unveiled a profound complexity in m6A’s biological functions (Du et al., 2016; Kennedy et al., 2016; Meyer et al., 2015; Wang et al., 2014a; Wang et al., 2015; Zaccara and Jaffrey, 2020). Thus in some cell types and contexts, m6A modification promotes differentiation (Geula et al., 2015; Lee et al., 2019), while in others, it blocks differentiation (Li et al., 2017; Vu et al., 2017). Sometimes, as in the case of *Myc,* such opposing effects can be observed in different cell types sharing a common m6A target (Lee et al., 2019; Vu et al., 2017; Yao et al., 2018; Zou et al., 2019). In other cases, m6A targets can differ based upon cellular contexts and expression. Finally, m6A can exert context-dependent effects on distinct steps of RNA metabolism, compounding the unpredictability of whether a modification will impart to a given target increased or decreased expression.

The skin epithelium is an excellent model to begin to unravel the mechanisms underlying m6A’s influences on various morphogenetic processes. Embryonic skin epithelium begins as a single layer of multipotent epithelial progenitors, which will develop into three strikingly distinct tissues: epidermis, hair follicles (HFs) and sebaceous glands (Figure 1B). Launching tissue diversification is WNT signaling, which begins heterogeneously within the progenitor population.

WNTs play a critical role in specifying the HF fate (Andl et al., 2002; Gat et al., 1998; van Genderen et al., 1994; Huelsken et al., 2001; Xu et al., 2015). Within the basal epidermal plane, WNT^hi^ embryonic progenitors cluster into hair placodes (Ahtiainen et al., 2016), which emerge in three waves beginning at embryonic day 14.5 (E14.5) and develop into fully mature HFs by birth (Duverger and Morasso, 2009; Figure 1B). The first divisions in WNT^hi^ placode cells are asymmetric, generating WNT^lo^ daughters that will give rise to hair follicle stem cells (HFSCs) and outer root sheath, and WNT^hi^ daughters that will generate the inner root sheath and hair shaft of the follicles (Ouspenskaia et al., 2016). Near birth, oil-rich sebaceous glands spawn from the upper portion of each HF (Figure 1B). Sebaceous gland development is favored over HFs in mice whose skin expresses ΔNLEF1, a dominant-negative disrupter of WNT signaling (Merrill et al., 2001; Niemann et al., 2003), indicating that WNT levels play an important role in balancing these fate choices.

Lower levels of WNT signaling also favor epidermal over HF fates, as in the developing plane of embryonic progenitors, those with lower levels of WNT signaling become fated to become epidermal progenitors, which fuel the production of upward columns of terminally differentiated cells that form the skin’s barrier that excludes pathogens and retains body fluids. This differentiation program is regulated by NOTCH signaling and MYC activation (Blanpain et al., 2006; Frye et al., 2003; Gandarillas and Watt, 1997; Moriyama et al., 2008; Rangarajan et al., 2001; Watt et al., 2008a; Watt et al., 2008b).

While the levels of external signals and their downstream transcriptional effectors function critically in these epithelial fate choices within the skin, post-transcriptional regulation, such as translational control, has received more emphasis on balancing proper homeostasis once the tissue fate has been selected. Similar to the hematopoietic system (Buszczak et al., 2014; Signer et al., 2014), skin progenitors maintain reduced levels of protein synthesis relative to their differentiating progeny (Blanco et al., 2016; Liakath-Ali et al., 2018; Sendoel et al., 2017). In differentiating skin cells, 5-methylcytosine (m5C) is enhanced, which protects tRNAs from cleavage and facilitates protein translation (Blanco et al., 2011). Under conditions of stress in the epidermis, EIF2α is phosphorylated, dampening protein translation, while a less efficient, more promiscuous initiator, EIF2A, translates key proteins that allow progenitor survival in a harsher environment (Sendoel et al., 2017). Interestingly, however, when translational control is compromised in the skin, epidermal, HF and sebaceous gland stem cell compartments respond differently, with epidermal cells implementing a feedback mechanism to increase global translation (Liakath-Ali et al., 2018). While context again surfaces as being key in triggering these varied responses, their purpose appears to be rooted in restoring homeostasis to the tissue.

How signaling, transcriptional regulation and cellular fate choices are linked to translational control and tissue homeostasis has remained elusive. Here, we show that m6A modifications of mRNAs may be involved in this connection. We began by mapping m6A at single-nucleotide resolution in skin epithelia. Exploiting our prior in vivo epidermal ribosomal profiling data (Sendoel et al., 2017), we then interrogated how m6A correlates with overall translational efficiency. Probing the physiological relevance of our findings, we employed genetics to conditionally ablate the deposition of m6A on RNAs. After analyzing the striking and differential consequences of m6A loss to the fates of the skin epithelial progenitors in vivo, we turned to single-cell RNA sequencing and functional studies to gain insights into the major cellular activities that are targeted by this regulatory machinery, and the significance of m6A to these three diverse programs of epithelial morphogenesis in the skin.

## Results

### Skin transcripts most highly modified by m6A are involved in HF morphogenesis

To assess the location and extent of m6A modification on the mRNAs expressed in mouse epidermal cells under physiological conditions, we performed m6A individual-nucleotide-resolution cross-linking and immunoprecipitation (miCLIP) (Grozhik et al., 2017; Linder et al., 2015) on poly(A)+ RNAs directly isolated from basal skin progenitors in vivo (Figure 1C). Adapting a procedure previously used for in vivo ribosomal profiling of these cells (Sendoel et al., 2017), we applied dispase treatment on newborn (postnatal day 0, P0) skin, which effectively removes the dermis, elongated hair pegs and HFs (Rhee et al., 2006; Figure 1—figure supplement 1A). This enabled us to apply fluorescence-activated cell sorting (FACS) for integrin α6 (CD49f) to enrich for progenitors of epidermis and hair placodes/germs (Figure 1C; Figure 1—figure supplement 1B). Sequencing libraries were then constructed from the m6A-immunoprecipitated mRNAs as well as the corresponding input RNA samples (Figure 1—figure supplement 1C).

Based upon the crosslinking-induced mutations detected in the miCLIP libraries, 11,420 transcripts displayed a total of 157,641 sites that were modified by m6A and typified by a ‘DRACH’ motif (Fu et al., 2014; Linder et al., 2015; Figure 1D; Supplementary file 1). The data were highly reproducible across three independent replicates, and as previously noted, m6A density was highest around mRNA stop codons (Figure 1E). To quantify the extent of m6A modification at each site, we calculated the unique tag counts per million (uTPM) as described in Patil et al., 2016 around each site in the miCLIP data. We then normalized to the uTPM around the same site in the corresponding input data. This normalized-to-input uTPM value was also highly consistent across biological replicates (Figure 1—figure supplement 1D).

Exploiting our prior in vivo ribosome profiling data of mouse skin epidermal progenitors (Sendoel et al., 2017), we next examined in an unbiased fashion whether the degree of m6A modification of an mRNA correlated with its translational efficiency (Figure 1F, schematic). For every m6A-modified mRNA, we calculated the sum of normalized-to-input uTPM at each m6A site identified on full-length, 5’ UTR, coding sequence, and 3’ UTR. For each, we then compared the translational efficiencies of the top 20% most highly and bottom 20% least m6A-modified mRNAs from each way of calculation. Intriguingly, mRNAs with high levels of m6A modification tended to be more highly translated than those with low modification (Figure 1F). This correlation was most striking when we focused on m6A modifications in the coding sequence.

We then ranked the m6A-modified mRNAs according to the sum of normalized-to-input uTPM at each m6A site within the coding sequence (Supplementary file 2). Gene set enrichment analyses (GSEA) upon that value featured ‘basal cell carcinoma’, dominated by WNT and SHH signaling factors, and ‘NOTCH signaling’ among the top three categories (Figure 1—figure supplement 1E,F, Supplementary file 2). Interestingly, these top three categories tended to be more efficiently translated than other pathways (Figure 1—figure supplement 1G). Overall, these findings pointed to a potential importance of m6A modifications specifically within the coding sequence in promoting translation of an mRNA.

We then performed GSEA to interrogate the KEGG pathways enriched with the top 20% most highly modified and highly translated mRNAs. We focused on pathways with p values <0.05 and >5 enriched mRNAs/category. Although we do not discount the potential importance of any individual mRNA, it was easier to predict this potential for mRNAs with high coding sequence m6A levels, high translation and residing within larger enrichment categories.

The top categories sharing these criteria were signaling pathways including ECM-receptor interactions, basal cell carcinoma (dominated by mRNAs encoding WNT and SHH signaling factors) and NOTCH signaling (Figure 1G; Supplementary file 2). These pathways play essential roles in HF morphogenesis (Figure 1H). Notably, WNT signaling, which prompts basal progenitors to organize into hair placodes, precedes SHH signaling (Woo et al., 2012), and WNT signaling is required to maintain SHH pathway-driven basal cell carcinomas in mice and in humans (Sánchez-Danés et al., 2018).

Given the large number of mRNAs that were modified by m6A, we did not expect nor did we see a single category with an extraordinarily high enrichment score. However, the fact that the WNT and SHH pathways surfaced in multiple top enrichment categories was promising and suggested that m6A might function in promoting the HF fate.

### Conditional ablation of *Mettl3* in epidermal progenitors results in a marked defect in HF morphogenesis

The METTL3-METTL14 writer complex is responsible for adding the vast majority of m6A onto RNAs (Figure 1A). Upon ablation of *Mettl3* or *Mettl14,* global m6A is dramatically diminished in a wide variety of cell types (Batista et al., 2014; Cheng et al., 2019; Cui et al., 2017; Geula et al., 2015; Lin et al., 2017; Liu et al., 2014; Vu et al., 2017; Wang et al., 2014b; Weng et al., 2018; Yao et al., 2018; Yoon et al., 2017). Thus, to investigate the impact of m6A deficiency on skin morphogenesis, we generated *Mettl3* conditional knockout (cKO) mice harboring the following alleles: *Mettl3^fl/fl^*, *Rosa26-YFP^fl/+^*, *Krt14-Cre* (Figure 2—figure supplement 1). Active exclusively in the epidermal progenitors beginning at E13.5 (Vasioukhin et al., 1999), *Krt14-Cre* had excised the stop codon in the *Rosa26* locus by E14.5 (Figure 2A). Whole-mount immunofluorescence imaging revealed that by E16.5, expression of METTL3 was largely abolished within the targeted YFP^+^ cells in the cKO skin epithelium (Figure 2B). And consistent with its known location in other cell types (Kwon et al., 2019; Liu et al., 2014; Schöller et al., 2018; Zhang et al., 2018), METTL3 was predominantly nuclear in control (Ctrl) epithelial progenitors.

**Figure 2.**
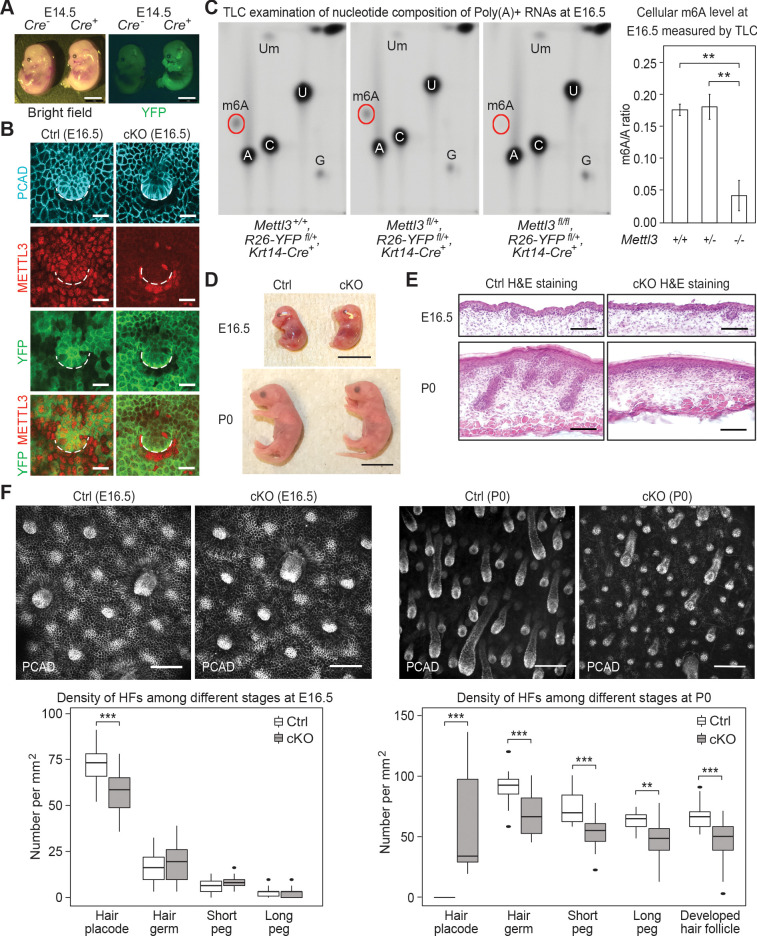
*Krt14-Cre* driven conditional *Mettl3* knockout mice display severe defects in HF morphogenesis. (**A**) Representative pictures of *Krt14-Cre^-/-^, Rosa26-YFP^fl/+^* and *Krt14-Cre^+/-^*, *Rosa26-YFP^fl/+^ *littermate embryos demonstrating the onset of uniform YFP expression in the E14.5 skin epithelium (scale bars: 2 mm). (**B**) Confocal images of E16.5 whole-mount back skin immunolabeled for P-cadherin (PCAD), METTL3 and YFP (scale bars: 20 µm). Note that nuclear METTL3 immunofluorescence is selectively depleted from the YFP^+^ cells in cKO skin. White dashed lines denote the dermal-epidermal border. (**C**) Left panel: representative pictures of thin layer chromatography (TLC) on Poly(A)+ RNA samples isolated from E16.5 skin epithelial cells. Right panel: quantification of m6A levels based on TLC (error bars: standard deviation, for *Mettl3^+/+^* n = 2 biological replicates, for each of the other conditions n = 3 biological replicates, **p<0.01 by unpaired two-tailed Student’s t-test). (**D**) Representative pictures of E16.5, P0 control and cKO littermates (scale bars: 1 cm). (**E**) Hematoxylin and eosin (H and E) stained back skin sagittal sections at indicated time points (scale bars: 100 µm). (**F**) Confocal images of whole-mount back skin immunolabeled for PCAD at indicated time points (scale bars: 100 µm) and quantification of HFs at different developmental stages (for E16.5, n = 3 biological replicates ×10 images per replicate and for P0, n = 18 images from four biological replicates, **p<0.01 and ***p<0.001 by unpaired two-tailed Student’s t-test). Figure 2—source data 1.Quantification of m6A/A ratio through TLC signals in (C). Figure 2—source data 2.Quantification of HF density in (F).

**Figure 2—figure supplement 1.**
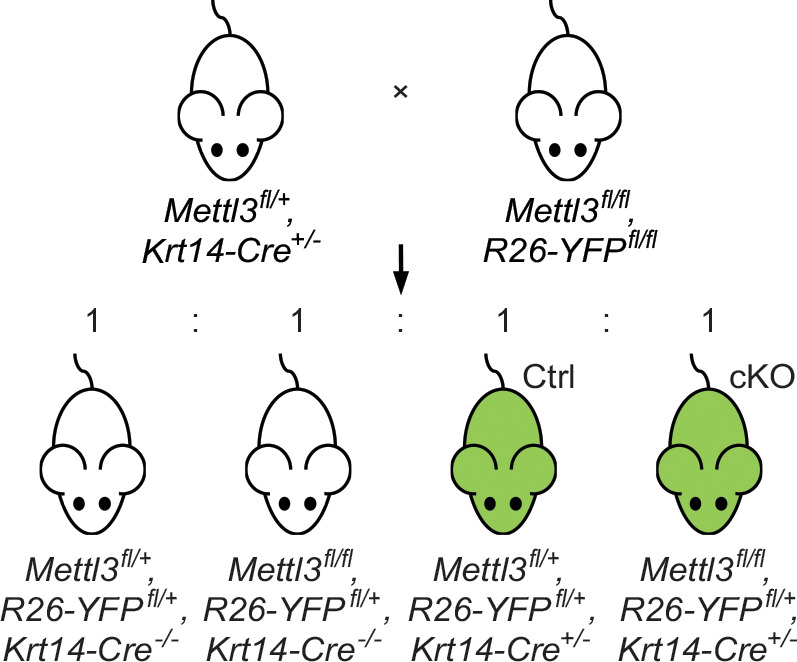
Breeding strategy to generate the *Mettl3* cKO animals and the control (Ctrl) littermates. By mating the *Mettl3^+/fl^, K14-Cre^+/-^* and *Mettl3^fl/fl^, Rosa26-YFP^fl/fl^* breeders, we got offspring with 4 kinds of genotypes being born at Mendel’s ratio, among which *Mettl3^+/fl^, Rosa26-YFP^+/fl^, K14-Cre^+/-^* and *Mettl3^fl/fl^, Rosa26-YFP^+/fl^, K14-Cre^+/-^* littermates were used as control (Ctrl) and conditional knockout (cKO) objects for our study.

**Figure 2—figure supplement 2.**
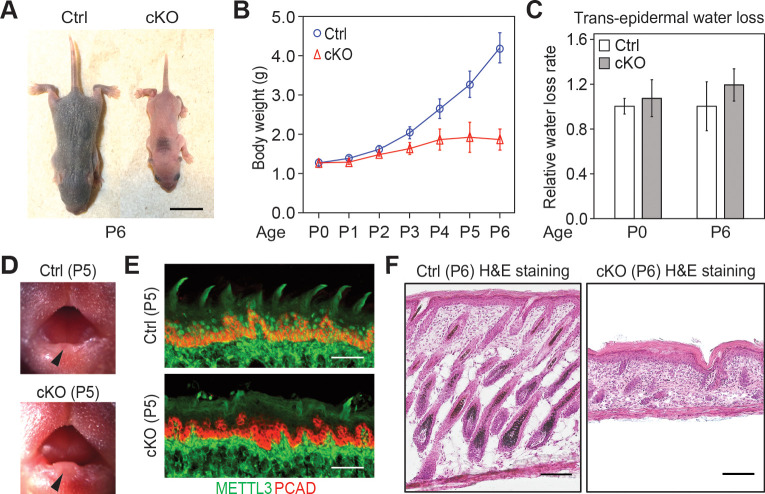
Additional information on the *Mettl3* cKO phenotypes. (**A**) Representative pictures of P6 control and cKO littermates (scale bars: 1 cm). (**B**) Quantification of body weights of control and cKO littermates (error bars: standard deviation, for each condition n = 5 biological replicates from three litters). (**C**) Measurements of TEWL (error bars: standard deviation, for each condition n = 4 biological replicates, for the comparison between control and cKO at each time point, p>0.05 by unpaired two-tailed Student’s t-test). (**D**) Representative pictures of P5 pups’ mouths demonstrating the growth of the teeth (black arrows). (**E**) Images of P5 tongue sagittal sections immunolabeled for METTL3 and PCAD demonstrating the tongue surface of the *Mettl3* cKO animals tends to be smoother than that of the control animals, which suggests filiform papillae are not well-formed in the cKO animals (scale bars: 50 µm). (**F**) Hematoxylin and eosin (H and E) stained P6 back skin sagittal sections (scale bars: 100 µm). Figure 2—figure supplement 2—source data 1.Quantification of neonates' body weights in (B). Figure 2—figure supplement 2—source data 2.Quantification of TEWL in (C).

We confirmed the quantitative loss of m6A by thin-layer chromatography (TLC), which we performed on poly(A)+ RNA isolated from the FACS-purified YFP^+^ epidermal cells of *Mettl3* wild-type, heterozygous and null skin epithelium (Figure 2C). Quantification of the m6A/A ratio based on the radioactive signals revealed a comparable m6A content on mRNAs from wild-type *Mettl3^+/+^* and heterozygous *Mettl3^+/-^* cells, indicating that one allele of *Mettl3* was enough to sustain a normal m6A level on mRNAs. Thus from this point forward, we used heterozygous *Mettl3 ^fl/+^*, *Rosa26-YFP^fl/+^*, *Krt14-Cre* mice as our control.

Throughout embryogenesis, control and cKO mice were grossly comparable in appearance (Figure 2D). From postnatal day 2 (P2) onward, however, phenotypic abnormalities of the cKO animals began to emerge. Most striking was the progressive decline in body sizes and weights compared to their control littermates (Figure 2—figure supplement 2A,B). Most cKO animals did not survive beyond postnatal day 6 (P6).

To investigate potential causes of the lethality, we assessed the epidermal barrier function by measuring the trans-epidermal water loss (TEWL) rate of the control and cKO skin at P0 and P6. No significant TEWL differences were observed, ruling against dehydration as a cause of death (Figure 2—figure supplement 2C). Examination of oral tissues indicated that both teeth and tongue formed, but tongue filiform papillae, necessary for suckling and food intake at this stage, were notably diminished (Figure 2—figure supplement 2D,E). Back skin HF morphogenesis was also severely altered in the cKO animals. This began to surface soon after *Mettl3* ablation where the numbers of de novo placodes began to decline, and progressed thereafter as judged by the paucity of hair germs and pegs at birth (Figure 2E,F). Analyses of the few pups still alive by P6 revealed that with the exception of the sparse, large guard hairs, which form prior to *Krt14-Cre* activity and do not use WNT signaling in their specification, HF downgrowth was largely impaired and HFs failed to mature beyond the peg stage (Figure 2—figure supplement 2F).

Based upon these data, the defects did not appear to reflect developmental delays, but rather altered morphogenesis. In this regard, the severity of defects in the tongue filiform papillae and skin HFs was particularly intriguing as both require WNT and SHH signaling for their morphogenesis (DasGupta and Fuchs, 1999; Iwatsuki et al., 2007; Järvinen et al., 2006). At the top of these morphogenetic cascades is LEF1, the transcription factor which binds to WNT effector β-catenin and translocates to the nucleus, where it is required to mediate WNT signaling and launch cellular fates (Adam et al., 2018; van Genderen et al., 1994; Ouspenskaia et al., 2016; Zhou et al., 1995).

Immunofluorescence revealed that at E17.5, nuclear LEF1 was significantly diminished in the basal (placode) progenitors within the epidermal plane as well as WNT^hi^ cells in the developing HFs of cKO skin (Figure 3A). At P0, LEF1 levels remained low in the WNT^hi^ cells. It was also diminished in the underlying dermal condensates (precursors to the dermal papilla, DP), whose WNT signaling and nuclear LEF1 is known to be dependent upon epithelial WNT signaling (Mok et al., 2019; Figure 3B). Notably, immunohistochemistry revealed that in contrast to control HFs, which showed appreciable anti-β-catenin nuclear staining at the follicle:DP interface, in *Mettl3* null HFs, β-catenin was mostly at the intercellular borders, reflective of its WNT-independent role at adherens junctions (Figure 3C). Additionally, these HF progenitors were perturbed in engulfing the DP, a feature seen when WNT signaling and/or SHH signaling are inhibited (Heitman et al., 2020; Matos et al., 2020).

**Figure 3.**
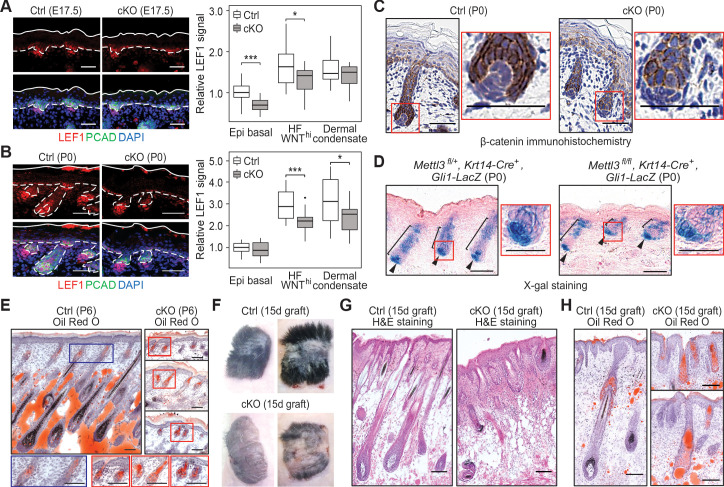
Loss of m6A results in diminished WNT signaling and signs of perturbed HF fate. (**A**) Left panel: representative images from E17.5 sagittal sections immunolabeled for LEF1 and PCAD (scale bars: 50 µm). White solid lines denote skin surface and dashed lines denote dermal-epidermal border. Right panel: quantification of LEF1 immunofluorescence at indicated compartments (for each condition n = 3 biological replicates ×7 images per replicate, *p<0.05 and ***p<0.001 by unpaired two-tailed Student’s t-test). (**B**) Left panel: representative images from P0 sagittal sections immunolabeled for LEF1 and PCAD (scale bars: 50 µm). Solid and dashed lines as in (**A**). Right panel: quantifications of LEF1 immunofluorescence in indicated compartments (for each condition n = 3 biological replicates ×7 images per replicate, *p<0.05 and ***p<0.001 by unpaired two-tailed Student’s t-test). (**C**) Representative images from P0 sagittal sections with immunohistochemistry staining of β-catenin, counter-stained with hematoxylin (scale bars: 50 µm). (**D**) Representative images from P0 sagittal sections stained with X-gal and nuclear fast red to examine the expression of the *Gli1-LacZ* transgene, a proxy for SHH signaling (scale bars: 100 µm). (**E**) Representative images from P6 sagittal sections stained with Oil Red O and counterstained with hematoxylin to visualize signs of HF to sebocyte fate switching within the epithelium (scale bars: 100 µm). The staining in the control dermis reflects adipocyte-derived lipids, missing in the cKO pups, which lose weight after birth. (**F**) Representative pictures of control (Ctrl) and cKO back skins engrafted onto *Nude* (*Nu/Nu*) mice and analyzed 15 days later. (**G**) Representative Hematoxylin and eosin (H and E) stained sagittal sections of 15-dayengrafted back skins (scale bars: 100 µm). (**H**) Representative sagittal sections as in (**G**) and counterstained with Oil Red O and hematoxylin (scale bars: 100 µm). Figure 3—source data 1.Quantification of LEF1 immunofluorescence signals at E17.5 in (A). Figure 3—source data 2.Quantification of LEF1 immunofluorescence signals at P0 in (B).

**Figure 3—figure supplement 1.**
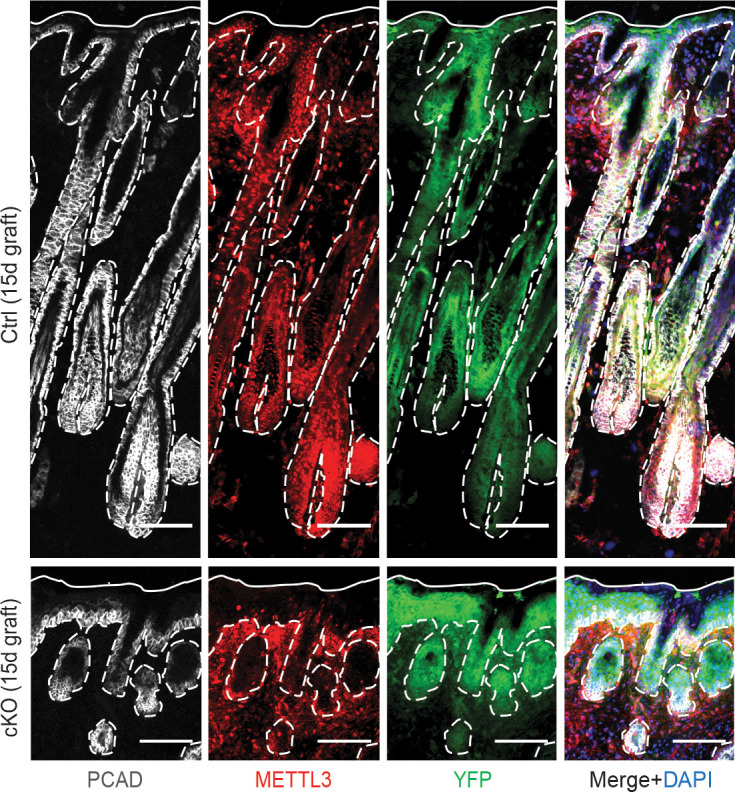
Examination of METTL3 and YFP expression in the grafted skin. Images of back skin engrafted to *Nude* (*Nu/Nu*) mice for 15 days immunolabeled for PCAD, METTL3 and YFP demonstrating in the grafted tissue METTL3 is still largely depleted in the cKO epithelium (scale bars: 100 µm). White solid lines indicate skin surface and dashed lines indicate epithelial-dermal border.

Since SHH signaling is dependent upon WNT signaling, we next tested for the activation of this pathway. To do so, we mated our mice to *Gli1-lacZ* mice, and performed X-gal histochemical staining on skin sections. While SHH signaling was not blocked in the absence of METTL3, it was aberrant, with an overall reduction, particularly in the epithelium (Figure 3D). These results were intriguing in light of the knowledge that laminin 5-1-1 is required for HF downgrowth and SHH signaling (Fleger-Weckmann et al., 2016; Gao et al., 2008), and that *Lama5* and *Lamac1* were among the most highly modified and efficiently translated mRNAs in skin (Figure 1G).

As an appendage of HFs, sebaceous glands use a different hedgehog pathway and require reduced WNT signaling for their formation (Merrill et al., 2001; Niemann et al., 2003). Consistent with diminished WNT signaling in the *Mettl3* cKO skin, an increase in Oil Red O staining was seen in the aberrant HFs (Figure 3E). The paucity of lipids in the P6 dermis was expected due to the failure to suckle and weight loss likely caused by the tongue defects. These phenotypes bore a striking resemblance to the mice expressing a dominant negative form of LEF1 in their skin epithelium.

To interrogate the long-term consequences of epidermal m6A depletion, we engrafted the back skin of P0 control and cKO littermates onto *Nude* mice. By the 15th day post-engraftment, the epithelium of both control and cKO skins were YFP^+^, indicating that they had survived the engraftment procedure (Figure 3—figure supplement 1). However, whereas control skin had generated a thick hair coat, the cKO skin showed a striking paucity of hair growth (Figure 3F,G). Oil Red O staining further corroborated our P6 analyses and suggested that cKO progenitors follow the sebocyte versus HF path of morphogenesis (Figure 3H).

Many of these features were confirmed at the ultrastructural level, including the arrested growth of HFs and the presence of *Mettl3* null HFs that failed to engulf the DP (Figure 4A). Although we did not see gross signs of junctional defects, we did see morphological signs of apoptosis in P0 HFs, which we substantiated by activated (cleaved) Caspase-3 and TUNEL staining (Figure 4—figure supplement 1A), suggesting that the defects went beyond mere signaling perturbations. We also noted *Mettl3* null HF cells that were positive for TUNEL, but not activated Caspase-3. While this is a feature of sebocytes (Fischer et al., 2017), it could also be a sign of general cell degradation. Moreover, the organization of HF cells also appeared to be perturbed. In the hair placodes that did initiate, spindle orientations appeared to be largely unaltered and remained perpendicular to the underlying basement membrane (Figure 4—figure supplement 1B). However, as judged by phalloidin staining to visualize F-actin, apical cytoskeletal polarization of progenitors facing the DP appeared to be perturbed (Figure 4B).

**Figure 4.**
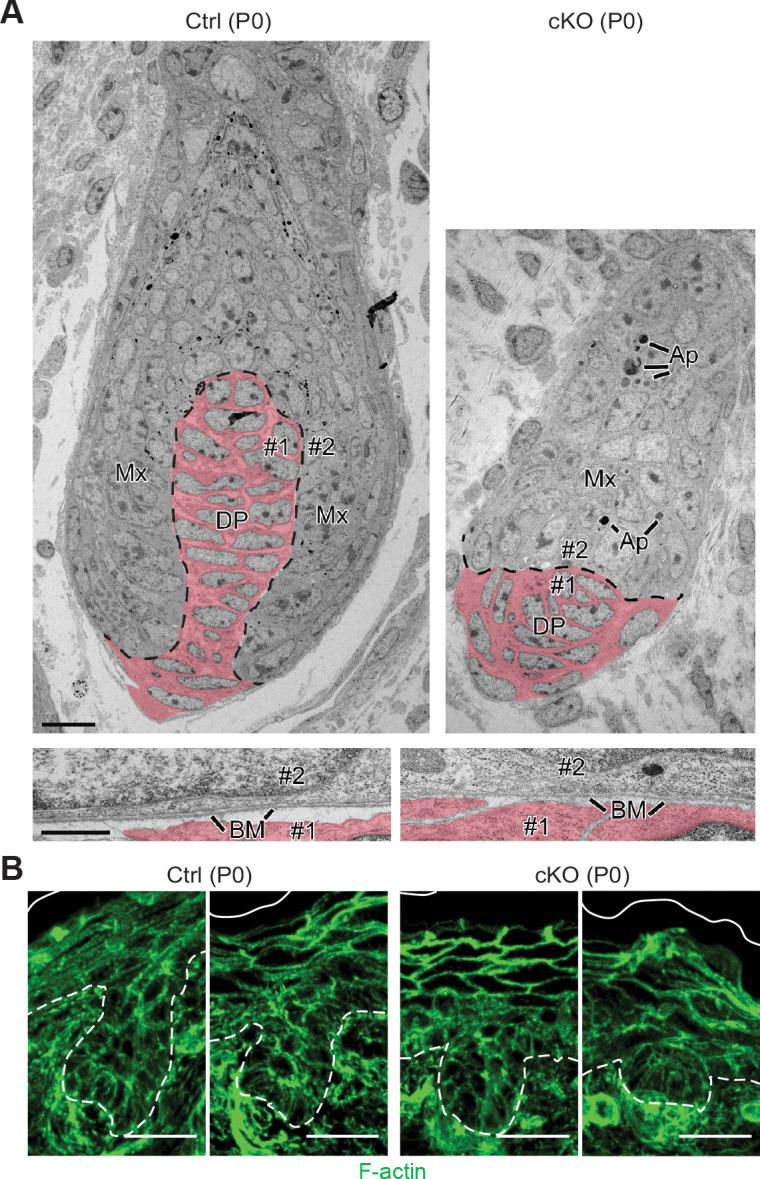
Perturbations in WNT-driven dermal papilla engulfment and in actin-mediated cellular polarity within *Mettl3* cKO HFs. (**A**) Ultrastructure of HF in control and *Mettl3* cKO mice in P0 back skin. Matrix (Mx) cells engulf the dermal papilla (DP, colored in pink) in the control HF but often fail to do so in the cKO. Dashed line indicates the boundary between matrix and dermal papilla. The boundary between dermal papilla cell #1 and matrix cell #2 is magnified in the panel below. BM, basement membrane. Scale bars: 10 µm (upper panel), 600 nm (lower panel). Ap, apoptotic bodies. (**B**) Representative images from P0 sagittal sections labeled for F-actin by phalloidin (scale bars: 25 µm). White solid lines denote skin surface and dashed lines denote dermal-epidermal border. Note apical polarization of F-actin in control HFs, often missing in *Mettl3* cKO follicles.

**Figure 4—figure supplement 1.**
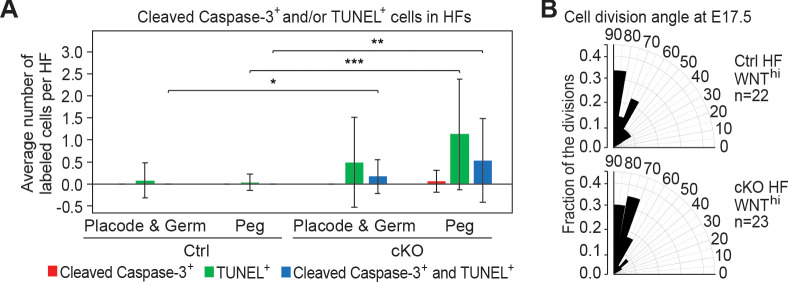
Analysis of DNA fragmentation, apoptosis and cell division angles in HF morphogenesis. (**A**) Quantification of TUNEL^+^ and cleaved Caspase-3^+^ cells in HFs at different developmental stages [placodes (Plcd), germs and pegs] at P0. Quantifications are from images of P0 sagittal sections immunolabeled for cleaved Caspase-3 and stained for TUNEL (error bars: standard deviation, for each condition >25 HFs from 3 biological replicates were analyzed, *p<0.05 **p<0.01 ***p<0.001 by unpaired two-tailed Student’s t-test). Double-staining is indicative of apoptosis, while TUNEL positivity on its own represents increased DNA fragmentation, which could be indicative of cytolysis or other forms of DNA damage. (**B**) Radial histograms depicting the spindle orientations of HF WNT^hi^ cells during anaphase/telophase at E17.5, assessed by triple immunofluorescence for Survivin, integrin β4 (CD104) and PCAD as described in Ouspenskaia et al., 2016; Williams et al., 2011. For each condition, three biological replicates are analyzed and n indicates the total number of anaphase/telophase cells examined. Figure 4—figure supplement 1—source data 1.Quantification of cell death events in HFs in (A). Figure 4—figure supplement 1—source data 2.Quantification of cell division angles in (B).

### Loss of m6A results in perturbations within the single-cell transcriptomics of the HF lineage

To further interrogate how loss of METTL3 affects the skin epithelium, we first addressed whether we might be able to obtain sufficient *Mettl3* null progenitors to perform in vivo ribosomal profiling and proteomics/immunoblot analyses. We first tried dispase treatment to enrich for in vivo skin epithelium, but in contrast to control skin, cKO hair placodes/germs were left behind in the dermal fraction as early as E17.5 (Figure 5—figure supplement 1A,B). When we turned to in vitro culture, we learned that despite the ability of cKO skin progenitors to survive in vivo until birth, *Mettl3* null skin epithelial progenitors failed to form colonies (Figure 5—figure supplement 1C). Although the underlying basis for the puzzling differential sensitivity to dispase and inability to survive in vitro are likely complex and beyond the scope of the present study, it compromised our ability to perform ribosomal profiling or proteomics/immunoblot analyses on *Mettl3* cKO progenitors.

Although these limitations precluded high throughput analyses to interrogate the direct consequences of m6A loss to translation and protein production, we were still able to ascertain the consequences to global gene expression through single-cell RNA sequencing (scRNA-seq), an analysis requiring only a few thousand cells. We focused on E17, a time when METTL3 and transcriptome-wide m6A were lost, but before marked differences in the skin epithelium or its classical cell identity markers had surfaced (Figure 5—figure supplement 1D). We FACS-purified YFP^+^ cells from trypsinized skins of control and *Mettl3* cKO embryos, and then binned intact YFP^+^ cells according to their exclusion of 4’, 6-diamidino-2-phenylindole (DAPI) staining and their relative levels of integrins (α6, β1) (Figure 5—figure supplement 1E). We then processed these isolated cells through the 10X Genomics Next GEM system for scRNA-seq, from which we obtained high-quality sequencing data from 4443 control cells and 3455 *Mettl3* null cells.

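Skin epithelium of embryonic day 17 (E17) was measured in 1 control library and 1 *Mettl3* cKO library, each made from YFP+ cells sorted on DAPI and on integrins α6 and β1, so the integrin gate helps to set the share of each cell type. The deposited matrices hold raw counts of unique molecular identifiers (UMIs), made by the authors with Cell Ranger on mm10, before any filter on cells and before the libraries were aggregated. The counts sum to 59664869 UMIs in the control and 49755010 UMIs in the cKO library. Barcodes with at least 1800 genes were kept, as in the methods. This left 4447 control cells, with 43874554 UMIs and a median of 8941 UMIs and 2539 genes per cell, and 3577 cKO cells, with 34116275 UMIs and medians of 8581 UMIs and 2500 genes. The paper's reported numbers are 4443 and 3455 cells. Cells of both libraries were clustered together, as in the paper, on 2000 variable genes and 10 principal components after regression of cell cycle scores and mitochondrial share. Clusters came from the Leiden method and were named Epi basal-like, Epi suprabasal-like, HF WNT hi-like or HF WNT lo-like from marker genes listed before the data were examined. UMIs were summed over the cells of a class in each library and scaled to the total of that sum as CPM, which gives a ratio of cKO to control with an exact binomial interval. The Epi basal-like class held 2056 control and 1522 cKO cells with sums of 20711633 and 14891101 UMIs. The HF WNT hi-like class held 804 and 758 cells with 7694798 and 6996687 UMIs. With 1 library per condition, every interval covers counting error alone, no spread between embryos can be measured and no test between conditions was run. The libraries also differed in sex: *Xist* had a UMI in 99.8% of control cells and the kept cKO cells held 1 UMI of it in all. A Y-linked gene had a UMI in 64.3% of cKO and 0.112% of control cells, so sex and genotype cannot be separated for any gene. *Mettl3* (ENSMUSG00000022160) encodes the methyltransferase that the cKO removes and lies on chromosome 14 from 52294841 to 52305128 of GRCm38. Over all kept cells it had 12.7 CPM (95% interval 11.7 to 13.8) in control and 6.18 CPM (5.38 to 7.08) in cKO cells, a ratio of 0.487 (0.414 to 0.572). The reads are tags of the 3′ end and the deleted exon is the fourth, so transcripts without it are still counted and the level is no measure of the deletion.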

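The pooled clustering gave 13 clusters, and each held cells of both libraries. Among the Epi basal-like clusters, clusters 1 and 3 took 89.7% and 90.9% of their cells from the control library and cluster 0 took 2.3%. Cluster 8 of the HF WNT hi-like class held 397 control and 34 cKO cells, and cluster 6 held 115 and 427. The clusters of the Epi suprabasal-like class (5 with 296 control and 252 cKO cells, 10 with 168 and 115) and of the HF WNT lo-like class were mixed. A cluster that comes mostly from 1 library can stand for that library rather than for a cell type, so shares of cells were taken from a second clustering in which each gene was centred within its library and genes over 1.5-fold apart between libraries were left out. Cluster 9, with 344 control and 63 cKO cells, reached no class by its markers and stayed unnamed. A Merkel-like cluster held 36 and 28 cells and cluster 12, which lies outside the epithelial classes and is left without a type here, 35 and 24. The minimum scores for a name were set after the clusters had been seen.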

Unbiased clustering of the cells based on their gene expression profiles indicated seven major clusters as revealed by t-distributed stochastic neighbor embedding (t-SNE) plots whose identities were ascertained based upon established markers (Figure 5A, Figure 5—figure supplement 1F). Three clusters were related to basal epidermal progenitors (Epi basal) and were typified by high *Krt5* and *Krt14* expression. 

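Keratin 5 and keratin 14 pair into the intermediate filaments of basal keratinocytes, and both genes were among the markers that named the class. *Krt14* (ENSMUSG00000045545, chromosome 11 from 100203162 to 100207548 of GRCm38) had 9863 CPM over both libraries in Epi basal-like cells, 4997 in Epi suprabasal-like, 4188 in HF WNT hi-like and 2470.4 in HF WNT lo-like cells. *Krt5* (ENSMUSG00000061527, chromosome 15 from 101707070 to 101712898) had 4622, 3452, 1804 and 2382 CPM in the same order. Within the Epi basal-like class, *Krt14* had 11014 CPM (95% interval 10969 to 11059) in control and 8262 CPM (8216 to 8308) in cKO cells, which is 1.33-fold lower (1.32 to 1.34). *Krt5* had 5227 CPM in control and 3782 CPM in cKO cells, a ratio of 0.724 (0.716 to 0.731), and *Krt15*, a further keratin of basal cells, changed by a log2 ratio of -0.86. The median log2 ratio of these 3 keratins, -0.47, stood at percentile 0.10 of 10000 random gene lists matched on expression. The paper's MAST Z scores, which took cells as replicates, are -17.3 for *Krt14* and -20.3 for *Krt5*. Most control cells of the class came from clusters 1 and 3 (56.9% and 41.6%) and most cKO cells from cluster 0 (85.5%). *Krt14* also made up 8221 CPM of the free RNA in control and 5815 CPM in cKO droplets. *Krt1*, however, had 1380 CPM in control and 1545 CPM in cKO free RNA, but only 121 and 150 CPM in Epi basal-like cells. *Krt10* had 2190 and 2101 CPM in free RNA, and 207 and 183 CPM in these cells. Free RNA can thus be only a small share of their counts, which argues against it as the whole cause of the lower *Krt14* level. Whether it plays a smaller part stayed undecided. Of the genes that mark the HF WNT lo-like class, some were higher in cKO cells of the Epi basal-like class, *Sox9* by a log2 ratio of 1.51 (7.29 to 20.8 CPM) and *Pthlh* by 2.17. With the classes of the centred clustering these were 0.71 and 1.08, and with cells of at least 1000 genes 0.152 and 0.442. *Krt17*, a further one, rose by 0.37, but gave -0.311 with cells of at least 1000 genes and -0.181 over all kept cells.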

We classified one cluster as the differentiating suprabasal epidermal keratinocytes (Epi suprabasal), based upon their high *Krt1* and *Krt10* expression. 

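Keratin 1 and keratin 10 replace the basal pair when keratinocytes leave the basal layer. *Krt1* (ENSMUSG00000046834, chromosome 15 from 101845426 to 101850794 of GRCm38) had 11082 CPM over both libraries in Epi suprabasal-like cells against 133 in Epi basal-like, 70.7 in HF WNT hi-like and 113 in HF WNT lo-like cells. *Krt10* (ENSMUSG00000019761, chromosome 11 from 99385254 to 99389364) had 16055, 197, 149.7 and 172 CPM in the same order. The class held 464 control cells with 5583630 UMIs and 367 cKO cells with 4202644 UMIs, and both genes were among its naming markers. Within it, *Krt1* had 11808 CPM in control and 10118 CPM in cKO cells, a ratio of 0.857 (0.846 to 0.867), and *Krt10* had 18152 CPM in control and 13268 CPM in cKO cells, a ratio of 0.731 (0.723 to 0.739). Of 24 genes of epidermal differentiation, listed before the data were examined, 21 had at least 20 UMIs, with a median log2 ratio of -0.20 at percentile 0.45. They ranged from -0.75 for *Lor*, a protein of the cornified envelope, to 3.79 for *Mt4*, a metallothionein of stratified epithelia.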

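*Mki67* and *Top2a* mark cells in cycle, and *Cdk1* drives entry into mitosis. After each cell was thinned to 5500 UMIs, 20.4% (16.8 to 24.4) of 456 control and 29.1% (24.4 to 34.1) of 358 cKO cells of the Epi suprabasal-like class had a UMI of *Mki67*, with exact 95% intervals. For *Cdk1* the shares were 38.4% (33.9 to 43.0) and 42.5% (37.3 to 47.8), and for *Top2a* 39.9% (35.4 to 44.6) and 36.9% (31.9 to 42.1). The less differentiated cluster 5 had *Mki67* in 25.0% of control and 33.6% of cKO cells, and cluster 10 in 12.5% and 19.3%. Among Merkel-like control cells, 13.0% of 23 had a UMI of *Mki67*, too few cells to set a level for cells out of cycle. Cells with fewer UMIs, 8 control and 9 cKO, were left out.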

As expected, some of these *Krt1*^+^*Krt10*^+^ cells were still cycling, a feature of the asymmetric cell divisions that occur at this stage of embryonic development and which place daughter cells from proliferative parents into the suprabasal layers (Williams et al., 2011). 

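*Shh* encodes a ligand that hair follicle buds send to the dermis, *Lef1* a DNA-binding partner of β-catenin, and *Sox9* a transcription factor of early hair follicle stem cells. *Shh* had 115 CPM over both libraries in HF WNT hi-like cells, 0.871 in Epi basal-like, 1.53 in Epi suprabasal-like and 2.92 in HF WNT lo-like cells. *Lef1*, which was kept out of the naming markers, had 174, 142, 18.5 and 32.7 CPM in the same order, and *Ctnnb1*, also kept out, 959, 375, 209 and 395. *Krt17* had 3346 CPM in HF WNT lo-like cells, 1738 in HF WNT hi-like, 1163 in Epi suprabasal-like and 590.5 in Epi basal-like cells. *Sox9* had 252, 54.6, 18.9 and 12.9 CPM in that order. The level in HF WNT hi-like cells depended on the clusters in the class: with the classes of the centred clustering *Sox9* had 12.4 CPM in control and 19.9 CPM in cKO cells of this class, and 17.5 CPM in control and 22.3 CPM in cKO cells of the Epi suprabasal-like class. *Shh*, *Krt17* and *Sox9* were naming markers, so their contrast between classes follows in part from the naming. In control cells the HF WNT hi-like class came from clusters 8 (49.4%), 4 (36.3%) and 6 (14.3%), and in cKO cells from clusters 6 (56.3%), 4 (39.2%) and 8 (4.5%).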

The cluster with elevated expression of *Shh*, *Lef1* and *Ctnnb1* (encoding WNT-activated β-catenin) was identified as the WNT^hi^ cells of specified HFs, while the two clusters with high expression of *Krt17* and *Sox9* and little or no *Lef1* were typical of WNT^lo^ cells.

**Figure 5.**
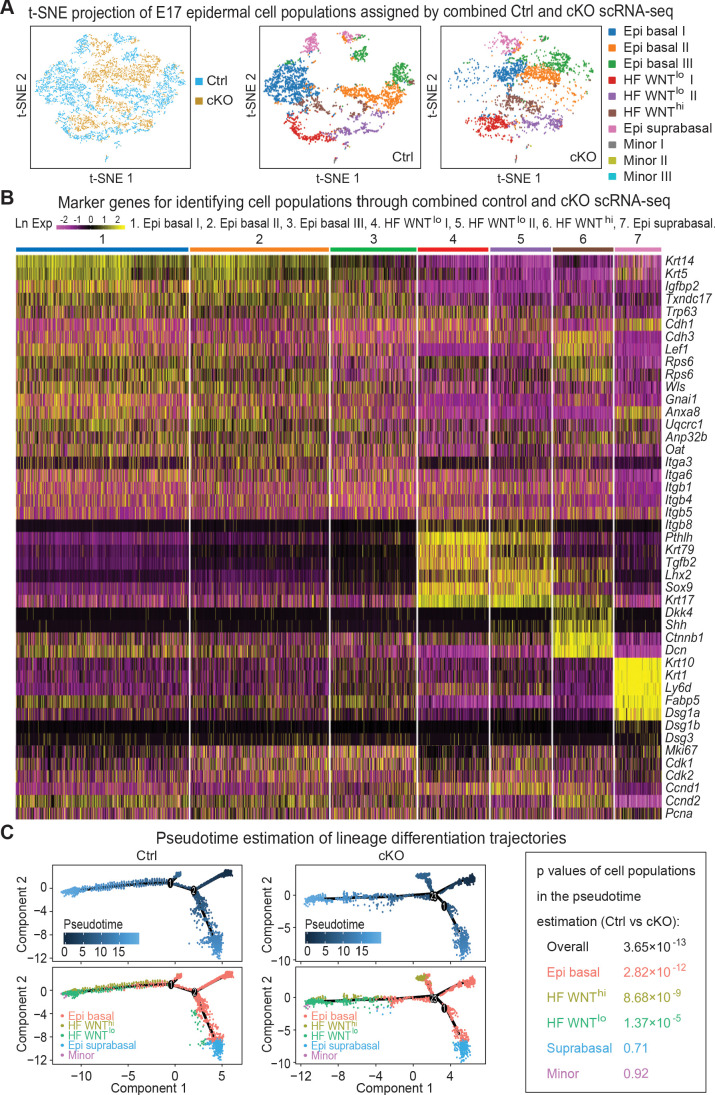
Single-cell transcriptomics of *Mettl3* cKO compared to control skin epithelial lineages. (**A**) YFP^+^ progenitors were FACS-enriched from E17 control and *Mettl3* cKO whole back skins and subject to scRNA-seq as described in the Materials and methods. Shown are the data from unbiased clustering of the single cells projected by t-SNE. (Clustering was performed on all cells from control and cKO samples pooled together.) Seven major clusters and three minor clusters were identified, which are present in both samples. (**B**) Heat map illustrating how the seven populations were identified based upon their expression of established marker genes. Each column depicts data from one single cell belonging to the cluster that is indicated at the top. Each row illustrates cluster-wide expression data for the specific mRNA listed at the right. Color coding of each cluster is according to the color scheme in the t-SNE plots in (**A**). (**C**) Pseudotime plots showing the estimated lineage trajectories of each of the clusters as derived from the scRNA-seq data. The p values were calculated through Pearson's chi-square test.

**Figure 5—figure supplement 1.**
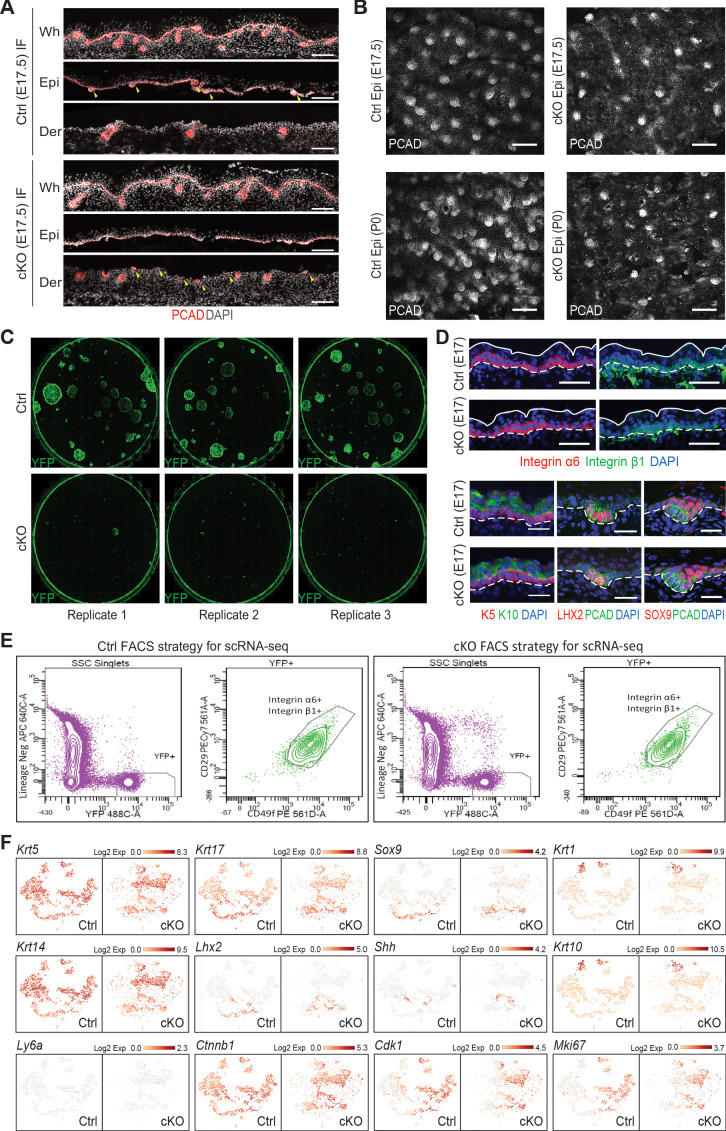
Cell isolation for scRNA-seq analysis and cell identity verification. (**A**) Images of E17.5 back skin sagittal sections before (whole skin, Wh) and after dispase treatment immunolabeled for PCAD demonstrating *Mettl3* cKO affects the separation of developing HFs between the epidermis (Epi) and dermis (Der) fractions (scale bars: 100 µm). Yellow arrows are pointing to the hair placodes and hair germs, which were found in the epidermal fraction in the control sample but the dermal fraction the cKO sample. (**B**) Confocal images of the epidermis fractions separated by dispase treatment immunolabeled for PCAD at indicated time points (scale bars: 100 µm). (**C**) Colony formation assay demonstrating cKO cells do not survive in vitro culturing conditions. Each picture was scanned from a well of 6-well plates with YFP^+^ cells FACS isolated from E16.5 back skin cultured for 10 days. Cells were then fixed and immunolabeled for YFP. Shown are representative images. (**D**) Images of E17.5 back skin sagittal sections immunolabeled for selected lineage markers (for integrins α6, β1, scale bars: 50 µm; for the others scale bars: 25 µm). White solid lines indicate skin surface and dashed lines indicate dermal-epithelial border. (**E**) Sorting strategy to isolate YFP^+^ epidermal cells for scRNA-seq analysis. Live (DAPI^-^) cell singlets were first gated upon the lineage negative markers and YFP signal to get the YFP^+^ population. The YFP^+^ population was further gated on surface integrins α6 (CD49f) and β1 (CD29) to enrich for skin progenitors, which were collected for scRNA-seq. (**F**) t-SNE plots to visualize the expression of selected marker genes. See legend of Figure 7C and t.

A heat map of the expression of these markers and their clustering into these seven groups is presented in Figure 5B. 

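Among the pooled Epi basal-like clusters, cluster 3 had 125 CPM of *Mki67* and 283 CPM of *Cdk1* in control cells, against 49.5 and 140.0 CPM in cluster 1. Cluster 0, which held most of the cKO cells, had 108 CPM of *Mki67* and 208 CPM of *Cdk1* in them. Of the HF WNT lo-like clusters, cluster 7 had 85.7 CPM of *Mki67* and 286 CPM of *Cdk1* in control cells, and cluster 2 had 67.9 and 197. In cKO cells these were 88.0 and 273 CPM in cluster 7 and 101 and 212 CPM in cluster 2. Over the Epi basal-like class, *Mki67* had 81.5 CPM in control and 105 CPM in cKO cells, a ratio of 1.29 (1.21 to 1.39), and *Cdk1* 201 CPM in control and 212 CPM in cKO cells, a ratio of 1.06 (1.01 to 1.11). The list of G2 and M phase genes had a median log2 ratio of 0.11 (percentile 99.23) and the list of S phase genes -0.15 (percentile 0.06). Of 43 measured S phase genes, 30 lay below 0, and of 54 G2 and M phase genes, 37 lay above 0.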

The molecular distinctions among the three basal epidermal progenitor populations and among the two WNT^lo^ populations appeared to at least partially reside within cell cycle stage differences, as judged by expression of cell cycle mRNAs such as *Cdk1* and *Mki67* (Figure 5B, Figure 5—figure supplement 1F). However, since markers such as SCA1 (*Ly6a*), that molecularly distinguish adult progenitors of the interfollicular epidermis from those of the upper outer root sheath were not yet expressed at this time, other differences in these signatures could represent early signs of their specification. 

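SCA1, the product of *Ly6a* (ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031 of GRCm38), is a surface protein anchored in the membrane by a lipid. *Ly6a* had 49 UMIs in Epi basal-like control cells and 66 in cKO cells, which are 2.37 CPM (95% interval 1.75 to 3.13) in control and 4.43 CPM (3.43 to 5.64) in cKO cells. Over both libraries the level was 3.23 CPM in the Epi basal-like class, 1.53 in Epi suprabasal-like, 0.824 in HF WNT lo-like and 0.272 in HF WNT hi-like cells.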

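*Lhx2* encodes a transcription factor of hair follicle progenitors and *Krt79* a keratin of the cells that line the forming hair canal and sebaceous duct. Of the pooled clusters in the HF WNT lo-like class, cluster 7 had 372 CPM of *Lhx2* in control and 263 in cKO cells, and cluster 2 had 36.4 and 34.0. *Krt79* had 473 and 308 CPM in cluster 2, and 197 and 208 CPM in cluster 7. Cluster 2 held 458 control and 571 cKO cells and cluster 7 held 250 and 244. Over the HF WNT lo-like class, the ratio of cKO to control was 0.629 (0.571 to 0.692) for *Lhx2* and 0.754 (0.710 to 0.801) for *Krt79*.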

Regarding the WNT^lo^ populations, the *Lhx2-*expressing cells showed features more characteristic of early HF stem cells (Rhee et al., 2006), while the *Krt79-*expressing cells were likely to be early sebaceous gland progenitors (Veniaminova et al., 2019).

To assess lineage differentiation trajectories, we performed pseudotime analyses on both control and cKO transcriptomes (Figure 5C). 

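In the control library, HF WNT hi-like cells had 1924 CPM of *Krt17*, 136 of *Lhx2*, 47.6 of *Sox9* and 4.94 of *Tgfbr2*, a receptor of TGF-β. With the classes of the centred clustering the control level of *Sox9* in this class was 12.4 CPM, and those of *Krt17* and *Lhx2* were 1439.8 and 124 CPM. HF WNT lo-like cells had 3973 CPM of *Krt17*, 163 of *Lhx2*, 252 of *Sox9* and 5.39 of *Tgfbr2*. Epi basal-like cells had 526 CPM of *Krt17*, 0.579 of *Lhx2*, 7.29 of *Sox9* and 10.3 of *Tgfbr2*. The *Tgfbr2* values rest on 38, 34 and 213 UMIs.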

As expected, for control skin, most of the cells fell along two main branches: a hair germ branch composed largely of WNT^hi^ (*Krt17^+^Lhx2^+^Sox9^neg^*) and WNT^lo^ (*Krt17^+^Sox9^+^Tgfbr2^+^*) cells; and an interfollicular epidermal branch of *Krt5^hi^Krt14^hi^* basal progenitors and their suprabasal *Krt1^+^Krt10^+^* progeny. In agreement with the phenotypic abnormalities, the population of WNT^hi^ cells along the HF branch was markedly diminished in the cKO, and some WNT^hi^ cells were abnormally positioned along an extra lineage branch. These findings were consistent with the reduced density of hair placodes seen at this time (Figure 2F).

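Hair follicles form where WNT-responsive cells gather into placodes within the basal layer. The share of HF WNT hi-like cells describes only the kept cells that passed the integrin gate. How many cells take this fate in the skin was not measured by these libraries. The paper counted hair follicles in whole-mount skin (its Fig. 2F) and reports fewer placodes in the cKO. In the clustering with each library centred, 627 of 4447 control cells, 14.1% (exact binomial 95% interval 13.1 to 15.2), and 560 of 3577 cKO cells, 15.7% (14.5 to 16.9), were HF WNT hi-like. The difference of cKO minus control was 1.56 points (-0.03 to 3.15), and it lay above 0 under every alternative clustering and filter run, from 0.10 to 3.11 points. Many of these intervals include 0, such as -0.80 to 2.28 with each library clustered alone and -1.64 to 1.86 with cells thinned to 1 depth. Others do not, such as 1.35 to 4.89 in the pooled clustering and 0.61 to 3.29 at 1000 genes. All these runs use the same libraries and most keep the centring, so they are not independent checks. Whether a known difference in share would be recovered was not simulated. Epi basal-like cells made up 47.1% of control and 39.6% of cKO cells, a difference of -7.52 points (-9.71 to -5.33), or -3.68 points in the pooled clustering. HF WNT lo-like cells made up 13.0% (12.0 to 14.0) and 17.1% (15.9 to 18.4), a difference of 4.16 points (2.56 to 5.76) that became 6.86 in the pooled clustering and 17.07 with each library clustered alone, and Epi suprabasal-like cells 10.6% and 10.3%. Cells of unnamed or other clusters made up 15.2% and 17.4%, with centred clusters 4 (308 control and 328 cKO cells) and 6 (298 and 255) the largest of them. Within the pooled HF WNT hi-like class, 19 measured genes of the hair placode had a median log2 ratio of 0.34 at the upper end of the random lists, from -0.79 for *Ctgf* to 1.40 for the cytokine gene *Ltb*. *Shh* had 0.34 there and 0.42 (0.28 to 0.56) in the centred class, and with the clusters held mostly by 1 library left out, a choice made after seeing the data, *Shh* had -0.25. The lineage trajectories were not recomputed here, so these shares do not place cells on a branch.

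**Figure D1:**
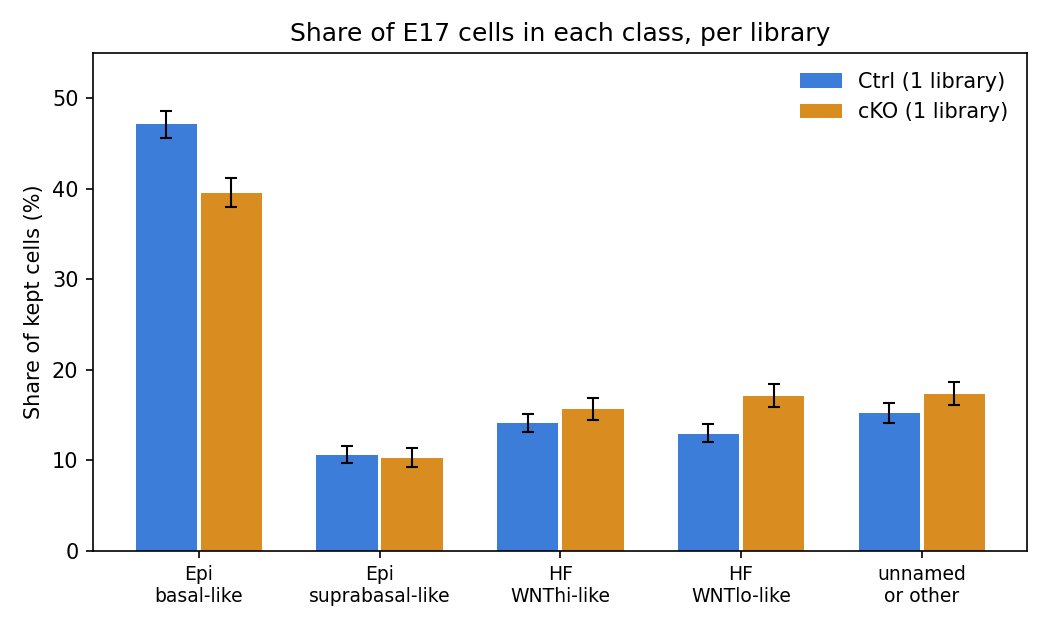
Percent of kept cells in each class (vertical axis) for the control and cKO libraries, with bars for the share and lines for the exact binomial 95% interval. The share of HF WNT hi-like cells is 14.1% in control and 15.7% in cKO cells.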

### Signaling pathways and canonical translation initiation factors are among the mRNAs that are downregulated upon METTL3 loss

To gain further insights into m6A’s function, we next evaluated how steady-state levels of each mRNA within a skin cell population changed upon METTL3 depletion (Supplementary file 3), and then correlated this change to m6A modification levels. In addition to the sum of normalized-to-input uTPM parameter that we used earlier, we also tested other parameters to assess m6A levels (Supplementary file 4). The degree of correlation with normalized-to-input uTPM was higher than merely counting m6A site numbers. Correlations were also higher when we normalized to RNA length (i.e. per nucleotide, per nt) and focused on the density of m6A within the coding sequence rather than the 5’ or 3’ UTRs or full-length mRNA (Figure 6—figure supplement 1). Therefore, in the following analysis with the scRNA-seq data, the per nt sum of normalized-to-input uTPM in coding sequence (coding sequence SN-uTPM per nt) parameter was used to evaluate the importance of m6A levels with regards to mRNA level changes arising from METTL3 loss.

Given our data thus far, we began by focusing on those RNAs that were downregulated upon METTL3 loss. Since HFs are specified within the basal epidermal plane and are WNT^hi^, we primarily focused on the most significantly downregulated mRNAs in these categories. 

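The spread of ratios was taken over the 9676 genes with at least 100 UMIs in Epi basal-like cells of both libraries together. On the lower side, percentile 5 of the ratio of cKO to control was 0.738, a log2 ratio of -0.44, and percentile 1 was 0.583 (-0.78). Counts simulated at the same depths with no difference gave log2 ratios of -0.23 and -0.39 at these percentiles. Apart from *Xist*, the lowest ratios among genes with at least 200 UMIs included the histone gene *Hist3h2a* at 0.223 (1281 control and 205 cKO UMIs) and the linker histone gene *Hist1h1c* at 0.263.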

Although the dynamic range of fold changes for this RNA cohort was low, 2555 genes were downregulated with a cut-off Z score of <−1.96 (all dots on the left of the dotted line in the plots of Figure 6A; Supplementary file 3). 

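Genes named in Fig. 6B were chosen by the study on these libraries, so their direction is not independent evidence, and each is described here on its own counts. In Epi basal-like cells all of them had a ratio of cKO to control below 1. Among adhesion genes the lowest was *Cdh4*, a cadherin, at 0.433 (0.284 to 0.645) on 106 and 33 UMIs. *Fjx1*, a secreted regulator of planar polarity, had 0.564 (0.476 to 0.667), and *Egr1*, an early target of RAS and MAPK signals, 0.655 (0.604 to 0.710). *Csnk2a1*, a kinase subunit listed under SHH and WNT signals, had 0.806 (0.732 to 0.887), *Bmp2* 0.687 (0.598 to 0.787) and the kinase gene *Src* 0.766 (0.637 to 0.920). In HF WNT hi-like cells all but *Celsr2*, at 1.03 (0.855 to 1.24), lay below 1, among them *Trp53* at 0.746 (0.701 to 0.794) and *Pcdh7* at 0.619 (0.419 to 0.902). Over all kept cells without classes, *Gjb6*, *Junb* and *Fos* turned to log2 ratios of 0.0049, 0.10 and 0.03. Their direction differed between classes: with the centred clustering their ratios were 1.77, 1.22 and 1.14 in HF WNT lo-like cells. In Epi basal-like cells of that clustering they were 0.796, 0.809 and 0.818. *Id3* reached a log2 ratio of 0.08 in Epi basal-like cells with no UMI of *Mki67* or *Top2a*. Lists of whole pathways, written before the data were examined, had these medians in Epi basal-like cells: -0.11 (percentile 7.21) for 19 actin regulators, -0.01 (percentile 41.55) for 13 BMP and 0.31 (percentile 98.77) for 11 SHH pathway genes.

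**Figure D2:**
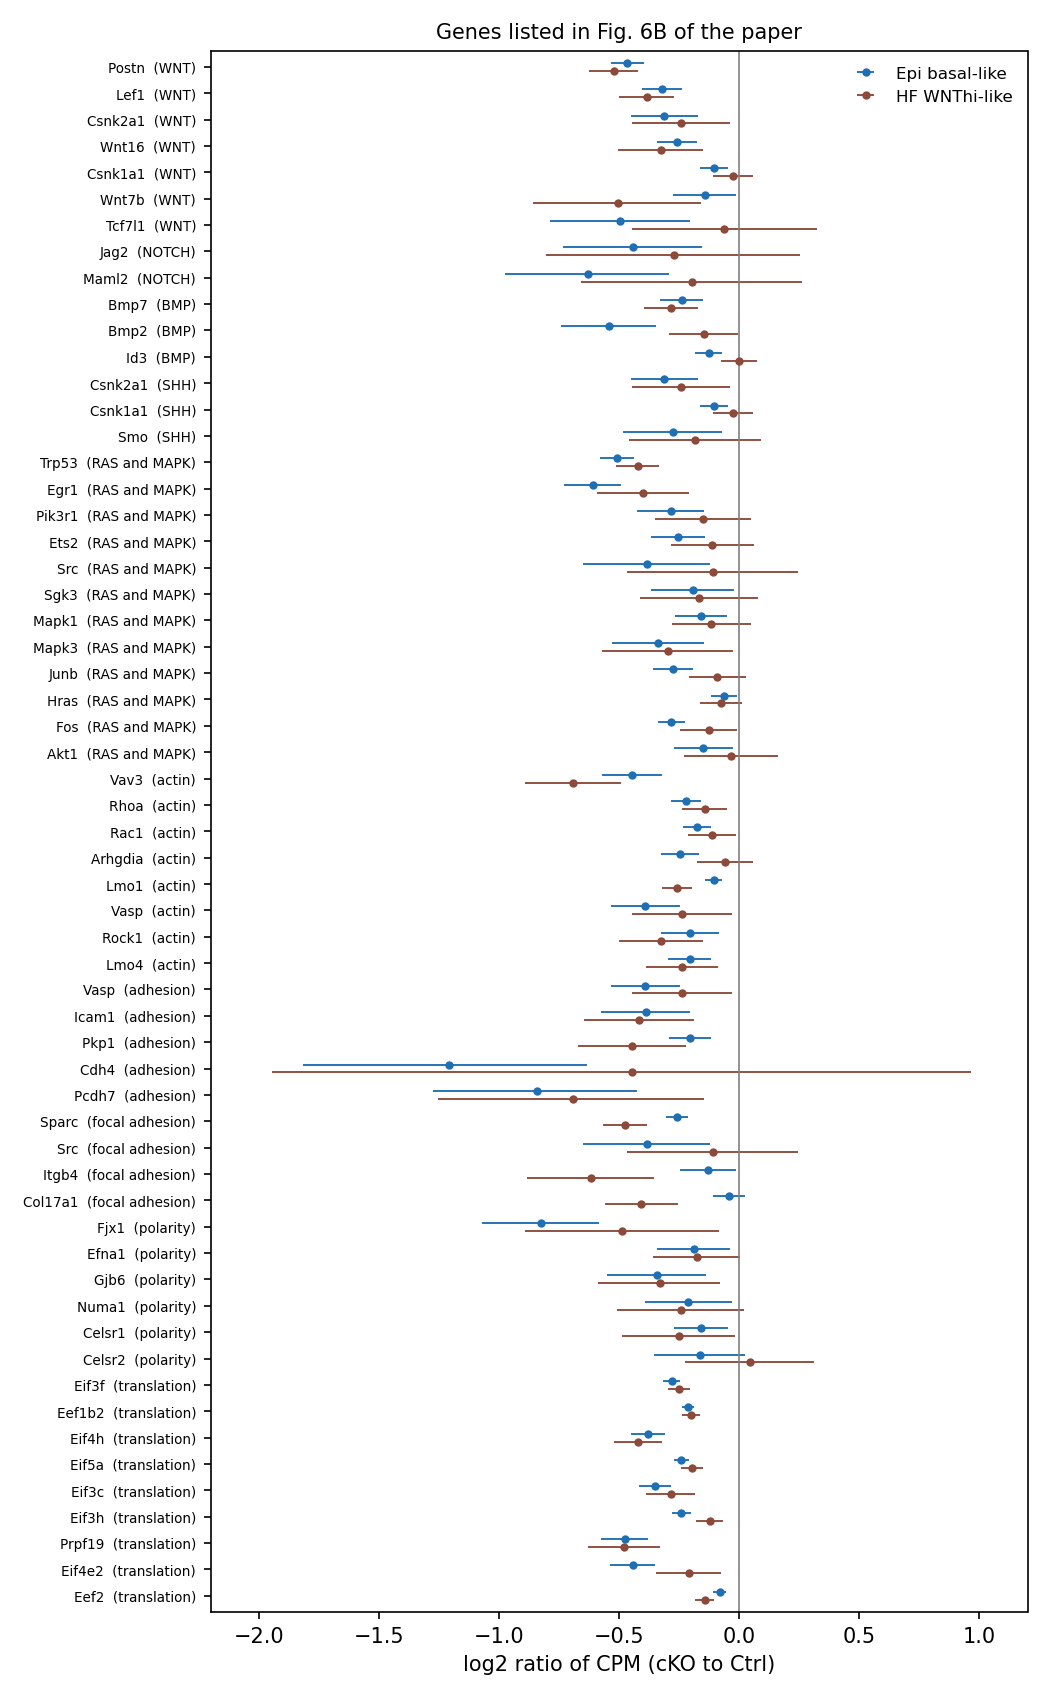
Log2 ratio of cKO to control (horizontal axis) for the genes named in Fig. 6B, by category, in Epi basal-like and HF WNThi-like cells, with points for the ratio of summed UMIs and lines for the exact binomial 95% interval. All points of Epi basal-like cells lie below 0, with *Cdh4* lowest.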

Intriguingly, many of these mRNAs fell into signaling pathways that had surfaced when we discovered a correlation between high m6A with efficient translation (Figure 6B; compare with Figure 1G). Moreover, although the mRNAs within these categories differed, some of the most significantly downregulated mRNAs upon *Mettl3* ablation were ones that were amongst the most highly m6A-modified in wild-type cells (blue dots in Figure 6A; blue-highlighted mRNAs in Figure 6B). Of additional note, canonical translation initiation complex factors were also included in the cohort of significantly downregulated mRNAs, suggesting an additional layer of effects on global translation through m6A.

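EIF3 holds the small ribosomal subunit ready for mRNA, and EIF4H assists the helicase that opens the 5′ end. Of 45 factors of translation initiation and elongation, listed before the data were examined, 32 had a log2 ratio below 0 in Epi basal-like cells, and their median of -0.18 stood at a percentile under 0.01. The 13 subunits of EIF3 had a median of -0.25 (percentile 0.09) with 11 below 0. The paper reports lower mRNAs of canonical translation factors from these same libraries, so neither percentile is independent of that finding. *Eif4h* (ENSMUSG00000040731, chromosome 5 from 134619721 to 134639490 of GRCm38) had 227 CPM (95% interval 221 to 234) in control and 175 CPM (168 to 181) in cKO cells, a ratio of 0.769 (0.733 to 0.807). *Eif3c* had a ratio of 0.784 (0.748 to 0.821), *Eif3f* of 0.823 (0.803 to 0.844) and *Eef2*, the translocase of elongation, of 0.945 (0.926 to 0.964). *Eif1a* went the other way, with 73.4 CPM in control and 131 CPM in cKO cells, a ratio of 1.78 (1.67 to 1.91). The lowest, *Eif2s3x*, is X-linked (-0.64), and its Y-linked counterpart *Eif2s3y* had 0 UMIs in control cells of the class. Medians in HF WNT hi-like cells were -0.19 for the factors and -0.25 for EIF3, in Epi suprabasal-like cells -0.08 (percentile 4.43) and -0.22, and in HF WNT lo-like cells -0.14 and -0.16.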

**Figure 6.**
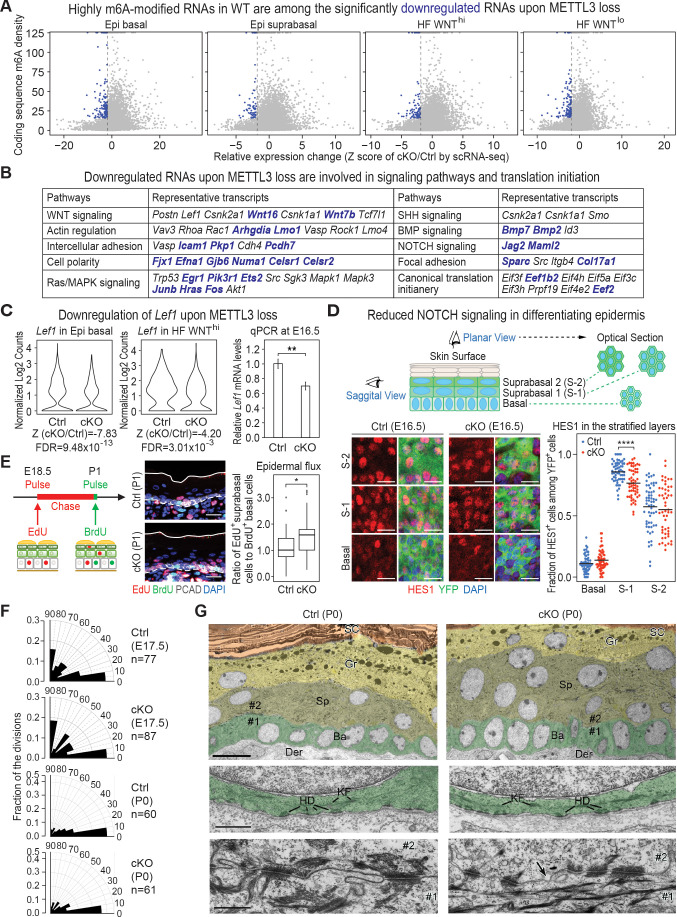
Investigation of RNAs whose levels diminish upon METTL3 loss. (**A**) scRNA-seq data from Figure 5A were binned according to four major classifications: Epi basal, Epi suprabasal, HF WNT^hi^ and HF WNT^lo^. Scatter plots of mRNAs in these cells were then analyzed according to their expression changes (cKO/Ctrl) assessed by scRNA-seq Z score and to their coding sequence m6A density in wild-type (WT) skin epithelium assessed by the miCLIP SN-uTPM per nt value. Dots on the left of the dashed line in each plot indicate RNAs which from scRNA-seq have a Z score (cKO/Ctrl)<−1.96 (Supplementary file 3). Among those, blue dots denote mRNAs with m6A coding sequence SN-uTPM per nt among the top 20% (Supplementary file 4). (**B**) Major pathways and their associated RNAs that were downregulated upon METTL3 loss. Shown are the data for the basal epidermal progenitors, which at E17 contained both epidermal and hair placode cells. mRNAs highlighted in blue correspond to blue dots in (**A**), and were among the most significantly downregulated upon METTL3 loss but heavily m6A-modified in wild-type. Note that many of these pathways also corresponded to those whose heavily m6A-modified mRNAs were also efficiently translated. (**C**) Violin plots illustrating the relative expression levels of *Lef1* mRNA in the *Mettl3* cKO versus control basal epidermal progenitors and WNT^hi^ progenitors. Z score assessment of expressional difference between cKO and control [Z (cKO/Ctrl)] and false discovery rate (FDR) is calculated by MAST. The down-regulation was verified with qPCR on total RNA samples extracted from YFP^+^ skin epithelial cells FACS isolated from E16.5 embryos with *Tbp* mRNA as internal control (error bars: standard deviation, for each condition n = 3 biological replicates, **p<0.01 by unpaired two-tailed Student’s t-test). (**D**) Confocal images of E16.5 whole-mount back skin immunolabeled for HES1 and YFP (scale bars: 20 µm). HES1 expression was quantified in the stratified layers of skin epithelium (middle line corresponds to the mean; for each condition, the data are from two biological replicates; ****p<0.0001 by unpaired two-tailed Student’s t-test). (**E**) Pulse-chase assay examining the rate of epidermal cell flux from basal to suprabasal layers. Control and cKO animals were pulsed at E18.5 with EdU and the signal was then chased until P1. Before tissue collection, the P1 pups were treated with a short (1 hr) BrdU pulse. P1 back skin sagittal sections were subjected to immunofluorescence to examine the EdU and BrdU labeling in the basal versus suprabasal layers of the epidermis (scale bars: 25 µm). White solid lines denote skin surface and dashed lines denote dermal-epidermal border. Cell flux rates were quantified based on the ratio of EdU^+^ cells in the suprabasal layer to BrdU^+^ basal cells (for each condition n = 4 biological replicates ×10 images per replicate, *p<0.05 by unpaired two-tailed Student’s t-test). (**F**) Radial histograms depicting the division orientation of epidermal basal cells during anaphase/telophase at E17.5 and P0, assessed by IF staining of Survivin, integrin β4 (CD104) and PCAD as described in Williams et al., 2011. For each condition, three biological replicates were analyzed and n indicates the total number of anaphase/telophase cells examined from the embryos. (**G**) Ultrastructure of epidermis in control and *Mettl3* cKO P0 back skin. Ba, basal layer, colored in green; Sp, spinous layer, colored in greenish yellow; Gr, granular layer, colored in yellow; SC, stratum corneum, colored in orange. Note the increased numbers of cells in the spinous layer of cKO, and the presence of nuclei in many cells of the granular layer. The boundary between dermis (Der) and the basal layer is shown in the middle panel. KF, keratin filaments; HD, hemidesmosomes. The border between cell #1 (basal) and cell #2 (suprabasal) is shown in the lower panel. Intercellular membranes are sealed in the control. Note small gaps (arrow) are present at the intercellular border, more frequently in cKO than in control. Scale bars: 10 µm (upper panel), 600 nm (middle and lower panel). Figure 6—source data 1.*Lef1* qPCR in (C). Figure 6—source data 2.Quantification of HES1 immunofluorescence signals in (D). Figure 6—source data 3.Quantification of EdU^+^ and BrdU^+^ cells in (E). Figure 6—source data 4.Quantification of cell division angles in (F).

**Figure 6—figure supplement 1.**
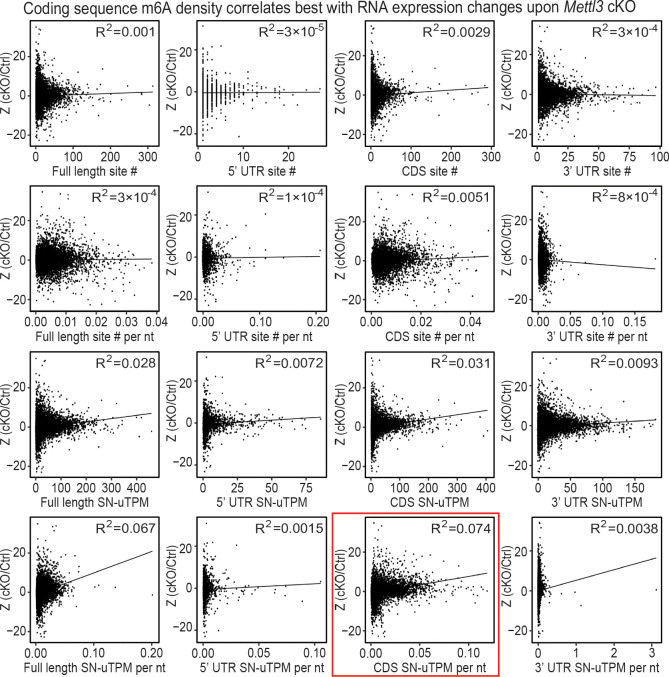
Correlation between the levels of m6A modification and changes in steady-state RNA levels upon *Mettl3* ablation. Correlation analysis of the Z score (cKO/Ctrl) from scRNA-seq to different parameters of assessing m6A modification levels. The different parameters tested include m6A site number (site #), m6A site density per nt of RNA (site # per nt), sum of normalized-to-input uTPM from the m6A sites (SN-uTPM) and the SN-uTPM values per nt of RNA (SN-uTPM per nt). For each of the parameter, we also checked the value in the full-length RNA and on the 5’ UTR, coding sequence (CDS), 3’ UTR, respectively. The correlation analysis is performed with Z score (cKO/Ctrl) values from Epi basal, Epi suprabasal, HF WNT^hi^ and HF WNT^lo^ groups of cells. In all the four groups, we found the CDS SN-uTPM per nt parameter had the highest level of correlation indicated by the R^2^ value (boxed in red). Plots that were generated from the Epi basal group of cells are shown.

**Figure 6—figure supplement 2.**
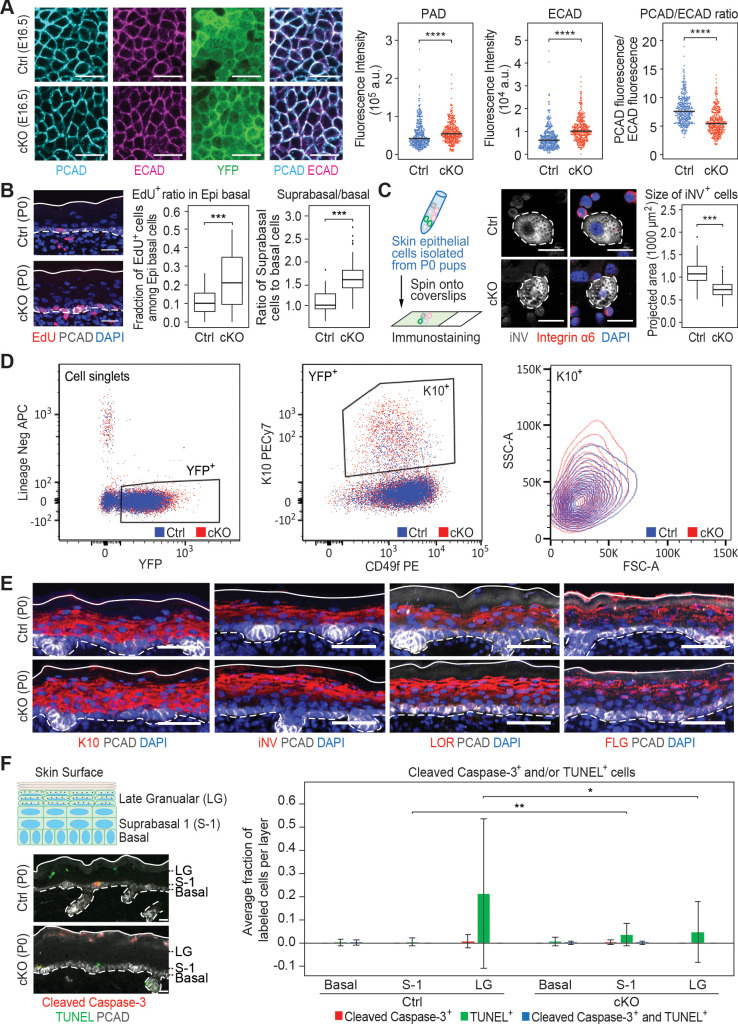
Additional analysis of epidermal perturbations upon *Mettl3* cKO. (**A**) Confocal images of E16.5 whole-mount back skin immunolabeled for PCAD, ECAD and YFP (scale bars: 20 µm). PCAD and ECAD expression was quantified in the basal progenitors of skin epithelium (middle line corresponds to the median; for each condition the data are from two biological replicates; ****p<0.0001 by Mann Whitney test). (**B**) Left panel: representative images from P0 sagittal sections with a 45-min EdU pulse prior to tissue collection (scale bars: 25 µm). Solid lines, skin surface boundary; dashed lines, dermal-epidermal border. Middle panel: quantification of the ratio of EdU^+^ cells among all basal cells (for each condition n = 3 biological replicates ×10 images per replicate, ***p<0.001 by unpaired two-tailed Student’s t-test). Right panel: quantification of the suprabasal cell number/basal cell number ratio according to DAPI staining of the nuclei (for each condition n = 5 biological replicates ×10 images per replicate, ***p<0.001 by unpaired two-tailed Student’s t-test). (**C**) Left panel: schematic depicting process of the cytospin. Middle panel: representative images of differentiated suprabasal keratinocytes from cytospin of epidermal cells (scale bars: 25 µm). Dashed lines highlight differentiated suprabasal keratinocytes with positive involucrin (iNV) immunolabeling and negative integrin α6 immunolabeling. Right panel: quantification of projected area of the iNV^+^ differentiated cells (for each condition n = 3 biological replicates ×43 cells per replicate, ***p<0.001 by unpaired two-tailed Student’s t-test). (**D**) Representative flow cytometry analysis of the K10^+^ suprabasal cells. For each sample, live (Aqua^-^) cell singlets are first gated upon the lineage negative markers and YFP signal to get the YFP^+^ population. The YFP^+^ population is further gated upon surface integrin α6 (CD49f) and K10 immuno-staining signals to get the K10^+^ population, which is then projected upon forward scatter (FSC-A)/side scatter (SSC-A) for analysis. Forward scatter reflects cell size, with higher value corresponding to bigger size. Side scatter reflects cell shape. As more differentiated suprabasal cells are more granular, they tend to have higher SSC-A values. Comparison between the control and cKO K10^+^ cells’ profiles indicates that cKO has more highly differentiated cells than control and these highly differentiated cells in cKO animals tend to have smaller sizes. Totally four biological replicates were examined for each condition. Shown are representative results. (**E**) Images of P0 back skin sagittal sections immulabeled for K10, involucrin (iNV), loricrin (LOR) and filaggrin (FLG) demonstrating the expression pattern of standard differentiation markers is not severely interrupted by *Mettl3* cKO (scale bars: 50 µm). Solid and dashed lines as in (**B**). (**F**) Representative images of P0 back skin sagittal sections with cleaved Caspase-3 immunostaining and TUNEL staining (scale bars: 20 µm). White solid lines indicate skin surface and dashed lines indicate dermal-epithelial border. Quantification of TUNEL^+^ and cleaved Caspase-3^+^ cells in the designated layers at P0. Only double-positive cells denote apoptosis; TUNEL^+^ only cells are typically seen as granular cells lose their nuclei and transition as dead flattened cells to the stratum corneum. This is defective in *Mettl3* cKO skin. The TUNEL^+^ cells in the suprabasal 1 layer likely correspond to the occasional cytolytic suprabasal cells that we saw at the ultrastructural level (not shown). Quantification of the labeled cells is shown (error bars: standard deviation, for each condition n = 3 biological replicates × 10 images per replicate, *p<0.05 and **p<0.01 by unpaired two-tailed Student’s t-test). Figure 6—figure supplement 2—source data 1.Quantification of PCAD, ECAD immunofluorescence signals in (A). Figure 6—figure supplement 2—source data 2.Quantification of EdU^+^ cells and the suprabasal/basal cell number ratio in (B). Figure 6—figure supplement 2—source data 3.Quantification of cell sizes by cytospin in (C). Figure 6—figure supplement 2—source data 4.Quantification of cell death events in epidermis in (F).

Given that a number of phenotypic features of METTL3 loss are recapitulated in WNT pathway mutants, we naturally gravitated toward the WNT signaling mRNAs that were significantly downregulated. Although *Lef1* was not within the top 20% of m6A-modified mRNAs, it was within the top cohort of significantly downregulated mRNAs upon *Mettl3* targeting and was confirmed by quantitative PCR (qPCR) (Figure 6C). 

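*Lef1* (ENSMUSG00000027985) lies on chromosome 3 from 131110471 to 131224356 of GRCm38. Its protein binds DNA and, with β-catenin, turns on WNT target genes. In Epi basal-like cells it had 3212 UMIs in the control and 1849 in the cKO library, which are 155 CPM (95% interval 149.8 to 161) in control and 124 CPM (119 to 130.0) in cKO cells. The ratio of cKO to control was 0.801 (0.756 to 0.848), and over all kept cells 0.767 (0.734 to 0.801). The paper's Z score, with cells as replicates, is -7.83. The paper's qPCR at E16.5, in 3 biological replicates per group, gives 0.701 ± 0.0545 (SD) in cKO relative to 1.00 ± 0.0628 (SD) in control cells.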

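In HF WNT hi-like cells *Lef1* had 1505 UMIs in the control and 1048 in the cKO library, which are 196 CPM (95% interval 186 to 206) in control and 149.8 CPM (141 to 159) in cKO cells. The ratio was 0.766 (0.707 to 0.829), and the paper's Z score for these cells is -4.20. In Epi suprabasal-like cells, the ratio was 0.744 (0.541 to 1.02), and in HF WNT lo-like cells 0.712 (0.586 to 0.864). The gene for β-catenin, *Ctnnb1* (ENSMUSG00000006932), lies on chromosome 9 from 120929216 to 120960507 of GRCm38. Its ratio was 1.07 (1.04 to 1.11) in Epi basal-like and 0.968 (0.937 to 1.00) in HF WNT hi-like cells. With the classes of the centred clustering, *Ctnnb1* had 0.886 (0.836 to 0.940) in HF WNT lo-like and 0.937 (0.858 to 1.02) in Epi suprabasal-like cells. The paper's Z score for it in HF WNT lo cells is -5.15.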

*Lef1* mRNAs were reduced in both basal epidermal and WNT^hi^ progenitors, further suggesting that some basal epidermal progenitors were unable to progress to form HFs without m6A modification. 

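The WNT genes of Fig. 6B include ligands (*Wnt16*, *Wnt7b*), a repressor of WNT targets (*Tcf7l1*) and the matrix protein periostin (*Postn*). In Epi basal-like cells *Tcf7l1* (ENSMUSG00000055799, chromosome 6 from 72626378 to 72789254 of GRCm38) had 14.1 CPM in control and 10.0 CPM in cKO cells, a ratio of 0.710 (0.579 to 0.867). *Postn* had a ratio of 0.724 (0.690 to 0.760), *Wnt7b* of 0.905 (0.827 to 0.991), *Wnt16* of 0.835 (0.788 to 0.885) and *Csnk1a1* of 0.930 (0.893 to 0.969). *Postn* of HF WNT hi-like cells had 0.696 (0.649 to 0.747), *Tcf7l1* 0.958 (0.733 to 1.25) and *Wnt16* 0.798 (0.706 to 0.901), and with at least 1000 genes per cell *Wnt16* turned to a log2 ratio of 0.06. Of 36 components of the WNT pathway, listed before the data were examined, 35 were measured in Epi basal-like cells, 21 above and 14 below 0, with a median log2 ratio of 0.09 (percentile 86.69) between -0.52 for *Tcf7* and 0.72 for the receptor gene *Fzd7*. The HF WNT hi-like class had 33 measured components, with a median of -0.06 (percentile 11.07). A list of WNT target genes had medians of -0.08 (percentile 13.30) over 12 genes in Epi basal-like, 0.13 (percentile 88.61) over 17 in HF WNT hi-like and -0.28 (percentile 0.38) over 14 in HF WNT lo-like cells.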

Many other factors required for WNT-mediated cell fate specification were also significantly downregulated (Figure 6B). Although changes were relatively modest at this early stage, levels of WNT signaling are known to profoundly impact fate outcomes and proper tissue morphogenesis (Buechling and Boutros, 2011; Tortelote et al., 2017).

It was also notable that the NOTCH signaling pathway also resurfaced in our loss of function analyses of basal epidermal progenitors. Both *Jag1* and *Maml2* were among the most highly m6A-modified mRNAs and among the most significantly downregulated (Figure 6B). 

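JAG1 and JAG2 are ligands of NOTCH receptors, and MAML2 joins the cleaved receptor on DNA. *Jag1* (ENSMUSG00000027276, chromosome 2 from 137081456 to 137116644 of GRCm38) had 22.9 CPM (95% interval 20.9 to 25.0) in control and 26.7 CPM (24.2 to 29.5) in cKO cells of the Epi basal-like class, a ratio of 1.17 (1.02 to 1.34), or 1.14 (0.991 to 1.31) with the classes of the centred clustering. *Jag2* (ENSMUSG00000002799, chromosome 12 from 112907819 to 112929776), the ligand named in Fig. 6B, had 14.1 CPM in control and 10.4 CPM in cKO cells, a ratio of 0.736 (0.602 to 0.897). *Maml2* (ENSMUSG00000031925, chromosome 9 from 13297957 to 13709388) had 228 and 106 UMIs, or 11.0 CPM in control and 7.12 CPM in cKO cells, a ratio of 0.647 (0.509 to 0.818). For HF WNT hi-like cells the log2 ratio of *Jag1* was 0.32 (-0.07 to 0.72), and the ratios were 0.829 (0.573 to 1.19) for *Jag2* and 0.873 (0.633 to 1.20) for *Maml2*. Of 12 measured genes of the NOTCH pathway, listed before the data were examined, 6 lay above and 6 below 0 in Epi basal-like cells, with a median log2 ratio of 0.07 (percentile 61.83).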

NOTCH signaling functions suprabasally at the transition between the basal and spinous layer, where it is typified by expression of classical NOTCH target, HES1 (Blanpain et al., 2006). Indeed, as judged by whole-mount immunofluorescence, HES1 was diminished (Figure 6D).

While HES1 downregulation correlated with the changes in gene expression revealed by scRNA-seq, it was also possible that it was reflective of a change in the flux of basal cells into the spinous layers. 

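*Hes1* (ENSMUSG00000022528, chromosome 16 from 30064384 to 30067796 of GRCm38) encodes a repressor that NOTCH signals induce. Its Epi basal-like sums were 647 UMIs in the control and 948 in the cKO library, which are 31.2 CPM (95% interval 28.9 to 33.7) in control and 63.7 CPM (59.7 to 67.8) in cKO cells, a ratio of 2.04 (1.84 to 2.26). In Epi suprabasal-like cells it had 114 CPM in control and 136 CPM in cKO cells, a ratio of 1.20 (1.07 to 1.34), and in HF WNT hi-like cells 49.3 CPM in control and 84.9 CPM in cKO cells, a ratio of 1.72 (1.51 to 1.97). The paper's Z scores, with cells as replicates, are 8.25 for Epi basal, 1.88 for Epi suprabasal and 2.30 for HF WNT hi cells. The Epi suprabasal score lies below the paper's cut-off for raised mRNAs and the HF WNT hi score only a little above it. The lineage of cells that entered the suprabasal layers was not followed by this measurement.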

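*Col17a1* (ENSMUSG00000025064) encodes a transmembrane collagen of hemidesmosomes and lies on chromosome 19 from 47646344 to 47692094 of GRCm38. In Epi basal-like cells it had 216 CPM (95% interval 209.6 to 222) in control and 209.7 CPM (202 to 217) in cKO cells, a ratio of 0.972 (0.928 to 1.02), so a difference was not detectable at this depth. The HF WNT hi-like class had 112 CPM in control and 84.5 CPM in cKO cells, a ratio of 0.754 (0.678 to 0.838). *Itgb4* (ENSMUSG00000020758, chromosome 11 from 115974709 to 116008412) encodes the integrin that binds laminin from within the hemidesmosome. It had 71.6 CPM in control and 65.4 CPM in cKO cells of the Epi basal-like class, a ratio of 0.914 (0.842 to 0.992), and 41.5 CPM in control and 27.0 CPM in cKO cells of the HF WNT hi-like class, a ratio of 0.652 (0.541 to 0.782). The paper's Z scores are -3.82 for *Itgb4* in Epi basal cells, and -4.16 for *Col17a1* and -2.39 for *Itgb4* in HF WNT hi cells. A list of 11 genes of hemidesmosomes and basement membrane had a median log2 ratio of 0.13 (percentile 91.22) in Epi basal-like cells, with 7 above 0, and -0.12 (percentile 10.81) in HF WNT hi-like cells, with 9 below 0. Over all kept cells without classes, the median of the latter comparison was 0.03. The 14 genes of adherens junctions and desmosomes had a median of 0.06 (percentile 76.91) in Epi basal-like cells.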

We were particularly intrigued by this latter possibility since components of hemidesmosomes, for example BPAG1 (*Col17A1*) and integrin β4 (*Itgb4*), which are responsible for the bulk of basal cell adhesion to the basement membrane (Dowling et al., 1996), were among the most significantly downregulated mRNAs upon METTL3 loss (Figure 6B). We therefore performed a pulse-chase experiment, by first administering a short pulse of deoxythymidine analog 5-ethynyl-2′-deoxyuridine (EdU) on E18.5 pups, and then treating with bromodeoxyuridine (BrdU) just prior to analyses (Figure 6E). Although labeling was somewhat higher in the basal cells of cKO compared to control skin, BrdU incorporation was limited to the basal progenitors in both. Most notably, the percentage of EdU-suprabasal:BrdU-basal cells was greater in the cKO skin, indicating that *Mettl3* null basal progenitors fluxed at a higher rate than normal into the suprabasal layers.

Additional signs of basal:suprabasal perturbations in the epidermis were revealed by immunofluorescence imaging for the basal progenitor cadherin, P-cadherin (PCAD), relative to E-cadherin (ECAD), a pan-epidermal marker. While fluorescence intensities showed that both cadherins were elevated at intercellular borders, the PCAD:ECAD ratio was significantly lower than normal (Figure 6—figure supplement 2A). PCAD is often associated with cells that undergo migration and invasion, while ECAD is typically associated with more static intercellular contacts (Kümper and Ridley, 2010). Thus, the reduction in PCAD:ECAD ratio, along with the diminished actin regulators, were further consistent with enhanced departure of *Mettl3* null cells from the basal layer, where cells have traction.

The spindle orientations of *Mettl3* null cell divisions were largely unaltered and remained within the plane of the basal layer (Figure 6F). However, at P0, a 45 min pulse with EdU revealed signs of elevated proliferation in the cKO basal cells (Figure 6—figure supplement 2B). This was surprising as pups did not grow in size appreciably post-birth (Figure 2—figure supplement 2A). As we show below, this could also not be accounted for by an appreciable rise in apoptosis. Rather, we attribute this change to reflect replacements due to the increased departure of basal cells into the suprabasal layers. This was accompanied by a marked increase in cellularity, particularly within the spinous layers (Figure 6G, Figure 6—figure supplement 2B). Suprabasal cells were also smaller than normal (Figure 6—figure supplement 2C). The increase of cell number and decrease of cell size in the suprabasal layers was also confirmed by FACS quantifications, in which we found the numbers of K10^+^ cells were greater, with somewhat lower values on the forward scatter projection (Figure 6—figure supplement 2D).

Although the four stages of terminal differentiation in *Mettl3* cKO epidermis were still recognizable by morphology and by molecular markers (Figure 6G, Figure 6—figure supplement 2E), perturbations reverberated into the later stages of differentiation. In normal skin, when spinous cells transition to the granular layer, they initially remain transcriptionally active, but then a destructive phase ensues as they lose nuclei and other organelles and flatten to become dead ‘squames’ (Quiroz et al., 2020). This is normally accompanied by DNA destruction, detected by TUNEL staining (Figure 6—figure supplement 2F). In contrast, *Mettl3* cKO epidermis displayed an appreciable number of nuclei in their granular layers (Figure 6G) and showed little or no signs of TUNEL positive cells (Figure 6—figure supplement 2F).

Additionally, although desmosomes and hemidesmosomes were still present, small gaps were often noted ultrastructurally at intercellular borders in the *Mettl3* cKO epidermis (arrow in Figure 6G, middle frame). We also observed occasional signs of spinous cell cytolysis, which was also reflected in the increased incidence of early suprabasal cells positive for TUNEL but negative for activated Caspase-3 (Figure 6—figure supplement 2F). Given the many perturbations seen in the *Mettl3* null epidermis, it was remarkable that the skin barrier of neonatal mice was still functional as judged by its ability to retain fluids (Figure 2—figure supplement 2C).

### Signs of compensatory mechanisms and RNA metabolism revealed in the mRNAs that are upregulated upon METTL3 loss

Finally, we turned to the mRNAs that were significantly upregulated upon METTL3 loss. We began by examining the expression status of *Mettl3* cKO *versus* control E17 skin mRNAs whose coding sequence SN-uTPM per nt values from our miCLIP data had been among the top 20% of heavily m6A-modified transcripts. 

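On the upper side, percentile 95 of the ratio of cKO to control in Epi basal-like cells was 1.56, a log2 ratio of 0.64, and percentile 99 was 2.04 (1.03), where counts simulated with no difference gave log2 ratios of 0.22 and 0.39. The median gene had a log2 ratio of 0.02. Y-linked genes had the highest ratios, and *Eif2s3y* and *Ddx3y* had 689 and 586 UMIs in cKO and 0 in control cells of the class, while *Xist* had 41571 in control and 0 in cKO cells. The highest ratios on autosomes included those of *Pthlh*, a parathyroid hormone-like factor, at 4.50 (3.38 to 6.05), *Rbm15*, an adaptor of the m6A methyltransferase, at 3.59 (3.11 to 4.16), and *Rpp25l* and *Rpp38*, relatives or subunits of RNase P, at 3.47 (3.23 to 3.73) and 3.20 (2.71 to 3.80). The ratio of *Pthlh* depended on the clustering: with the centred classes it was 2.11 (1.55 to 2.90), below those of *Rbm15* (3.62), *Rpp25l* (3.42) and *Rpp38* (3.05). Levels of m6A were not measured in these libraries and are not analysed here.

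**Figure D3:**
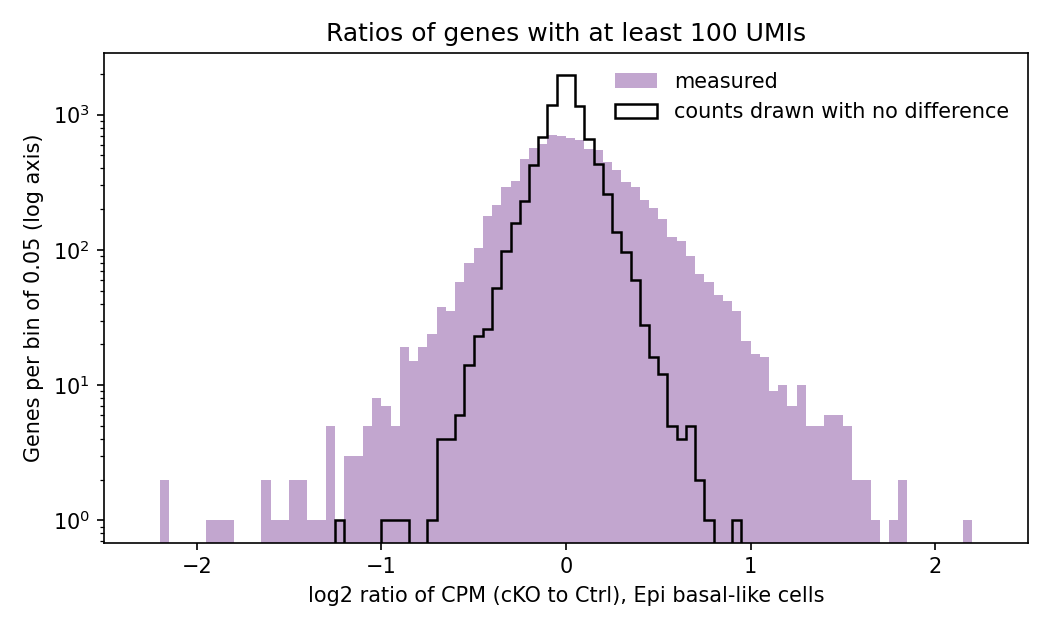
Distribution of log2 ratios of cKO to control (horizontal axis) over 9676 genes in Epi basal-like cells, beside counts simulated with no difference, with the number of genes per bin of 0.05 on a log vertical axis. X-linked and Y-linked genes such as *Xist* and *Eif2s3y* lie beyond the axis, and percentile 99 lies at 1.03.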

Interestingly, a considerable cohort surfaced whose mRNA levels were significantly upregulated upon m6A loss, and which had a higher dynamic range of fold-changes than the downregulated mRNAs (Figure 7A, red dots in the right quadrant; Supplementary file 3, 4 with a cut-off Z score >1.96). In fact, mRNAs that showed high m6A modifications within their coding sequences were generally more up- than downregulated upon METTL3 loss (Figure 6—figure supplement 1 and Figure 7—figure supplement 1A). These findings were consistent with prior reports that m6A can promote RNA degradation (Du et al., 2016; Wang et al., 2014a; Zaccara and Jaffrey, 2020).

**Figure 7.**
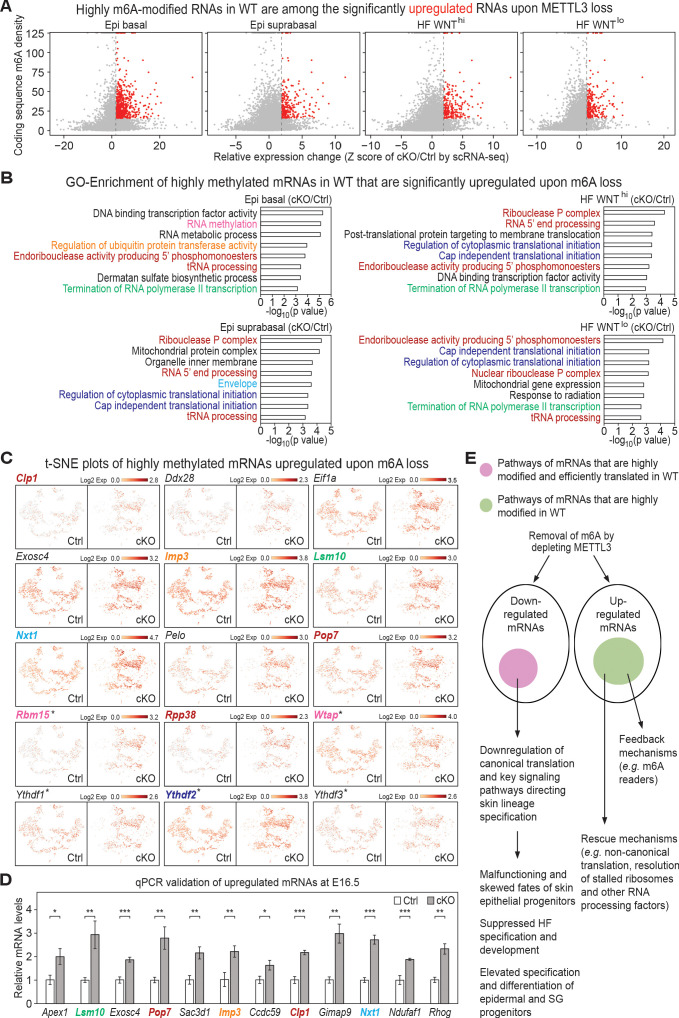
Investigation of RNAs upregulated upon METTL3 loss. (**A**) Scatter plots of mRNAs in the indicated groups of cells (as in Figure 5A) based on expression changes (cKO/Ctrl) assessed by scRNA-seq Z score and correlated with the coding sequence m6A density in wild-type (WT) skin epithelium assessed by the miCLIP SN-uTPM per nt value. Dots on the right of the dashed line in each plot indicate RNAs which from scRNA-seq have a Z score (cKO/Ctrl)>1.96 (Supplementary file 3). Among those, red dots denote mRNAs whose m6A coding sequence SN-uTPM per nt was among the top 20% (Supplementary file 4). (**B**) GSEA of transcripts with Z score (cKO/Ctrl)>1.96, FDR <0.05 in scRNA-seq and m6A coding sequence SN-uTPM per nt among the top 20% indicating the GO terms enriched. (**C**) Examination of the expression of selected upregulated mRNAs on the t-SNE plots. mRNA names are color-coded according to the GO terms they belong to in (**B**). Those mRNAs whose names are in black are known to be involved in translation regulation, and scored as elevated significantly upon METTL3 loss. *denotes mRNAs encoding factors related to m6A dynamics. (**D**) qPCR validation of increased levels of mRNAs in cKO/Ctrl. qPCR is on total RNA samples extracted from YFP^+^ skin epithelial cells FACS isolated from E16.5 embryos with *Tbp* mRNA as internal control (error bars: standard deviation, for each condition n = 3 biological replicates, *p<0.05 **p<0.01 ***p<0.001 by unpaired two-tailed Student’s t-test). (**E**) Proposed model summarizing the effects of m6A loss on mRNA translation and degradation in the skin epithelia, and the consequences to their integrity and fate choices. The ovals represent all mRNAs that were either downregulated or upregulated significantly upon METTL3 loss. Pink circle: by first examining mRNAs that were heavily modified by m6A and also efficiently translated (Figure 1), and then independently identifying mRNAs that were among the most significantly downregulated upon METTL3 loss, we discovered considerable overlap in their pathways, suggestive of a translation block. The finding that a number of mRNAs involved in canonical translation were also significantly downregulated added to this notion. Factors involved in WNT signaling, NOTCH signaling and adhesion were featured prominently, in agreement with the morphogenetic defects observed. Green circle: these mRNAs were significantly upregulated upon METTL3 loss and were heavily m6A-modified in wild-type skin, but they did not correlate with translation efficiency. Rather, they encompassed mRNAs indicative of translational rescue pathways as well as feedback mechanisms. Figure 7—source data 1.qPCR of selected transcripts in (D).

**Figure 7—figure supplement 1.**
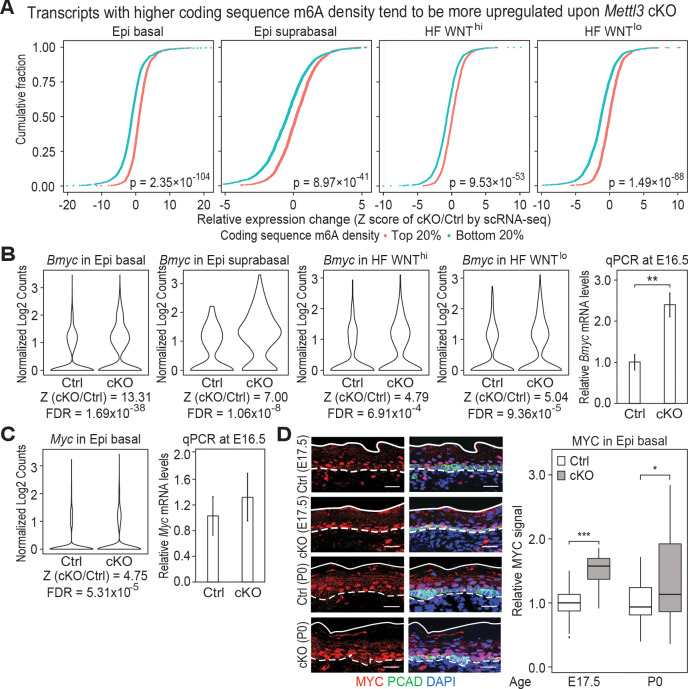
Additional analysis of features affected by the upregulated genes upon *Mettl3* cKO. (**A**) ECDF plots of the Z score (cKO/Ctrl) from scRNA-seq demonstrate transcripts with higher levels of m6A modification (assessed by the coding sequence SN-uTPM per nt value from miCLIP) in wild-type tend to be more upregulated upon METTL3 loss. The p values were calculated through Wilcoxon rank sum test. (**B, C**) Violin plots illustrating the relative expression levels of *Bmyc* and *Myc* mRNA in corresponding groups of *Mettl3* cKO versus control cells. Z score assessment of expressional difference between cKO and control [Z (cKO/Ctrl)] and false discovery rate (FDR) is calculated by MAST. The upregulation is verified with qPCR on total RNA samples extracted from YFP^+^ skin epithelial cells FACS isolated from E16.5 embryos with *Tbp* mRNA as internal control (error bars: standard deviation, for each condition n = 3 biological replicates, **p<0.01 by unpaired two-tailed Student’s t-test). (**D**) Images from E17.5 and P0 sagittal sections immunolabeled for MYC and PCAD (scale bars: 25 µm). White solid lines denote skin surface and dashed lines denote dermal:epidermal border. Quantifications of MYC immunofluorescence specifically in the Epi basal cells (identified based on PCAD staining) reveals the upregulation of MYC in cKO samples (for each condition n = 3 biological replicates ×7 images per replicate, *p<0.05 and ***p<0.001 by unpaired two-tailed Student’s t-test). Figure 7—figure supplement 1—source data 1.*Bmyc* qPCR in (B). Figure 7—figure supplement 1—source data 2.*Myc* qPCR in (C). Figure 7—figure supplement 1—source data 3.Quantification of MYC immunofluorescence signals in (D).

In all four populations, the major enriched GO term categories of highly modified mRNAs in wild-type that were significantly upregulated upon m6A loss revealed changes in various aspects of RNA metabolism, including RNA binding, RNA processing, RNA modification, ribosome and translation, as well as ribonucleoprotein complex (Figure 7B; Supplementary file 5). 

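The gene sets of Supplementary file 5 were chosen by the study on these libraries, so their direction is not independent evidence. Every member was higher in cKO cells of the class in which it was chosen. In Epi basal-like cells 55 genes of RNA metabolic process had a median log2 ratio of 0.52 and 15 genes of RNA modification 0.69. In Epi suprabasal-like cells 11 genes of ribonucleoprotein complexes had a median of 0.93, 12 genes of RNA metabolic process 1.27, 14 genes of RNA binding 0.95 and 3 genes of RNA modification 1.45. In HF WNT hi-like cells the medians were 0.99 over 12 genes of RNA metabolic process, and 0.76 both for 12 genes of ribonucleoprotein complexes and for 14 of RNA binding. In HF WNT lo-like cells they were 0.92 over 16 and 0.63 over 14 genes of RNA metabolic process and ribonucleoprotein complexes. Of lists written before the data were examined, 28 genes of ribosome biogenesis had a median of 0.16 (percentile 99.23) and 13 genes of the RNA exosome -0.09 (percentile 10.84) in Epi basal-like cells, with *Npm1* lowest and *Polr1b* highest of the former at -0.28 and 1.07. Ribosome and translation were among the raised categories of the paper, so the percentile of ribosome biogenesis is not independent of these libraries. From the categories of these upregulated mRNAs, the paper proposes a global reaction to the loss of m6A.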

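Genes shown in Fig. 7C or measured by qPCR in Fig. 7D include *Nxt1*, a cofactor of mRNA export, *Pop7* and *Rpp38*, subunits of RNase P and RNase MRP, and *Lsm10*, a part of the particle that ends histone mRNAs. They were chosen by the study on these libraries, and all lay above a ratio of 1 in Epi basal-like cells. *Nxt1* (ENSMUSG00000036992, chromosome 2 from 148672601 to 148676027 of GRCm38) had 2244 UMIs in the control and 4666 in the cKO library of this class, which are 108 CPM (95% interval 104 to 113) in control and 313 CPM (304 to 322) in cKO cells, a ratio of 2.89 (2.75 to 3.04). *Gimap9* had a ratio of 2.85 (2.28 to 3.57), *Lsm10* of 2.46 (2.26 to 2.69), *Pop7* of 2.32 (2.13 to 2.54), *Clp1* of 2.43 (2.02 to 2.94) and *Apex1* of 1.77 (1.69 to 1.85). The smallest ratio among the genes of Fig. 7D was that of *Imp3*, at 1.45 (1.37 to 1.52). The paper's qPCR ratios of cKO to control at E16.5, with 3 biological replicates per group, are 2.72 for *Nxt1*, 2.96 for *Gimap9*, 2.93 for *Lsm10*, 2.78 for *Pop7*, 2.16 for *Clp1*, 1.98 for *Apex1* and 2.16 for *Imp3*. All 12 genes of Fig. 7D also lay above a log2 ratio of 0 in HF WNT hi-like cells. A list of 10 subunits of RNase P and RNase MRP, written before the data were examined, had a median log2 ratio of 0.32 (percentile 99.43), with *Rpp30* lowest at -0.31. *Pop7* and *Rpp38* are among these subunits and were chosen on these libraries, so the percentile is not independent of that choice.

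**Figure D4:**
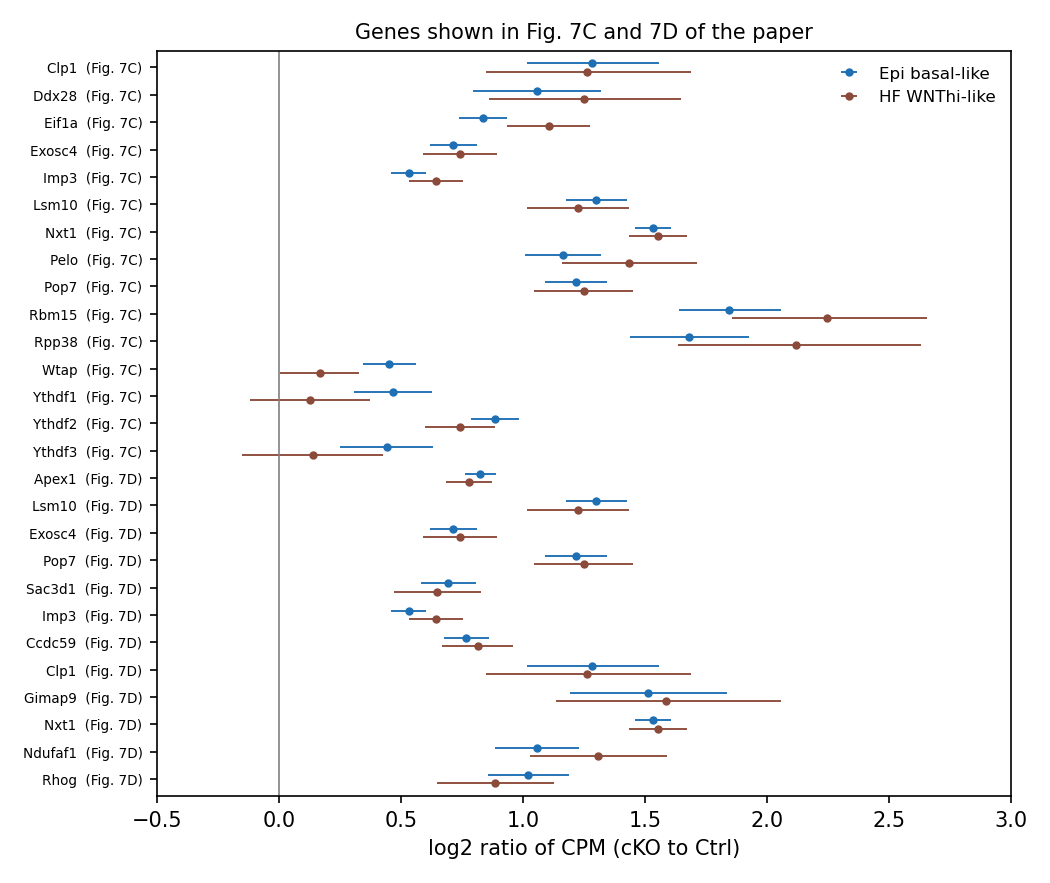
Log2 ratio of cKO to control (horizontal axis) for the genes named in Figs. 7C and 7D in Epi basal-like and HF WNThi-like cells, with points for the ratio of summed UMIs and lines for the exact binomial 95% interval, and with genes of both panels shown under each. All points of Epi basal-like cells lie above 0.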

Examples of the mRNAs within specific categories (color coded by category) are shown in the t-SNE plots in Figure 7C and validations by qPCR are shown in Figure 7D. The categories of mRNAs enriched upon METTL3 loss and highly m6A-modified in wild-type conditions raised the possibility that the upregulated mRNAs might represent a global response to m6A loss.

Interestingly, CAP-independent translation was among the upregulated GO terms, consistent with the reduced mRNA levels that we had detected for canonical initiation. 

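The set of CAP-independent translation initiation held *Ythdf2* and *Nck1*, an adaptor of tyrosine kinase signals, in every class. *Nck1* (ENSMUSG00000032475, chromosome 9 from 100492293 to 100546134 of GRCm38) had 31.5 CPM in control and 61.2 CPM in cKO cells of the Epi basal-like class, a ratio of 1.94 (1.75 to 2.15). The median log2 ratio of the pair was 0.92 in Epi basal-like, 0.94 in Epi suprabasal-like, 0.92 in HF WNT hi-like and 0.50 in HF WNT lo-like cells. Initiation itself was not measured by these counts.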

RNA methylation was also among the GO terms. Additionally, of note, mRNAs encoding all three of the major m6A reader proteins—*Ythdf1, Ythdf2* and *Ythdf3* (Wang et al., 2015; Wang et al., 2014a)*—*were not only heavily m6A-modified in their coding sequences (Supplementary file 4), but also significantly upregulated upon m6A loss (Z-scores ranging from 3.8 to 16) (Supplementary file 3). These findings were suggestive of a possible feedback mechanism to sense m6A paucity and compensate. 

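RBM15 and WTAP belong to the complex that carries METTL3 and METTL14 to mRNA. *Rbm15* (ENSMUSG00000048109, chromosome 3 from 107325421 to 107333673 of GRCm38) had 262 UMIs in control and 677 in cKO cells of the Epi basal-like class, or 12.6 CPM (95% interval 11.2 to 14.3) in control and 45.5 CPM (42.1 to 49.0) in cKO cells. Its ratio in HF WNT hi-like cells was 4.75 (3.62 to 6.31), and the paper's Z score in Epi basal cells is 15.3. *Wtap* (ENSMUSG00000060475, chromosome 17 from 12966796 to 12994169) had 68.2 CPM in control and 93.3 CPM in cKO cells, a ratio of 1.37 (1.27 to 1.47), and 1.12 (1.00 to 1.26) in HF WNT hi-like cells. *Mettl14* had a ratio of 0.937 (0.742 to 1.18) in Epi basal-like cells. A list of the methyltransferase complex was written before the data were examined. It had a median log2 ratio of 0.39 (percentile 99.73) over 9 measured genes, with *Mettl3* and *Mettl14* below 0. RNA methylation was among the raised categories that the paper drew from these libraries, so this percentile is not independent of them. The study's RNA methylation set had a median of 0.73 over 11 genes in Epi basal-like cells, 1.45 over 3 in Epi suprabasal-like and 1.10 over 3 in HF WNT lo-like cells. The demethylase genes *Fto* and *Alkbh5* had log2 ratios of -0.18 and 0.52 in Epi basal-like cells, a median of 0.17 (percentile 74.09).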

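YTHDF proteins bind m6A in the cytoplasm and steer the fate of the mRNA. *Ythdf2* (ENSMUSG00000040025, chromosome 4 from 132184912 to 132212303 of GRCm38) had 1482 UMIs in the control and 1966 in the cKO library in Epi basal-like cells, which are 71.6 CPM (95% interval 68.0 to 75.3) in control and 132 CPM (126 to 138) in cKO cells, a ratio of 1.85 (1.72 to 1.98). *Ythdf1* (ENSMUSG00000038848, chromosome 2 from 180904377 to 180920949) had 30.8 CPM in control and 42.6 CPM in cKO cells, a ratio of 1.38 (1.24 to 1.55), and *Ythdf3* (ENSMUSG00000047213, chromosome 3 from 16183212 to 16217037) 22.3 CPM in control and 30.3 CPM in cKO cells, a ratio of 1.36 (1.19 to 1.55). For the HF WNT hi-like class the ratios were 1.09 (0.920 to 1.30) for *Ythdf1*, 1.67 (1.52 to 1.84) for *Ythdf2* and 1.10 (0.899 to 1.34) for *Ythdf3*. A list of 9 m6A readers, written before the data were examined, had a median log2 ratio of 0.10 (percentile 79.85) in Epi basal-like cells, with *Igf2bp2* lowest at -0.12. The paper's Z scores in Epi basal cells are 16.2 for *Ythdf2* and 5.17 for *Ythdf1*.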

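*Pelo* (ENSMUSG00000042275), whose protein recognizes ribosomes that have stalled on an mRNA, lies on chromosome 13 from 115088355 to 115090186 of GRCm38. It had 540 UMIs in the control and 870 in the cKO library of the Epi basal-like class, which are 26.1 CPM (95% interval 23.9 to 28.4) in control and 58.4 CPM (54.6 to 62.4) in cKO cells, a ratio of 2.24 (2.01 to 2.50). The ratio was 2.70 (2.23 to 3.28) in HF WNT hi-like, 2.66 (2.17 to 3.27) in Epi suprabasal-like and 1.74 (1.51 to 2.01) in HF WNT lo-like cells. The paper's Z score in Epi basal cells is 15.1. For ribosome rescue, 13 genes listed before the data were examined had a median log2 ratio of 0.05 (percentile 57.51), with *Hbs1l*, which encodes the partner of the PELO protein, lowest at -0.43.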

The upregulation of Pelota (*Pelo*) was also intriguing (Figure 7C). Pelota is a component of the evolutionarily conserved quality control machinery that rescues stalled ribosomes, and it is also essential for skin epidermal integrity (Liakath-Ali et al., 2018).

Of additional note, MYC has long been linked to ribosomal biogenesis and translational control (Piazzi et al., 2019; van Riggelen et al., 2010), and MYC overexpression in embryonic epidermal progenitors is also known to favor epidermal and sebocyte differentiation at the expense of the HF lineage (Berta et al., 2010). In this regard, it is also noteworthy that both *Myc* and *Bmyc* mRNAs were not only highly modified by m6A within their coding sequences, but also by scRNA-seq, were significantly elevated within the *Mettl3* null epidermal progenitors of E17 skin (Figure 7—figure supplement 1B,C). 

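MYC drives genes of growth, and *Bmyc* encodes a short relative of it that lacks the DNA-binding part. *Myc* (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374 of GRCm38) had 19.8 CPM (95% interval 18.0 to 21.9) in control and 30.5 CPM (27.7 to 33.4) in cKO cells of the Epi basal-like class, a ratio of 1.54 (1.34 to 1.76). *Bmyc* (ENSMUSG00000049086, chromosome 2 from 25706739 to 25707721) had 54.3 CPM in control and 95.7 CPM in cKO cells, a ratio of 1.76 (1.63 to 1.91). *Bmyc* of HF WNT hi-like cells had a ratio of 1.77 (1.56 to 2.02) and *Myc* one of 1.13 (0.799 to 1.60), where a difference was not detectable at this depth. The paper's Z scores in Epi basal cells are 4.75 for *Myc* and 13.3 for *Bmyc*. Its qPCR ratios at E16.5 are 1.28 and 2.37 with 3 biological replicates per group. The qPCR replicates of *Myc* overlap, from 0.72 to 1.31 in control and from 1.00 to 1.73 in cKO cells. Those of *Bmyc* do not, from 0.88 to 1.23 in control and from 2.22 to 2.73 in cKO cells. A list of 11 genes of the MYC family and its partners had a median log2 ratio of 0.14 (percentile 81.00), from -0.97 for *Mxd4* to *Bmyc*.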

Immunofluorescence microscopy was consistent with these differences (Figure 7—figure supplement 1D). Although modest, these increases followed the right trend to be a contributing factor to the *Mettl3* cKO phenotype.

## Discussion

Despite the increasing knowledge of the molecular mechanisms that underlie the roles of m6A modifications on mRNA degradation and translation, it has remained elusive how this abundant modification affects tissue biology. Our current study uncovered several new insights into m6A’s actions and made headway in tying together and advancing our knowledge of certain recurrent themes that have emerged from prior in vivo and in vitro studies. As importantly, our findings place m6A as a key integrator of stem cell fate choices and translational control (Figure 7E).

In gaining new insights, we were aided by having previously performed in vivo ribosomal profiling on embryonic murine skin epithelium (Sendoel et al., 2017). By performing high-resolution miCLIP on this tissue, we were uniquely poised to tease out, on a global in vivo scale, a prominent correlation between the degree of m6A modifications that an mRNA has within its coding sequence and its translation efficiency. This correlation was particularly pronounced in mRNAs encoding signaling pathways known to affect skin progenitor fates. Moreover, by performing scRNA-seq on control and *Mettl3* cKO skin progenitors, we were further able to appreciate that many of the most significantly downregulated mRNAs upon m6A loss were associated with these same pathways.

The most striking phenotypic defects surfacing upon m6A loss were in HF morphogenesis, where both specification and down growth were markedly curtailed. These processes require WNT signaling, and mRNAs encoding a number of WNT regulators were significantly downregulated. Moreover, WNT-effectors nuclear LEF1 and β-catenin, were both diminished at the sites where WNT signaling is known to be essential. Further signs that WNT signaling was deleteriously affected included the promotion of sebaceous gland fate characteristics at the expense of HF fate ones (Merrill et al., 2001; Niemann et al., 2003), the perturbations in SHH signaling and also the difficulty that *Mettl3* null HFs seemed to face in engulfing the DP.

Recent studies on other cell types and cancers have also reported connections between WNT signaling and m6A levels ( Bai et al., 2019; Cui et al., 2020; Han et al., 2020; Liu et al., 2019; Miao et al., 2019; Tang et al., 2020; Zhang et al., 2019). In some of these cases, m6A loss resulted in an elevation of WNT signaling, while in others, it was diminished, and a variety of mechanisms have been proposed to explain these seemingly context-dependent effects. Our findings show that not only are WNT pathway mRNAs among the most heavily m6A-modified and efficiently translated, but they are also among the most significantly downregulated early after m6A loss. When coupled with the physiological consequences to skin development, our findings place the impact of m6A alterations at the helm of this pathway.

For the skin, the link between WNT signaling and m6A was particularly intriguing because it offered a hitherto elusive connection between mRNA regulation and cellular fate choices. Additionally, given that overall levels of WNT signaling can profoundly impact fate specification, our studies reveal how even subtle changes in this pathway can have a profound impact on fate outcomes. That said, despite the importance of WNT signaling in skin progenitor fate specification and the consistency of the METTL3 loss of function phenotype with a decrease in this pathway, m6A modifications in the skin epithelium went well beyond this pathway. Indeed, our comprehensive analyses of the *Mettl3* cKO phenotype in the skin provided graphic appreciation that m6A RNA modifications function broadly and diversely in regulating cellular responses.

In addition to WNT signaling, the pathways affected when highly m6A-modified and efficiently translated mRNAs experienced depletion of m6A encompassed actin regulators, cell polarity, ECM-receptor interaction and NOTCH signaling. A number of cellular changes and phenotypic correlations were consistent with these differences. Thus for example, the perturbations we found in apical cytoskeletal polarity seem likely to contribute to the decreased ability of HF cells to engulf the DP. Additionally, the decrease in HES1 in early spinous cells was reflective of diminished NOTCH signaling and consistent with mRNA downregulation of NOTCH ligand JAG2 and NOTCH co-activator Mastermind like 2. And although we did not observe overt morphological differences in hemidesmosomes, the heightened departure of progenitors from the basal layer and their inability to form colonies in vitro were in agreement with possible defects in *Mettl3* null basal progenitor:ECM adhesion.

The high number of mRNAs upregulated significantly upon METTL3 loss were equally informative but in a strikingly different way. Although many of these transcripts were among the most highly m6A-modified in the wild-type state, their GO terms were not among the top m6A-modified mRNAs that were efficiently translated. On the contrary, the marked increase in their mRNA levels upon m6A ablation was suggestive that this mark normally functions to destabilize this cohort.

In contemplating the physiological relevance of the upregulated mRNAs in *Mettl3* cKO embryos, we were drawn to several curious possibilities. First, it was both intriguing and paradoxical to find that that *Myc* and *Bmyc* were upregulated upon m6A loss. In cancer cells, MYC has been implicated as a key positive regulator of CAP-dependent mRNA translation (Cargnello and Topisirovic, 2019), a process that was predicted to be downregulated upon *Mettl3* ablation in embryonc skin. That said, MYC overexpression has also been shown to promote differentiation in the epidermis and sebaceous glands at the expense of HF morphogenesis (Arnold and Watt, 2001; Cottle et al., 2013; Watt et al., 2008b), phenocopying some of the key features we observed upon m6A loss.

Notably, upregulation of RNA processing factors has been observed in the skin progenitors of both MYC-overexpressing skin (Arnold and Watt, 2001; Frye et al., 2003), and *Mettl3* cKO skin. As global rates in RNA metabolism can profoundly affect stem cells' activities as well as how they respond to stressful environments (Blanco et al., 2016; Sampath et al., 2008; Sendoel et al., 2017; Signer et al., 2014; Starck et al., 2016; Zismanov et al., 2016), it seems likely that the block in the degradation of this selected cohort of RNAs might impact the translation of the signaling pathways that orchestrate lineage specification.

A second major curiosity was that by miCLIP, *Ythdf1, Ythdf2* and *Ythdf3* fell within the top 20% of mRNAs whose coding sequence in basal skin progenitors was highly modified, and in *Mettl3* null basal progenitors, these mRNAs were among the most significantly increased in levels. YTHDF1-3 function as m6A readers. While YTHDF1 and 3 have been proposed to increase the stability and translation of mRNAs (Shi et al., 2017; Wang et al., 2015), recent studies suggest that all three may function in localizing m6A-modified mRNAs to the decay machinery (Wang et al., 2014a; Zaccara and Jaffrey, 2020). Irrespective of their precise reader roles, their collective m6A modification in control progenitors and upregulation upon m6A loss is suggestive of a key rescue juncture for the cell.

Indeed many of the other upregulated pathways were also suggestive of potential feedback mechanisms, activated upon m6A loss. Among them were CAP-independent translation genes, RNA methylation genes, RNA processing pathways and ribosome-associated mRNA quality control genes. When coupled with the downregulation in mRNAs that are normally m6A-modified and highly translated, and with the reduction in canonical translation transcripts, these upregulated mRNA perturbations pointed not only to further signs of an altered protein translation state, but also to a potential built-in mechanism to boost alternative translational routes and RNA metabolism lost upon *Mettl3* ablation. Thus by having a cohort of key regulatory mRNAs that are heavily modified by m6A, progenitors are able to sense when the modification is lost and respond by rapidly enhancing their mRNA pool and calling into action rapid responses and rescue pathways to control the damage involved.

A model based on our findings and summarizing this speculation is presented in Figure 7E. Future studies will be needed to probe the significance of m6A modifications of individual mRNAs and to unearth the mechanisms underlying why some m6A-modified mRNAs were downregulated upon m6A loss while others were upregulated. It will also take further investigation to sift through the myriad of mRNAs and pathways that were affected both negatively and positively by m6A loss, and which exposed an underlying complexity in m6A's roles in translational regulation. The problem becomes even more daunting when considering that we have not yet examined the consequences of METTL3 loss to miRNAs in the skin. In this regard, in a breast cancer cell line, METTL3 was found to mark pri-miRNAs for recognition and processing (Alarcón et al., 2015), and in skin, METTL3 depletion shares certain similarities with global loss of miRNAs (Yi et al., 2008; Yi and Fuchs, 2011).

While many areas remain to be explored, our results show that the two arms of the pathways for down- and up-regulated mRNAs are intricately interwoven. In this regard, our many findings reported here shed new light on the previously identified roles of m6A in translational regulation. Finally, and intriguingly, the circuitry funneled to progenitor fate choices, each of which uses a distinct repertoire of signaling pathways and has distinct needs for protein synthesis. Our studies on m6A through the lens of skin morphogenesis now place m6A on the center stage of this arena.

## Materials and methods

### Mouse strains

The *Mettl3^fl^* mouse strain was a gift from the Brüning Lab at Max Planck Institute for Metabolism Research and Policlinic for Endocrinology, Diabetes and Preventive Medicine. It was generated by inserting *LoxP* sites at both sides of the fourth exon of the *Mettl3* gene through homologous recombination with the constructed template from the Knockout Mouse Project Repository (Cheng et al., 2019). Sequences of primers for genotyping of the *Mettl3^fl^* allele are listed in Supplementary file 6. The *Mettl3^fl^* strain was then crossed with *Krt14-Cre*, *Rosa26-YFP^fl^* and *Gli1-LacZ* strains to generate breeders. The *Gli1-LacZ* strain (Swiss Webster background) is from the Joyner Lab at Memorial Sloan Kettering Cancer Center. *Nude*(*Nu/Nu*) mice for grafts are from Charles Rivers Laboratories Strain 088. The wild-type mice for miCLIP and the *Mettl3^fl^*, *Rosa26-YFP^fl^*, *Krt14-Cre* mouse strains are under the C57BL/6 background. All animals were maintained in an American Association for the Accreditation of Laboratory Animal Care Internationally approved Comparative Bio-Science Center at the Rockefeller University and procedures were performed using Institutional Animal Care and Use Committee-approved protocols that ad-here to the standards of the National Institutes of Health.

### Back skin engraftment

Back skin dissected from P0 pups was incubated on a moist surface with phosphate-buffered saline (PBS) at 4°C overnight and then grafted to *Nu/Nu* female mice (6–8 weeks old) with the control and cKO skin on each side of the back. After 15 days, bandages were removed, and the grafted skin pieces were harvested for analysis.

### EdU and BrdU labeling

For EdU pulse labeling at P0, EdU was applied on the pups at 25 µg per gram body weight through intraperitoneal injection at 45 min before sacrifice. For EdU chase-BrdU pulse, EdU was applied on pregnant female mice bearing E18.5 embryos at 25 µg per gram body weight through intraperitoneal injection, and BrdU was applied on the born P1 pups at 50 µg per gram body weight through intraperitoneal injection at 1 hr before sacrifice.

### Histology analysis, X-gal staining, Oil Red O staining and immunofluorescence on sagittal sections

For sagittal sections, back skin or whole embryos were embedded in OCT compound and cut into 10–14 µm sections on a Leica cryostat. The sections were mounted on SuperFrost Plus Adhesion slides (VWR), air-dried and fixed in PBS with 4% paraformaldehyde (PFA) at room temperature for 15 min.

Hematoxylin and eosin staining was performed with an adapted protocol from the University of California San Diego (http://mousepheno.ucsd.edu/hematoxylin.shtml).

X-gal staining was performed for intracellular β-galactosidase activity assessment. Slides were first stained with X-gal staining buffer (100 mM sodium phosphate buffer pH = 7.3, 1.3 mM MgCl_2_, 3 mM K_3_Fe(CN)_6_, 3 mM K_4_Fe(CN)_6_, 1 mg/ml X-gal) at 37°C for 3 hr and then counter stained with nuclear fast red (Sigma-Aldrich, N3020) at room temperature for 5 min.

Oil Red O staining was performed in 2 µg/ml Oil Red O-isopropanol solution at room temperature for 1 hr followed with nuclei staining by hematoxylin.

For immunofluorescence, the slides were incubated in blocking buffer (1% fish gelatin, 5% normal donkey serum, 1% bovine serum albumin, 0.3% Triton X-100 in 1x PBS) at room temperature for 1 hr. Primary antibody staining was performed in the blocking buffer at 4°C overnight and secondary staining was performed in the blocking buffer at room temperature for 1 hr. Primary antibodies used: rat anti-BrdU (1:200, Abcam, ab6326); rat anti-CD104 (1:500, BD Pharmingen, 553745); armenian hamster anti-CD29 (1:500, BioLegend, 102201); rat anti-CD49f (1:1000, BioLegend, 313602); rabbit anti-cleaved Caspase-3 (1:200, R and D Systems, AF835); rabbit anti-FLG (1:2000, Fuchs lab); rabbit anti-iNV (1:2000, BioLegend, 924401); guinea pig anti-K5 (1:500, Fuchs lab); rabbit anti-K10 (1:1000, Covance, PRB-159P-100); guinea pig anti-LEF1 (1:5000, Fuchs lab); rabbit anti-LHX2 (1:5000, Fuchs lab); rabbit anti-LOR (1:4000, Fuchs lab); rabbit anti-METTL3 (1:500, Abcam, ab195352); rabbit anti-MYC (1:100, Abcam, ab32072); goat anti-PCAD (1:300, R and D Systems, AF761); rabbit anti-SOX9 (1:1000, Millipore, AB5535); rabbit anti-Survivin (1:500, Cell Signaling, 2808); chicken anti-GFP/YFP (1:1000, Abcam, ab13970). Secondary antibodies conjugated to Alexa Fluor 488, Rhodamine Red-X and Alexa Fluor 647 are from Life Technologies. In Situ Cell Death Detection Kit, TMR red (Sigma-Aldrich, Roche-12156792910) was used for TUNEL staining. AF647 Click-iT EdU cell proliferation kit for imaging (Thermo Fisher Scientific, C10340) was used for EdU labeling. AF647 Phalloidin (Thermo Fisher Scientific, A22287) was used for F-actin staining. Slides were mounted in ProLong Gold Antifade Mountant with DAPI (Thermo Fisher Scientific, P36941) and imaged under a Zeiss Axio Observer.Z1 epifluorescence microscope equipped with a Hamamatsu ORCA-ER camera (Hamamatsu Photonics), and with an ApoTome.2 (Zeiss) slider that reduces the light scatter in the fluorescent samples controlled by Zen software (Zeiss). Images were processed through Fiji (ImageJ).

For quantitative analyses, different groups of cells (epi basal, suprabasal, HF WNT^hi^ and HF WNT^lo^) were identified according to PCAD staining. Average LEF1 and MYC immunofluorescence intensity was measured among cells identified in the same group from one image. Background was measured and subtracted for each channel. The fluorescence intensity was then normalized to the average values from the corresponding control samples to get relative signal values. Cell division angles were quantified as described in Williams et al., 2011. Generally, the division angle was between the spindle orientation determined by Survivin and DAPI staining and the basal membrane determined by integrin β4 staining. Other quantifications (HF numbers, EdU, BrdU, cell sizes) are based on counting/measuring specific features in the images. TUNEL and cleaved Caspase 3-positive cells were quantified per HF (placode, germ and peg) and per cell number in the stratified layers, where positive cells were observed (basal, suprabasal layer one and late granular).

To reduce any bias in data collection, all data from each group were not analyzed until all images were collected. No statistical method was used to predetermined sample size, randomization and experiment blinding was not used. Each experiment was repeated with at least two replicates and data presented is from three or more embryos, same age. Significance of p value was set at <0.05. Statistical details for each experiment, including the statistical test used, the sample size for each experiment and p value can be found in the corresponding figure legend.

### Immunohistochemistry

Back skin dissected from neonates was fixed in PBS with 4% PFA at 4°C overnight. Then the tissue was washed in PBS with 0%, 35% and 70% EtOH gradually and sent to Histowiz for further processing. Generally, immunohistochemistry was performed on a Bond Rx autostainer (Leica Biosystems) with enzyme treatment (1:1000) using standard protocols. Antibodies used were rat monoclonal F4/80 primary antibody (1:200, eBioscience, 14–4801) and rabbit anti-rat secondary (1:100, Vector). Bond Polymer Refine Detection (Leica Biosystems) was used according to manufacturer’s protocol. After staining, sections were dehydrated and film coverslipped using a TissueTek-Prisma and Coverslipper (Sakura). Whole slide scanning (40x) was performed on an Aperio AT2 (Leica Biosystems).

### Whole-mount immunofluorescence and confocal microscopy

For whole-mount immunofluorescence, embryos were fixed in PBS with 4% PFA for 1 hr, followed by extensive washing in PBS. Samples were then permeabilized for 3 hr in 0.3% Triton X-100 in PBS and treated with Gelatin Block (2.5% fish gelatin, 5% normal donkey serum, 3% BSA, 0.3% Triton, 1x PBS). The following primary antibodies were used: rabbit anti-ECAD (1:500, Cell Signaling, 3195); rabbit anti-HES1 (1:200; Fuchs lab); rabbit anti-METTL3 (1:100, Abcam, ab195352); goat anti-PCAD (1:600, R and D Systems, AF761); chicken anti-GFP/YFP (1:1200, Abcam, ab13970). Primary antibodies were incubated at 4°C for 36 hr. After washing with 0.1% Triton X-100 in PBS, samples were incubated overnight at 4°C with secondary antibodies conjugated to Alexa Fluor 488, Rhodamine Red-X and Alexa Fluor 647 (1:1000, Life Technologies). For E16.5 whole skin and P0 epidermis, samples were washed, counterstained with DAPI and mounted in SlowFade Diamond Antifade Mountant (Invitrogen). For P0 whole skin, samples were washed, counterstained with DAPI and processed though tissue clearing with ethyl cinnamate as described in Gur-Cohen et al., 2019. Confocal images of whole-mounts were acquired using a spinning disk confocal system (Andor Technology Ltd) equipped with an Andor Zyla 4.2 and a Yokogawa CSU-W1 (Yokogawa Electric, Tokyo) unit based on a Nikon TE2000-E inverted microscope. Four laser lines (405, 488, 561 and 625 nm) were used for near simultaneous excitation of DAPI, Alexa448, Rhodamine Red-X and Alexa647 fluorophores. The system was driven by Andor IQ3 software. 40x oil objective was used to acquire Z stacks of 0.5–1 µm steps.

HES1^+^ cells were quantified using Fiji (ImageJ). Briefly, 40x Z stacks of spinning disk confocal images of inter follicular epidermis 2500 µm^2^ regions were converted into composite images in which DAPI was in blue channel, YFP in the green channel and HES1 in the red channel. From each region, HES1^+^ and YFP^+^ cells were quantified per optical sections of basal, suprabasal 1 (S-1) and suprabasal 2 (S-2) layers. The numbers of HES1^+^ cells fwere recorded and the proportions calculated relative to the total YFP^+^ cells for each represented layer. A minimum of 25 regions were analyzed per embryo.

PCAD and ECAD immunofluorescence quantifications were performed using Fiji (ImageJ). Briefly, using spinning disk Z stacks of whole-mount 40x confocal images, we summed the intensity across the basal layer of 2500 µm^2^ regions. The integrated density of PCAD and ECAD immuolabeling through the perimeter of the cell was measured and recorded for 10 cells in each region to a minimum of 18 regions per embryo. Background was then measured and subtracted for each channel. The ratio PCAD:ECAD was calculated per cell.

To reduce any bias in data collection, all data from each group were not analyzed until all images were collected. No statistical method was used to predetermined sample size, randomization and experiment blinding was not used. Each experiment was repeated with at least two replicates and data presented is from two or more embryos, same age. Distributions were tested for normality using D’Agostino and Pearson test. To test significance, unpaired or paired two-tailed Student’s t-tests were used for normal distribution and nonparametric Mann-Whitney test when the distribution did not follow a normal distribution. Significance of p value was set at <0.05. Statistical details for each experiment, including the statistical test used, the sample size for each experiment and p values can be found in the corresponding figure legend. All graphs and statistics were produced using GraphPad Prism 8.2 for MAC, GraphPad Software, San Diego, California, www.graphpad.com.

### Electron microscopy

Skin samples were fixed in 2% glutaraldehyde, 4% PFA, and 2 mM CaCl_2_ in 0.05 M sodium cacodylate buffer, pH 7.2, at room temperature for over 1 hr. Then the samples were post-fixed in 1% osmium tetroxide, and processed for Epon embedding. Ultrathin sections (60 to 65 nm) were counterstained with uranyl acetate and lead citrate. Images were taken with a transmission electron microscope (Tecnai G2-12; FEI) equipped with a digital camera (AMT BioSprint29).

### Flow cytometry and cytospin analysis of skin epithelial cells

Preparation of embryonic and neonatal back skin for isolation or examination of epithelial cells by flow cytometry and staining protocols were performed as previously described (Asare et al., 2017; Sendoel et al., 2017). For E16.5 and E17 samples, back skin dissected from the embryos were treated with 0.25% collagenase and then 0.25% trypsin to get cell suspension. For P0 skin, back skin dissected from the neonates were treated with dispase first to separate the epidermis from dermis. Then the epidermis was digested with 0.25% trypsin to get cell suspension. Antibodies used: anti-CD29 PECy7 (1:1000, Thermo Fisher Scientific, 25–0291-82); anti-CD31 APC (1:1000, Thermo Fisher Scientific, 17–0311-82); anti CD45-APC (1:1000, Thermo Fisher Scientific, 17–0451-83); anti-CD49f PE (1:1000, Thermo Fisher Scientific, 12–0495-81); anti-CD49f PECy7 (1:1000, Thermo Fisher Scientific, 25–0495-82); anti CD117-APC (1:1000, Thermo Fisher Scientific, 17–1172-81); anti CD140a-APC (1:500, Thermo Fisher Scientific, 17–1401-81); rabbit anti-K10 (1:500, Biolegend, PRB-159P); mouse anti-rabbit IgG PE-Cy7 (1:300, Santa Cruz, sc-516721). CD31, CD45, CD117 and CD140a are lineage-negative markers. For FACS, dead cells were excluded by DAPI staining. The samples were proceeded to FACS on BD FACSAriaII sorter commended by the Diva software (BD Biosciences). For flow cytometry-based examination of K10^+^ suprabasal cells, dead cells were excluded by LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (Thermo Fisher Scientific, L34965). Antibody staining was performed after cells were fixed with Fixation/Permeabilization Solution Kit (BD Biosciences, 554714). Samples were analyzed on BD LSRII flow cytometer commended by the BD FACSDiva software (BD Biosciences) and data were processed with FlowJo. For cytospin analysis, cells were spin onto SuperFrost Plus Adhesion slides (VWR) with a Cytospin4 unit (Thermo/Shandon), and immunofluorescence staining was performed afterwards.

### Colony formation assay

YFP^+^ epidermal cells were FACS isolated from E16.5 embryos and cell viability is examined by Trypan blue staining. 75,000 living cells were plated in each well of 6-well plates covered with mitomycin C-treated dermal fibroblasts. Cells were cultured in E-media supplemented with 15% (vol/vol) fetal bovine serum and 300 µM Ca^2+^ in an incubator with 7% CO_2_ in the air for 10 days. The cells were then fixed with 4% PFA in PBS and stained with chicken anti-GFP/YFP (1:1000, Abcam, ab13970) primary antibody and secondary antibody conjugated to Alexa Fluor 488. Image of each well was scanned with a Cytation 5 Cell Imaging Multi-Mode Reader (BioTek Instruments).

### Thin-layer chromatography

Measurement of m6A/A ratio in Poly(A)+ RNAs was performed as described in Kruse et al., 2011. YFP^+^ epidermal cells were FACS isolated from control and cKO E16.5 embryos and collected in TRIzol-LS (Sigma-Aldrich, T3934) for total RNA extraction. Two rounds of Poly(A)+ RNA enrichment were performed with the Dynabeads mRNA Purification Kit (Thermo Fisher Scientific, 61006). 100 ng of the purified Poly(A)+ RNA was used for each biological replicate (pool of embryos with the same genotype) to perform the assay. The signal on the membrane was detected with a Typhoon Trio PhosphorImager (GE Healthcare) and quantified with Fiji (ImageJ).

### TEWL measurements

TEWL rate was assessed by Tewameter TM300 (Courage + Khazaka electronic GmbH as described in Quiroz et al., 2020). Basically neonates were sacrificed and their back skin was dissected and immediately spread over a clean, smooth surface. Over four TEWL measurements were collected on each piece of fully acclimatized skin. The values reported by the instrument were then normalized to the average values from the corresponding control samples to get relative water loss rate.

### Quantitative PCR

YFP^+^ epidermal cells were FACS isolated from E16.5 embryos and collected in TRIzol-LS (Sigma-Aldrich, T3934). Total RNA were extracted with Direct-zol RNA Miniprep kit (Zymo Research, R2051) and treated with the RQ1 RNase-free DNase (Promega, M6101) to remove DNA contamination. cDNA was generated with the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, 4368814) and qPCR was performed with SYBR green PCR Master Mix (Thermo Fisher Scientific, 4367660) on a QuantStudio 6 Flex Real-Time PCR System (Thermo Fisher Scientific), with *Tbp* mRNA as internal loading control. The numbers were further normalized to the average values from the corresponding control samples to get relative mRNA levels. Sequences of the primers are listed in Supplementary file 6.

### m6A individual-nucleotide-resolution cross-linking and immunoprecipitation

miCLIP was performed as described in Grozhik et al., 2017. Integrin α6-high epidermal cells were FACS isolated from wild-type P0 pups and collected in TRIzol-LS (Sigma-Aldrich, T3934) for total RNA extraction. Poly(A)+ RNA was then extracted with the Dynabeads mRNA Purification Kit (Thermo-Fisher, 61006) and treated with the RQ1 RNase-free DNase (Promega, M6101) to remove DNA contamination. 7–8 µg Poly(A)+ RNA was used for each biological replicate (pool of 3 litters of pups) to perform miCLIP. After fragmentation, 1/10 of the sample was saved as input to perform parallel library construction without CLIP. Libraries were sequenced on the Illumina Hi-seq platform to generate paired-ended 50 bp reads. Sequencing data was processed as described in Grozhik et al., 2017. Sequence composition nearby the m6A sites identified by CIMS analysis was analyzed with seqLogo/R package. Normalized-to-input uTPM over identified m6A sites (Lawrence et al., 2013) was counted using the GenomicRanges Bioconductor/R package. Basically a 21-nucleotide window centered at each identified m6A site was selected. The ratio between the total uTPM within the window counted from the miCLIP dataset and that from the corresponding input dataset was recorded as the normalized-to-input uTPM. The m6A sites were assigned to genes using the ChIPseeker package (Yu et al., 2015). All exon annotation as well as the nested coding sequence and UTR annotation of exons was extracted from our gene models in GTF format using the GenomicFeatures Bioconductor/R package (Lawrence et al., 2013). SN-uTPM for individual transcripts was then calculated as the sum of signal for all normalized-to-input uTPMs within the exons of a specific transcript. Visualization of m6A site distribution was performed as described in Olarerin-George and Jaffrey, 2017. Gene set enrichment analysis of m6A levels was performed using the fgsea Bioconductor package (Sergushichev, 2016) and the C2 (Curated pathways) and mSigDB C5 (GO)gene sets (Subramanian et al., 2005).

### Correlation analysis between the miCLIP and ribosome profiling data

The m6A abundance levels for transcripts were calculated as the sum of the normalized m6A counts within a gene's identified m6A sites over the normalized paired RNA-seq counts within these sites. Genes were binned into quintiles based on these normalized m6A abundance levels. Translational efficiencies were retrieved from the lab’s prior in vivo ribosomal profiling of neonatal skin progenitors (Sendoel et al., 2017). The translational efficiency of the top and bottom 20% gene quintiles were compared visually by empirical cumulative distribution function (ECDF) plots and the significance of observed differences between these quintiles was assessed by Wilcoxon rank sum tests.

To capture putative functional enrichment for pathways in the genes which are both highly m6A-modified and have a high translational efficiency in wild-type cells, genes were binned again into quintiles by translational efficiency. Genes within the top 20% of translational efficiency and top 20% normalized m6A modification level were tested for functional enrichment of KEGG pathways using the GOseq R/Bioconductor package.

For the comparison of translational efficiency in functional gene sets, gene set members were compared to all genes outside the functional set by both visual inspection in ECDF plots and statistical testing by Wilcoxon rank sum tests.

### Single-cell RNA sequencing

YFP^+^ epidermal cells were FACS isolated from E17 embryos and cell viability was examined by Trypan blue staining. For both control and cKO samples, the ratio of living cells was >90%. 8000 of single cells from each sample was processed with the Chromium Single Cell 3’ Library and Gel Bead Kit (V2) (10x Genomics, PN-120267) to prepare scRNA-seq libraries, which were then sequenced on Illumina NextSeq 500 sequenceras 26 × 57 × 8.

The sequencing data were analyzed and aggregated using Cellranger (version 2.1.1) count and Aggr function with default setting, respectively. The aggregated datasets were processed by Seurat (version 2.3.4) (Stuart et al., 2018). The cells expressing less than 1800 genes and the genes expressed in less than 10 cells were removed from further consideration. Counts of genes in each cell were normalized and log10 transformed. The cell cycle phase was estimated by Seurat with default setting. And the mitochondrial transcripts in each cell were also calculated. Then, the data was rescaled to remove the effects of cell cycle and mitochondrial transcripts. The top 2000 variable genes were used to principle component analysis. The first 10 principle components were selected for clustering analysis. The clustering results were projected in t-SNE plots. The cell types were assigned according to the well-known marker gene expressions, including *Krt14, Krt15, Bmpr1b, Wnt3a, Fzd10, Krt1, Krt10, Sox9, Trps1, Shh, Lhx2, Dkk4, Fgfr1, Pthlh, Nfatc1, Tgfb2, Wif1, Krt17* and *Sox2.*

Pseudo-time estimation of lineage differentiation trajectories was performed with monocle (version 2.10.1) (Qiu et al., 2017a; Qiu et al., 2017b; Trapnell et al., 2014). In the beginning, the expression levels of *Dkk4, Shh* and *Lhx2* were applied to cell type differentiation. Then, the cell clustering, pseudo-time and trajectory estimation was based on the user manual of monocle (http://cole-trapnell-lab.github.io/monocle-release/docs/#constructing-single-cell-trajectories).

Differential gene expression analysis and single-cell GSEA were processed by MAST (version 1.8.2, Finak et al., 2015). The comparison between control and cKO in each cluster was processed by default setting with 50 times bootstrap. The genes with p<0.05 and pathways with false discovery rates <0.25 were selected.

Visualization of m6A levels against scRNA-seq Z scores was performed using the ggplot2 R libraries. Functional enrichment analyses of genes with high m6A (top 20%) and upregulated in *Mettl3* cKO conditions [Z score (cKO/Ctrl)>1.96] were performed using the weighted hypogeometric test in the GOseq Bioconductor package using the C5 and C2 mSigDB gene sets (Subramanian et al., 2005).

### Statistical analyses

All statistical analyses are provided for each of the individual methods sections. Additionally, statistical and graphical data analyses were performed using Microsoft Excel and Prism 8 (GraphPad) software. For measurements, ≥2 biological replicates and two or more technical replicates were used, where applicable. To determine the significance between two groups, comparisons were made using an unpaired two-tailed Student’s t-test or analysis of variance, as appropriate. Multiple testing correction was done using the Benjamini–Hochberg method. In the box and whisker plots, the middle line represents the median, the upper and lower hinges correspond to the first and third quartiles, and the upper and lower whiskers display the full range of variation (minimum to maximum). Most experiments were repeated on ≥3 pairs of sample and control sets.

## Data Availability

The miCLIP and scRNA-seq data that support the findings of this study have been deposited to the Gene Expression Omnibus (GEO) repository with the accession codes GSE147415, GSE147489, and GSE14749. The following datasets were generated: XiLFuchsE2020Single-cell RNA-seq of embryonic day 17 (E17) mouse skin epithelial cells with or without Mettl3 knockoutNCBI Gene Expression OmnibusGSE147415 XiLFuchsE2020miCLIP-seq of postnatal day 0 (P0) normal mouse skin epithelial cellsNCBI Gene Expression OmnibusGSE147489 XiLFuchsE2020mouse skin epithelial cellsNCBI Gene Expression OmnibusGSE147490 The following previously published dataset was used: SendoelAFuchsE2017Epidermis-specific ribosome profiling to describe the translational landscape of SOX2NCBI Gene Expression OmnibusGSE83332

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource		Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*M. musculus*)		C57BL/6J	Jackson lab	Stock #: 000664	
Genetic reagent (*M. musculus*)		*Mettl3*^*flox*^	PMID:31412241 J. Brüning (Max Planck Institute for Metabolism Research and Policlinic for Endocrinology, Diabetes and Preventive Medicine)		
Genetic reagent (*M. musculus*)		*Krt14-Cre*	PMID:10411913 E. Fuchs (Rockefeller University)	MGI:1926500	
Genetic reagent (*M. musculus*)		*Rosa26-YFP*^*flox*^	Jackson lab	Stock #: 006148	
Genetic reagent (*M. musculus*)		*Gli-LacZ*	PMID:12361967 A. Joyner (MSKCC)	MGI:2449767	
Genetic reagent (*M. musculus*)		*Nude* (*Nu/Nu*)	Charles River Laboratories	Strain code: 088	
Antibody		Rat anti-BrdU	Abcam	Cat. #: ab6326 RRID:AB_305426	IMF (1:200)
Antibody		Rat anti-CD104	BD Pharmingen	Cat. #: 553745 RRID: AB_395027	IMF (1:500)
Antibody		Armenian hamster anti-CD29	BioLegend	Cat. #: 102201 RRID:AB_312878	IMF (1:500)
Antibody		Rat anti-CD49f	BioLegend	Cat. #: 313602 RRID:AB_345296	IMF (1:1000)
Antibody		Rabbit anti-Cleaved Caspase-3	R&D Systems	Cat. #: AF835 RRID:AB_2243952	IMF (1:200)
Antibody		Rabbit anti-ECAD	Cell Signaling	Cat. #: 3195 RRID:AB_2291471	IMF (1:500)
Antibody		Rabbit anti-FLG	E. Fuchs (Rockefeller University)		IMF (1:2000)
Antibody		Rabbit anti-HES1	E. Fuchs (Rockefeller University)		IMF (1:200)
Antibody		Rabbit anti-iNV	BioLegend	Cat. #: 924401 RRID:AB_2565452	IMF (1:2000)
Antibody		Guinea pig anti-K5	E. Fuchs (Rockefeller University)		IMF (1:500)
Antibody		Rabbit anti-K10	Covance	Cat. #: PRB-159P-100 RRID:AB_291580	IMF (1:1000) Flow (1:500)
Antibody		Guinea pig anti-LEF1	E. Fuchs (Rockefeller University)		IMF (1:5000)
Antibody		Rabbit anti-LHX2	E. Fuchs (Rockefeller University)		IMF (1:5000)
Antibody		Rabbit anti-LOR	E. Fuchs (Rockefeller University)		IMF (1:4000)
Antibody		Rabbit anti-METTL3	Abcam	Cat. #: ab195352 RRID:AB_2721254	IMF (1:100-1:500)
Antibody		Rabbit anti-MYC	Abcam	Cat. #: ab32072 RRID:AB_731658	IMF (1:100)
Antibody		Goat anti-PCAD	R&D Systems	Cat. #: AF761 RRID:AB_355581	IMF (1:300-1:600)
Antibody		Rabbit anti-SOX9	Millipore	Cat. #: AB5535 RRID:AB_2239761	IMF (1:1000)
Antibody		Rabbit anti-Survivin	Cell Signalling	Cat. #: 2808 RRID:AB_2063948	IMF (1:500)
Antibody		Chicken anti-GFP/YFP	Abcam	Cat. #: ab13970 RRID:AB_300798	IMF (1:1000-1:1200)
Antibody		anti-CD29 PECy7	Thermo Fisher Scientific	Cat. #: 25-0291-82 RRID: AB_1234962	FACS (1:1000)
Antibody		anti-CD31 APC	Thermo Fisher Scientific	Cat. #: 17-0311-82 RRID:AB_657735	FACS (1:1000)
Antibody		anti CD45-APC	Thermo Fisher Scientific	Cat. #: 17-0451-83 RRID:AB_469393	FACS (1:1000)
Antibody		anti-CD49f PE	Thermo Fisher Scientific	Cat. #: 12-0495-81 RRID:AB_891478	FACS (1:1000)
Antibody		anti-CD49f PECy7	Thermo Fisher Scientific	Cat. #: 25-0495-82 RRID:AB_10804881	FACS (1:1000)
Antibody		anti CD117-APC	Thermo Fisher Scientific	Cat. #: 17-1172-81 RRID:AB_469432	FACS (1:1000)
Antibody		anti CD140a-APC	Thermo Fisher Scientific	Cat. #: 17-1401-81 RRID:AB_529482	FACS (1:500)
Antibody		Mouse anti-rabbit IgG PE-Cy7	Santa Cruz	Cat. #: sc-516721	Flow (1:300)
Chemical compound, drug		Alexa Fluor 647 Phalloidin	Thermo Fisher Scientific	Cat. #: A22287 RRID:AB_2620155	IMF (1:50)
Commercial assay or kit		In situ cell death detection kit, TMR red	Sigma-Aldrich	Cat. #: 12156792910	
Commercial assay or kit		Click-iT EdU cell proliferation kit for imaging, Alexa Fluor 647 dye	Thermo Fisher Scientific	Cat. #: C10340	
Commercial assay or kit		LIVE/DEADfixable Aqua dead cell stain kit, for 405 nm excitation	Thermo Fisher Scientific	Cat. #: L34957	
Commercial assay or kit		Fixation/ permeabilization solution kit	BD Biosciences	Cat. #: 554714	
Commercial assay or kit		Dynabeads mRNA purification kit	Thermo Fisher Scientific	Cat. #: 61006	
Commercial assay or kit		Direct-zol RNA miniprep kit	Zymo Research	Cat. #: R2051	
Commercial assay or kit		RQ1 RNase-free DNase	Promega	Cat. #: M6101	
Commercial assay or kit		High-capacity cDNA reverse transcription kit	Thermo Fisher Scientific	Cat. #: 4368814	
Commercial assay or kit		Power SYBR Green PCR Master Mix	Thermo Fisher Scientific	Cat. #: 4367660	
Commercial assay or kit		Chromium single cell 3' reagent kit	10x Genomics	Cat. #: PN-120267	
Chemical compound, drug		TRI Reagent LS	Sigma-Aldrich	Cat. #: T3934	
Software, algorithm		Zen	Zeiss	https://www.zeiss.com/microscopy/int/products/microscope-software/zen.html	
Software, algorithm		Fiji ImageJ	ImageJ	https://imagej.net/Fiji	
Software, algorithm		Andor IQ3	Oxford Instruments	https://andor.oxinst.com/products/iq-live-cell-imaging-software/	
Software, algorithm		GraphPad Prism 8.2	GraphPad	https://www.graphpad.com/	
Software, algorithm		BD FACSDiva	BD Biosciences	https://www.bdbiosciences.com/en-us/instruments/research-instruments/research-software/flow-cytometry-acquisition/facsdiva-software	
Software, algorithm		FlowJo	FlowJo, LLC	https://www.flowjo.com/solutions/flowjo	Version 10
Software, algorithm		R	CRAN	https://cran.r-project.org	R Version 3.6.3 Bioconductor Version 3.10
Software, algorithm		Flexbar	PMID:24832523	https://github.com/seqan/flexbar	Version 2.5
Software, algorithm		pyCRAC	S. Granneman (SynthSys)	http://sandergranneman.bio.ed.ac.uk/pycrac-software	Version 1.1.3
Software, algorithm		Novoalign	Novocraft	http://www.novocraft.com/products/novoalign/	Version 3.04.06
Software, algorithm		CIMS	C. Zhang (Columbia University)	https://zhanglab.c2b2.columbia.edu/index.php/CTK_Documentation	
Software, algorithm		Bedtools	PMID:20110278 A. Quinlan (University of Utah)	https://github.com/arq5x/bedtools2.git	Version 2.25.0
Software, algorithm		Samtools	PMID:19505943 H. Li (Harvard University)	http://samtools.sourceforge.net	Version 1.2
Software, algorithm		Cell Ranger	10x Genomics	https://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome	Version 2.1.1
Software, algorithm		Seurat	PMID:29608179 R. Satija (New York University)	https://satijalab.org/seurat/	Version 2.3.4
Software, algorithm		Monocle	PMID:28114287 C. Trapnell (University of Washington)	http://cole-trapnell-lab.github.io/monocle-release/	Version 2.10.1
Software, algorithm		MAST	PMID:26653891 A. McDavid (University of Rochester Medical Center)	https://www.bioconductor.org/packages/release/bioc/html/MAST.html	Version 1.8.2

## References

[bib1] Adam RC, Yang H, Ge Y, Lien WH, Wang P, Zhao Y, Polak L, Levorse J, Baksh SC, Zheng D, Fuchs E (2018). Temporal layering of signaling effectors drives chromatin remodeling during hair follicle stem cell lineage progression. Cell Stem Cell.

[bib2] Ahtiainen L, Uski I, Thesleff I, Mikkola ML (2016). Early epithelial signaling center governs tooth budding morphogenesis. Journal of Cell Biology.

[bib3] Alarcón CR, Goodarzi H, Lee H, Liu X, Tavazoie S, Tavazoie SF (2015). HNRNPA2B1 is a mediator of m(6)A-Dependent nuclear RNA processing events. Cell.

[bib4] An S, Huang W, Huang X, Cun Y, Cheng W, Sun X, Ren Z, Chen Y, Chen W, Wang J (2020). Integrative network analysis identifies cell-specific trans regulators of m6A. Nucleic Acids Research.

[bib5] Andl T, Reddy ST, Gaddapara T, Millar SE (2002). WNT signals are required for the initiation of hair follicle development. Developmental Cell.

[bib6] Arnold I, Watt FM (2001). c-Myc activation in transgenic mouse epidermis results in mobilization of stem cells and differentiation of their progeny. Current Biology.

[bib7] Asare A, Levorse J, Fuchs E (2017). Coupling organelle inheritance with mitosis to balance growth and differentiation. Science.

[bib8] Bai Y, Yang C, Wu R, Huang L, Song S, Li W, Yan P, Lin C, Li D, Zhang Y (2019). YTHDF1 regulates tumorigenicity and Cancer stem Cell-Like activity in human colorectal carcinoma. Frontiers in Oncology.

[bib9] Batista PJ, Molinie B, Wang J, Qu K, Zhang J, Li L, Bouley DM, Lujan E, Haddad B, Daneshvar K, Carter AC, Flynn RA, Zhou C, Lim KS, Dedon P, Wernig M, Mullen AC, Xing Y, Giallourakis CC, Chang HY (2014). M(6)A RNA modification controls cell fate transition in mammalian embryonic stem cells. Cell Stem Cell.

[bib10] Berta MA, Baker CM, Cottle DL, Watt FM (2010). Dose and context dependent effects of myc on epidermal stem cell proliferation and differentiation. EMBO Molecular Medicine.

[bib11] Blanco S, Kurowski A, Nichols J, Watt FM, Benitah SA, Frye M (2011). The RNA-methyltransferase misu (NSun2) poises epidermal stem cells to differentiate. PLOS Genetics.

[bib12] Blanco S, Bandiera R, Popis M, Hussain S, Lombard P, Aleksic J, Sajini A, Tanna H, Cortés-Garrido R, Gkatza N, Dietmann S, Frye M (2016). Stem cell function and stress response are controlled by protein synthesis. Nature.

[bib13] Blanpain C, Lowry WE, Pasolli HA, Fuchs E (2006). Canonical notch signaling functions as a commitment switch in the epidermal lineage. Genes & Development.

[bib14] Bokar JA, Shambaugh ME, Polayes D, Matera AG, Rottman FM (1997). Purification and cDNA cloning of the AdoMet-binding subunit of the human mRNA (N6-adenosine)-methyltransferase. RNA.

[bib15] Buechling T, Boutros M, Birchmeier C (2011). Chapter two - Wnt Signaling: Signaling at and Above the Receptor Level. Current Topics in Developmental Biology Growth Factors in Development.

[bib16] Buszczak M, Signer RA, Morrison SJ (2014). Cellular differences in protein synthesis regulate tissue homeostasis. Cell.

[bib17] Cargnello M, Topisirovic I (2019). c-Myc steers translation in lymphoma. Journal of Experimental Medicine.

[bib18] Cheng Y, Luo H, Izzo F, Pickering BF, Nguyen D, Myers R, Schurer A, Gourkanti S, Brüning JC, Vu LP, Jaffrey SR, Landau DA, Kharas MG (2019). m^6^A RNA Methylation Maintains Hematopoietic Stem Cell Identity and Symmetric Commitment. Cell Reports.

[bib19] Cottle DL, Kretzschmar K, Schweiger PJ, Quist SR, Gollnick HP, Natsuga K, Aoyagi S, Watt FM (2013). c-MYC-induced sebaceous gland differentiation is controlled by an androgen receptor/p53 Axis. Cell Reports.

[bib20] Cui Q, Shi H, Ye P, Li L, Qu Q, Sun G, Sun G, Lu Z, Huang Y, Yang CG, Riggs AD, He C, Shi Y (2017). m^6^A RNA Methylation Regulates the Self-Renewal and Tumorigenesis of Glioblastoma Stem Cells. Cell Reports.

[bib21] Cui X, Wang Z, Li J, Zhu J, Ren Z, Zhang D, Zhao W, Fan Y, Zhang D, Sun R (2020). Cross talk between RNA N6-methyladenosine methyltransferase-like 3 and miR-186 regulates hepatoblastoma progression through wnt/β-catenin signalling pathway. Cell Proliferation.

[bib22] DasGupta R, Fuchs E (1999). Multiple roles for activated LEF/TCF transcription complexes during hair follicle development and differentiation. Development.

[bib23] Delaunay S, Frye M (2019). RNA modifications regulating cell fate in Cancer. Nature Cell Biology.

[bib24] Dowling J, Yu QC, Fuchs E (1996). Beta4 integrin is required for hemidesmosome formation, cell adhesion and cell survival. The Journal of Cell Biology.

[bib25] Du H, Zhao Y, He J, Zhang Y, Xi H, Liu M, Ma J, Wu L (2016). YTHDF2 destabilizes m6A-containing RNA through direct recruitment of the CCR4–NOT deadenylase complex. Nature Communications.

[bib26] Duverger O, Morasso MI (2009). Epidermal patterning and induction of different hair types during mouse embryonic development. Birth Defects Research Part C: Embryo Today: Reviews.

[bib27] Finak G, McDavid A, Yajima M, Deng J, Gersuk V, Shalek AK, Slichter CK, Miller HW, McElrath MJ, Prlic M, Linsley PS, Gottardo R (2015). MAST: a flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. Genome Biology.

[bib28] Fischer H, Fumicz J, Rossiter H, Napirei M, Buchberger M, Tschachler E, Eckhart L (2017). Holocrine secretion of sebum is a unique DNase2-Dependent mode of programmed cell death. Journal of Investigative Dermatology.

[bib29] Fleger-Weckmann A, Üstün Y, Kloepper J, Paus R, Bloch W, Chen ZL, Wegner J, Sorokin L, Langbein L, Eckes B, Zigrino P, Krieg T, Nischt R (2016). Deletion of the epidermis derived laminin γ1 chain leads to defects in the regulation of late hair morphogenesis. Matrix Biology.

[bib30] Frye M, Gardner C, Li ER, Arnold I, Watt FM (2003). Evidence that myc activation depletes the epidermal stem cell compartment by modulating adhesive interactions with the local microenvironment. Development.

[bib31] Fu Y, Dominissini D, Rechavi G, He C (2014). Gene expression regulation mediated through reversible m⁶A RNA methylation. Nature Reviews Genetics.

[bib32] Gandarillas A, Watt FM (1997). c-Myc promotes differentiation of human epidermal stem cells. Genes & Development.

[bib33] Gao J, DeRouen MC, Chen CH, Nguyen M, Nguyen NT, Ido H, Harada K, Sekiguchi K, Morgan BA, Miner JH, Oro AE, Marinkovich MP (2008). Laminin-511 is an epithelial message promoting dermal papilla development and function during early hair morphogenesis. Genes & Development.

[bib34] Gat U, DasGupta R, Degenstein L, Fuchs E (1998). De novo hair follicle morphogenesis and hair tumors in mice expressing a truncated beta-catenin in skin. Cell.

[bib35] Geula S, Moshitch-Moshkovitz S, Dominissini D, Mansour AA, Kol N, Salmon-Divon M, Hershkovitz V, Peer E, Mor N, Manor YS, Ben-Haim MS, Eyal E, Yunger S, Pinto Y, Jaitin DA, Viukov S, Rais Y, Krupalnik V, Chomsky E, Zerbib M, Maza I, Rechavi Y, Massarwa R, Hanna S, Amit I, Levanon EY, Amariglio N, Stern-Ginossar N, Novershtern N, Rechavi G, Hanna JH (2015). Stem cells. m6A mRNA methylation facilitates resolution of naïve pluripotency toward differentiation. Science.

[bib36] Grozhik AV, Linder B, Olarerin-George AO, Jaffrey SR, Lusser A (2017). Mapping m6A at Individual-Nucleotide Resolution Using Crosslinking and Immunoprecipitation (miCLIP). RNA Methylation: Methods and Protocols, Methods in Molecular Biology.

[bib37] Gur-Cohen S, Yang H, Baksh SC, Miao Y, Levorse J, Kataru RP, Liu X, de la Cruz-Racelis J, Mehrara BJ, Fuchs E (2019). Stem cell-driven lymphatic remodeling coordinates tissue regeneration. Science.

[bib38] Han B, Yan S, Wei S, Xiang J, Liu K, Chen Z, Bai R, Sheng J, Xu Z, Gao X (2020). YTHDF1-mediated translation amplifies Wnt-driven intestinal stemness. EMBO Reports.

[bib39] Heitman N, Sennett R, Mok KW, Saxena N, Srivastava D, Martino P, Grisanti L, Wang Z, Ma'ayan A, Rompolas P, Rendl M (2020). Dermal sheath contraction powers stem cell niche relocation during hair cycle regression. Science.

[bib40] Hsu PJ, Zhu Y, Ma H, Guo Y, Shi X, Liu Y, Qi M, Lu Z, Shi H, Wang J, Cheng Y, Luo G, Dai Q, Liu M, Guo X, Sha J, Shen B, He C (2017). Ythdc2 is an N^6^-methyladenosine binding protein that regulates mammalian spermatogenesis. Cell Research.

[bib41] Huelsken J, Vogel R, Erdmann B, Cotsarelis G, Birchmeier W (2001). beta-Catenin controls hair follicle morphogenesis and stem cell differentiation in the skin. Cell.

[bib42] Ivanova I, Much C, Di Giacomo M, Azzi C, Morgan M, Moreira PN, Monahan J, Carrieri C, Enright AJ, O'Carroll D (2017). The RNA m^6^A Reader YTHDF2 Is Essential for the Post-transcriptional Regulation of the Maternal Transcriptome and Oocyte Competence. Molecular Cell.

[bib43] Iwatsuki K, Liu HX, Grónder A, Singer MA, Lane TF, Grosschedl R, Mistretta CM, Margolskee RF (2007). Wnt signaling interacts with shh to regulate taste papilla development. PNAS.

[bib44] Järvinen E, Salazar-Ciudad I, Birchmeier W, Taketo MM, Jernvall J, Thesleff I (2006). Continuous tooth generation in mouse is induced by activated epithelial wnt/beta-catenin signaling. PNAS.

[bib45] Kennedy EM, Bogerd HP, Kornepati AV, Kang D, Ghoshal D, Marshall JB, Poling BC, Tsai K, Gokhale NS, Horner SM, Cullen BR (2016). Posttranscriptional m(6)A editing of HIV-1 mRNAs enhances viral gene expression. Cell Host & Microbe.

[bib46] Kruse S, Zhong S, Bodi Z, Button J, Alcocer MJ, Hayes CJ, Fray R (2011). A novel synthesis and detection method for cap-associated adenosine modifications in mouse mRNA. Scientific Reports.

[bib47] Kümper S, Ridley AJ (2010). p120ctn and P-cadherin but not E-cadherin regulate cell motility and invasion of DU145 prostate Cancer cells. PLOS ONE.

[bib48] Kwon J, Jo Y-J, Namgoong S, Kim N-H (2019). Functional roles of hnRNPA2/B1 regulated by METTL3 in mammalian embryonic development. Scientific Reports.

[bib49] Lawrence M, Huber W, Pagès H, Aboyoun P, Carlson M, Gentleman R, Morgan MT, Carey VJ (2013). Software for computing and annotating genomic ranges. PLOS Computational Biology.

[bib50] Lee H, Bao S, Qian Y, Geula S, Leslie J, Zhang C, Hanna JH, Ding L (2019). Stage-specific requirement for Mettl3-dependent m^6^A mRNA methylation during haematopoietic stem cell differentiation. Nature Cell Biology.

[bib51] Li HB, Tong J, Zhu S, Batista PJ, Duffy EE, Zhao J, Bailis W, Cao G, Kroehling L, Chen Y, Wang G, Broughton JP, Chen YG, Kluger Y, Simon MD, Chang HY, Yin Z, Flavell RA (2017). m^6^A mRNA methylation controls T cell homeostasis by targeting the IL-7/STAT5/SOCS pathways. Nature.

[bib52] Li M, Zhao X, Wang W, Shi H, Pan Q, Lu Z, Perez SP, Suganthan R, He C, Bjørås M, Klungland A (2018). Ythdf2-mediated m^6^A mRNA clearance modulates neural development in mice. Genome Biology.

[bib53] Liakath-Ali K, Mills EW, Sequeira I, Lichtenberger BM, Pisco AO, Sipilä KH, Mishra A, Yoshikawa H, Wu CC, Ly T, Lamond AI, Adham IM, Green R, Watt FM (2018). An evolutionarily conserved ribosome-rescue pathway maintains epidermal homeostasis. Nature.

[bib54] Lin Z, Hsu PJ, Xing X, Fang J, Lu Z, Zou Q, Zhang KJ, Zhang X, Zhou Y, Zhang T, Zhang Y, Song W, Jia G, Yang X, He C, Tong MH (2017). Mettl3-/Mettl14-mediated mRNA N^6^-methyladenosine modulates murine spermatogenesis. Cell Research.

[bib55] Linder B, Grozhik AV, Olarerin-George AO, Meydan C, Mason CE, Jaffrey SR (2015). Single-nucleotide-resolution mapping of m6A and m6Am throughout the transcriptome. Nature Methods.

[bib56] Liu J, Yue Y, Han D, Wang X, Fu Y, Zhang L, Jia G, Yu M, Lu Z, Deng X, Dai Q, Chen W, He C (2014). A METTL3-METTL14 complex mediates mammalian nuclear RNA N6-adenosine methylation. Nature Chemical Biology.

[bib57] Liu L, Wang J, Sun G, Wu Q, Ma J, Zhang X, Huang N, Bian Z, Gu S, Xu M, Yin M, Sun F, Pan Q (2019). m^6^A mRNA methylation regulates CTNNB1 to promote the proliferation of hepatoblastoma. Molecular Cancer.

[bib58] Matos I, Asare A, Levorse J, Ouspenskaia T, de la Cruz-Racelis J, Schuhmacher LN, Fuchs E (2020). Progenitors oppositely polarize WNT activators and inhibitors to orchestrate tissue development. eLife.

[bib59] Merrill BJ, Gat U, DasGupta R, Fuchs E (2001). Tcf3 and Lef1 regulate lineage differentiation of multipotent stem cells in skin. Genes & Development.

[bib60] Meyer KD, Patil DP, Zhou J, Zinoviev A, Skabkin MA, Elemento O, Pestova TV, Qian SB, Jaffrey SR (2015). 5' UTR m(6)A promotes Cap-Independent translation. Cell.

[bib61] Meyer KD, Jaffrey SR (2017). Rethinking m^6^A Readers, Writers, and Erasers. Annual Review of Cell and Developmental Biology.

[bib62] Miao W, Chen J, Jia L, Ma J, Song D (2019). The m6A methyltransferase METTL3 promotes osteosarcoma progression by regulating the m6A level of LEF1. Biochemical and Biophysical Research Communications.

[bib63] Mok KW, Saxena N, Heitman N, Grisanti L, Srivastava D, Muraro MJ, Jacob T, Sennett R, Wang Z, Su Y, Yang LM, Ma'ayan A, Ornitz DM, Kasper M, Rendl M (2019). Dermal condensate niche fate specification occurs prior to formation and is placode progenitor dependent. Developmental Cell.

[bib64] Moriyama M, Durham AD, Moriyama H, Hasegawa K, Nishikawa S, Radtke F, Osawa M (2008). Multiple roles of notch signaling in the regulation of epidermal development. Developmental Cell.

[bib65] Niemann C, Unden AB, Lyle S, Zouboulis C, Toftgård R, Watt FM (2003). Indian hedgehog and beta-catenin signaling: role in the sebaceous lineage of normal and neoplastic mammalian epidermis. PNAS.

[bib66] Olarerin-George AO, Jaffrey SR (2017). MetaPlotR: a perl/R pipeline for plotting metagenes of nucleotide modifications and other transcriptomic sites. Bioinformatics.

[bib67] Ouspenskaia T, Matos I, Mertz AF, Fiore VF, Fuchs E (2016). WNT-SHH antagonism specifies and expands stem cells prior to niche formation. Cell.

[bib68] Patil DP, Chen CK, Pickering BF, Chow A, Jackson C, Guttman M, Jaffrey SR (2016). M(6)A RNA methylation promotes XIST-mediated transcriptional repression. Nature.

[bib69] Piazzi M, Bavelloni A, Gallo A, Faenza I, Blalock WL (2019). Signal transduction in ribosome biogenesis: a recipe to avoid disaster. International Journal of Molecular Sciences.

[bib70] Qiu X, Hill A, Packer J, Lin D, Ma YA, Trapnell C (2017a). Single-cell mRNA quantification and differential analysis with census. Nature Methods.

[bib71] Qiu X, Mao Q, Tang Y, Wang L, Chawla R, Pliner HA, Trapnell C (2017b). Reversed graph embedding resolves complex single-cell trajectories. Nature Methods.

[bib72] Quiroz FG, Fiore VF, Levorse J, Polak L, Wong E, Pasolli HA, Fuchs E (2020). Liquid-liquid phase separation drives skin barrier formation. Science.

[bib73] Rangarajan A, Talora C, Okuyama R, Nicolas M, Mammucari C, Oh H, Aster JC, Krishna S, Metzger D, Chambon P, Miele L, Aguet M, Radtke F, Dotto GP (2001). Notch signaling is a direct determinant of keratinocyte growth arrest and entry into differentiation. The EMBO Journal.

[bib74] Rhee H, Polak L, Fuchs E (2006). Lhx2 maintains stem cell character in hair follicles. Science.

[bib75] Roundtree IA, Evans ME, Pan T, He C (2017). Dynamic RNA modifications in gene expression regulation. Cell.

[bib76] Sampath P, Pritchard DK, Pabon L, Reinecke H, Schwartz SM, Morris DR, Murry CE (2008). A hierarchical network controls protein translation during murine embryonic stem cell self-renewal and differentiation. Cell Stem Cell.

[bib77] Sánchez-Danés A, Larsimont JC, Liagre M, Muñoz-Couselo E, Lapouge G, Brisebarre A, Dubois C, Suppa M, Sukumaran V, Del Marmol V, Tabernero J, Blanpain C (2018). A slow-cycling LGR5 tumour population mediates basal cell carcinoma relapse after therapy. Nature.

[bib78] Schöller E, Weichmann F, Treiber T, Ringle S, Treiber N, Flatley A, Feederle R, Bruckmann A, Meister G (2018). Interactions, localization, and phosphorylation of the m^6^A generating METTL3-METTL14-WTAP complex. RNA.

[bib79] Sendoel A, Dunn JG, Rodriguez EH, Naik S, Gomez NC, Hurwitz B, Levorse J, Dill BD, Schramek D, Molina H, Weissman JS, Fuchs E (2017). Translation from unconventional 5' start sites drives tumour initiation. Nature.

[bib80] Sergushichev AA (2016). An algorithm for fast preranked gene set enrichment analysis using cumulative statistic calculation. bioRxiv.

[bib81] Shi H, Wang X, Lu Z, Zhao BS, Ma H, Hsu PJ, Liu C, He C (2017). YTHDF3 facilitates translation and decay of N^6^-methyladenosine-modified RNA. Cell Research.

[bib82] Shi H, Zhang X, Weng YL, Lu Z, Liu Y, Lu Z, Li J, Hao P, Zhang Y, Zhang F, Wu Y, Delgado JY, Su Y, Patel MJ, Cao X, Shen B, Huang X, Ming GL, Zhuang X, Song H, He C, Zhou T (2018). m^6^A facilitates hippocampus-dependent learning and memory through YTHDF1. Nature.

[bib83] Signer RA, Magee JA, Salic A, Morrison SJ (2014). Haematopoietic stem cells require a highly regulated protein synthesis rate. Nature.

[bib84] Starck SR, Tsai JC, Chen K, Shodiya M, Wang L, Yahiro K, Martins-Green M, Shastri N, Walter P (2016). Translation from the 5' untranslated region shapes the integrated stress response. Science.

[bib85] Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM, Stoeckius M, Smibert P, Satija R (2018). Comprehensive integration of single cell data. bioRxiv.

[bib86] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, Mesirov JP (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. PNAS.

[bib87] Tang B, Yang Y, Kang M, Wang Y, Wang Y, Bi Y, He S, Shimamoto F (2020). m^6^A demethylase ALKBH5 inhibits pancreatic cancer tumorigenesis by decreasing WIF-1 RNA methylation and mediating Wnt signaling. Molecular Cancer.

[bib88] Tortelote GG, Reis RR, de Almeida Mendes F, Abreu JG (2017). Complexity of the wnt/β‑catenin pathway: searching for an activation model. Cellular Signalling.

[bib89] Trapnell C, Cacchiarelli D, Grimsby J, Pokharel P, Li S, Morse M, Lennon NJ, Livak KJ, Mikkelsen TS, Rinn JL (2014). The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nature Biotechnology.

[bib90] van Genderen C, Okamura RM, Fariñas I, Quo RG, Parslow TG, Bruhn L, Grosschedl R (1994). Development of several organs that require inductive epithelial-mesenchymal interactions is impaired in LEF-1-deficient mice. Genes & Development.

[bib91] van Riggelen J, Yetil A, Felsher DW (2010). MYC as a regulator of ribosome biogenesis and protein synthesis. Nature Reviews Cancer.

[bib92] Vasioukhin V, Degenstein L, Wise B, Fuchs E (1999). The magical touch: genome targeting in epidermal stem cells induced by tamoxifen application to mouse skin. PNAS.

[bib93] Veniaminova NA, Grachtchouk M, Doane OJ, Peterson JK, Quigley DA, Lull MV, Pyrozhenko DV, Nair RR, Patrick MT, Balmain A, Dlugosz AA, Tsoi LC, Wong SY (2019). Niche-Specific factors dynamically regulate sebaceous gland stem cells in the skin. Developmental Cell.

[bib94] Vu LP, Pickering BF, Cheng Y, Zaccara S, Nguyen D, Minuesa G, Chou T, Chow A, Saletore Y, MacKay M, Schulman J, Famulare C, Patel M, Klimek VM, Garrett-Bakelman FE, Melnick A, Carroll M, Mason CE, Jaffrey SR, Kharas MG (2017). The N 6 -methyladenosine (m 6 A)-forming enzyme METTL3 controls myeloid differentiation of normal hematopoietic and leukemia cells. Nature Medicine.

[bib95] Wang X, Lu Z, Gomez A, Hon GC, Yue Y, Han D, Fu Y, Parisien M, Dai Q, Jia G, Ren B, Pan T, He C (2014a). N6-methyladenosine-dependent regulation of messenger RNA stability. Nature.

[bib96] Wang Y, Li Y, Toth JI, Petroski MD, Zhang Z, Zhao JC (2014b). N6-methyladenosine modification destabilizes developmental regulators in embryonic stem cells. Nature Cell Biology.

[bib97] Wang X, Zhao BS, Roundtree IA, Lu Z, Han D, Ma H, Weng X, Chen K, Shi H, He C (2015). N(6)-methyladenosine modulates messenger RNA translation efficiency. Cell.

[bib98] Watt FM, Estrach S, Ambler CA (2008a). Epidermal notch signalling: differentiation, Cancer and adhesion. Current Opinion in Cell Biology.

[bib99] Watt FM, Frye M, Benitah SA (2008b). MYC in mammalian epidermis: how can an oncogene stimulate differentiation?. Nature Reviews Cancer.

[bib100] Weng H, Huang H, Wu H, Qin X, Zhao BS, Dong L, Shi H, Skibbe J, Shen C, Hu C, Sheng Y, Wang Y, Wunderlich M, Zhang B, Dore LC, Su R, Deng X, Ferchen K, Li C, Sun M, Lu Z, Jiang X, Marcucci G, Mulloy JC, Yang J, Qian Z, Wei M, He C, Chen J (2018). METTL14 inhibits hematopoietic stem/Progenitor differentiation and promotes leukemogenesis via mRNA m^6^A Modification. Cell Stem Cell.

[bib101] Williams SE, Beronja S, Pasolli HA, Fuchs E (2011). Asymmetric cell divisions promote Notch-dependent epidermal differentiation. Nature.

[bib102] Woo WM, Zhen HH, Oro AE (2012). Shh maintains dermal papilla identity and hair morphogenesis via a Noggin-Shh regulatory loop. Genes & Development.

[bib103] Wu Y, Xie L, Wang M, Xiong Q, Guo Y, Liang Y, Li J, Sheng R, Deng P, Wang Y, Zheng R, Jiang Y, Ye L, Chen Q, Zhou X, Lin S, Yuan Q (2018). Mettl3-mediated m6A RNA methylation regulates the fate of bone marrow mesenchymal stem cells and osteoporosis. Nature Communications.

[bib104] Xu Z, Wang W, Jiang K, Yu Z, Huang H, Wang F, Zhou B, Chen T (2015). Embryonic attenuated wnt/β-catenin signaling defines niche location and long-term stem cell fate in hair follicle. eLife.

[bib105] Xu K, Yang Y, Feng GH, Sun BF, Chen JQ, Li YF, Chen YS, Zhang XX, Wang CX, Jiang LY, Liu C, Zhang ZY, Wang XJ, Zhou Q, Yang YG, Li W (2017). Mettl3-mediated m^6^A regulates spermatogonial differentiation and meiosis initiation. Cell Research.

[bib106] Yao QJ, Sang L, Lin M, Yin X, Dong W, Gong Y, Zhou BO (2018). Mettl3-Mettl14 methyltransferase complex regulates the quiescence of adult hematopoietic stem cells. Cell Research.

[bib107] Yi R, Poy MN, Stoffel M, Fuchs E (2008). A skin microRNA promotes differentiation by repressing 'stemness'. Nature.

[bib108] Yi R, Fuchs E (2011). MicroRNAs and their roles in mammalian stem cells. Journal of Cell Science.

[bib109] Yoon KJ, Ringeling FR, Vissers C, Jacob F, Pokrass M, Jimenez-Cyrus D, Su Y, Kim NS, Zhu Y, Zheng L, Kim S, Wang X, Doré LC, Jin P, Regot S, Zhuang X, Canzar S, He C, Ming GL, Song H (2017). Temporal control of mammalian cortical neurogenesis by m^6^A Methylation. Cell.

[bib110] Yu G, Wang L-G, He Q-Y, Q-y H (2015). ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics.

[bib111] Zaccara S, Jaffrey SR (2020). A unified model for the function of YTHDF proteins in regulating m^6^A-Modified mRNA. Cell.

[bib112] Zhang Z, Wang M, Xie D, Huang Z, Zhang L, Yang Y, Ma D, Li W, Zhou Q, Yang YG, Wang XJ (2018). METTL3-mediated N^6^-methyladenosine mRNA modification enhances long-term memory consolidation. Cell Research.

[bib113] Zhang C, Zhang M, Ge S, Huang W, Lin X, Gao J, Gong J, Shen L (2019). Reduced m6A modification predicts malignant phenotypes and augmented wnt/PI3K-Akt signaling in gastric Cancer. Cancer Medicine.

[bib114] Zheng G, Dahl JA, Niu Y, Fedorcsak P, Huang CM, Li CJ, Vågbø CB, Shi Y, Wang WL, Song SH, Lu Z, Bosmans RP, Dai Q, Hao YJ, Yang X, Zhao WM, Tong WM, Wang XJ, Bogdan F, Furu K, Fu Y, Jia G, Zhao X, Liu J, Krokan HE, Klungland A, Yang YG, He C (2013). ALKBH5 is a mammalian RNA demethylase that impacts RNA metabolism and mouse fertility. Molecular Cell.

[bib115] Zhou P, Byrne C, Jacobs J, Fuchs E (1995). Lymphoid enhancer factor 1 directs hair follicle patterning and epithelial cell fate. Genes & Development.

[bib116] Zismanov V, Chichkov V, Colangelo V, Jamet S, Wang S, Syme A, Koromilas AE, Crist C (2016). Phosphorylation of eIF2α is a translational control mechanism regulating muscle stem cell quiescence and Self-Renewal. Cell Stem Cell.

[bib117] Zou D, Dong L, Li C, Yin Z, Rao S, Zhou Q (2019). The m6A eraser FTO facilitates proliferation and migration of human cervical Cancer cells. Cancer Cell International.

How the deposited data were processed for this re-analysis (not part of the article)

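Epithelial cells of E17 skin were measured in 1 control and 1 *Mettl3* cKO library made with the 10x Genomics 3′ method, and the labels and the paper's methods give the condition of each. The deposited values are counts of UMIs per gene and barcode, which the authors made with Cell Ranger on an mm10 reference. The submitters' notes give Cell Ranger 2.0, while the methods name a later version, and neither states the annotation release. Every possible barcode is listed, so the counts precede the cell filter and the aggregation that the methods describe, and no normalization had been applied.

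Barcodes with at least 1800 genes and genes found in at least 10 of the kept cells were retained, which left 14038 genes. The median mitochondrial share of kept cells was 4.66% in the control and 5.01% in the cKO library. Counts were normalized to the total of each cell and put on a log scale, 2000 variable genes were chosen, S scores, G2 and M scores and mitochondrial share were regressed out, and 10 principal components and 20 nearest neighbours went into Leiden clustering at resolution 0.8 with seed 0. This used scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0 and scikit-image 0.26.0 in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures used matplotlib 3.10.9. A cluster took the class with the highest mean marker score when that score reached 0.1 and led the next class by 0.25, and another cell type when its score reached 1. These minimum scores were set after the clusters had been seen. The pooled and the centred clustering placed 3283 cells in the Epi basal-like class, 812 in Epi suprabasal-like, 1134 in HF WNT hi-like and 1047 in HF WNT lo-like alike. Scrublet, as run in scanpy, marked 6 control cells (0.13%) and 3 cKO cells (0.08%). These shares lay below the 0.5% set before the data were examined, so the alternative without doublets left out the 4% of cells with the highest scores, 178 and 143 cells.

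For each class and library, UMIs were summed and scaled to CPM by the total of the sum, with an exact Poisson interval for each CPM and an exact conditional binomial interval for each ratio at the 95% level. Genes with at least 20 UMIs over both libraries in a class were measured, and where a library had 0 UMIs a floor of 3 counts was used. At the 20711633 and 14891101 UMIs of the Epi basal-like sums, the ratio intervals were tested on simulated data and held the true ratio in 95.48% of genes. A list of genes was described by the median log2 ratio of its members and by the percentile of this median among 10000 random lists of the same size matched on mean expression. In a simulation, 6 of 100 unchanged lists lay below percentile 5 or above percentile 95. The lists covered the m6A machinery, WNT, SHH, BMP and NOTCH pathways, the hair placode, adhesion and actin genes, keratins and epidermal differentiation, translation, RNA processing and decay, ribosome biogenesis, the MYC family, stress responses, the cell cycle, genes without introns and pathway sets from Supplementary file 2. They were written before the data were examined, and so were the alternatives except where the text says otherwise. Supplementary files 2 (in part), 3 and 4 were held only in a shortened form, so no overlap with them was counted and single Z scores are given as the paper's. Shares of cells carry exact binomial (Clopper-Pearson) intervals. For the cell cycle, each cell was thinned to 5500 UMIs and cells with fewer were left out. Free RNA was taken from barcodes with 10 to 100 UMIs, which numbered 69571 in the control and 65846 in the cKO library with means of 73.9 and 56.6 UMIs. Gene positions and coding exons came from GENCODE vM21 on GRCm38, which matched 27722 of the 27998 genes and gave coding exons for 95.72% of the 11699 genes measured in Epi basal-like cells.

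Genes named in the text are those that the paper names for its single-cell data in the text and in Figs. 5, 6B, 7C and 7D, whose values in the supplementary tables had been seen. To these were added the 12 genes with the highest and the 12 with the lowest ratio in Epi basal-like cells among genes with at least 200 UMIs, the 5 highest and 5 lowest in each other class, and the extreme members of a list where it is described. Alternatives changed 1 choice at a time: scaling by TMM, by the median of ratios or by totals without mitochondrial, ribosomal protein and the 50 most abundant genes, equal weight for each cell, at least 1000 or 2500 genes per cell, removal of doublets, classes from the centred clustering, no classes, subtraction of 5% free RNA, at most 10% mitochondrial UMIs, cells without *Mki67* or *Top2a*, thinning of the deeper library, and clustering with another resolution, 20 components, no regression or each library alone. Added after seeing the data were a naming of every cluster by its highest score and the use of HF WNT hi-like clusters with 25% to 75% of cells from each library. Pseudotime was not computed, since Monocle was not at hand, and the bulk m6A and translation data of the study lie outside these libraries.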

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

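The tests of coding length, low counts, nuclear RNA and sex-linked dosage were written before their results were seen, and no test was run for *Hbb-bs*.

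*Xist*, the RNA that silences 1 X chromosome in female cells, had a UMI in 99.8201% of control cells, 4439 of 4447, and a Y-linked gene had a UMI in 64.2717% of cKO cells, 2299 of 3577. This stood out as a signal in genes that the paper does not discuss, above the 0.028% of cKO cells with *Xist* and the 0.112% of control cells with a Y-linked gene. As the whole cause of the large ratios, dosage of sex-linked genes predicts that most of them lie on X or Y. Of 112 genes with a ratio over 2 either way, 8.0357% did (3.7403 to 14.7066), which excludes it. Effects of sex on autosomal genes may still be part of any ratio, and 1 library per condition leaves them joined to genotype.

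Genes with 1 coding exon lay higher in cKO cells, with a median log2 ratio of 0.2812 over 674 genes in Epi basal-like cells, a signal in a group of genes that the paper does not discuss. Coding length does not explain it: the difference from genes with over 5 exons was 0.3137 (0.2914 to 0.3604) when averaged within strata of coding length. Nor do low counts, with 0.3516 (0.3252 to 0.3777) among genes with at least 500 UMIs. More unspliced RNA or genomic DNA in the cKO library stayed undecided, since *Malat1* and *Neat1*, which remain in the nucleus, had a median log2 ratio of 0.0649 (0.0164 to 0.1133), with an interval that crosses the bound of 0.1. With the classes of the centred clustering, *Malat1* had 0.129 and *Neat1* -0.031, so they went opposite ways. *Kcnq1ot1*, a further RNA without coding exons that the test left out, had 0.369 (0.292 to 0.447) there. These libraries hold no m6A values, so a link to methylation was not tested.

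*Hbb-bs*, a β-globin gene of red blood cells, moved in opposite directions in different classes, and the gap of 3.1195 log2 units between HF WNT lo-like and Epi basal-like cells drew attention as a difference between groups that was not tested. It had 23.8 CPM in control and 84.4 CPM in cKO cells of the HF WNT lo-like class and 66.1 CPM in control and 27.0 CPM in cKO cells of the Epi basal-like class, and 635 and 387 CPM in the free RNA of the control and cKO libraries.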

How the results depend on the processing

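Across all alternatives, named genes stayed within counting error in 2798 of 3285 comparisons, moved beyond it in 460 and turned in 27. A value within counting error can still have the other sign, so 27 does not count every change of sign. Gene lists stayed in 160 of 182, moved in 21 and turned in 1, shares of cells stayed in 36 of 44 and moved in 8, and other values stayed in 40 of 57 and moved in 17. The cause was not tested for any of the changes that follow, apart from the number of kept cells, which the gene minimum sets. With 1 library per condition, no library could be left out, and depth limits ratios of genes with few UMIs.

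Kept cells numbered 6216 control and 5521 cKO at 1000 genes, 2342 and 1790 at 2500 genes, and 6207 and 5587 above the knee of the UMI ranking. The difference in the share of Epi basal-like cells was -3.68 points in the pooled clustering, -5.19 at 1000 and -4.60 at 2500 genes. That of HF WNT lo-like cells was 6.86 in the pooled clustering, 17.07 with each library alone, 6.76 at resolution 0.4, 5.89 with 20 components and 6.83 with every cluster named by its highest score, a choice made after seeing the data.

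In cells with no UMI of *Mki67* or *Top2a*, *Mettl3* had a log2 ratio of -1.51 over all cells and -1.50 in Epi basal-like cells, *Id3* and *Hba-a1* turned to 0.0754 and 0.284 in Epi basal-like cells, and *Mapk3* to 0.0799 in HF WNT hi-like cells. The median of the translation factors was -0.216 by TMM and -0.217 by the median of ratios. The difference between genes with 1 and over 5 exons was 0.275 over all kept cells. With at least 500 UMIs, percentiles 1, 5, 95 and 99 of the log2 ratio were -0.586, -0.385, 0.571 and 0.921, and by TMM -0.817, -0.478, 0.604 and 0.990.

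Against the Epi basal-like values, all kept cells without classes turned *Krt1* (-0.225), *Krt17* (-0.181), *Gjb6* (0.0049), *Junb* (0.101) and *Fos* (0.0313). At 1000 genes *Krt17* (-0.311) and *Krt79* (-0.0848) turned, and at 2500 genes *Hras* (0.0126). Against the HF WNT hi-like values, all kept cells turned *Krt1* (-0.225), *Gjb6* (0.0049), *Fos* (0.0313) and the median of the hemidesmosome list (0.0337). At 1000 genes *Sox9* (-0.417), *Lhx2* (-0.521), *Krt79* (-0.0035), *Wnt16* (0.0631) and *Celsr1* (0.0408) turned, at 2500 genes *Fjx1* (0.0011) and *Bmp2* (0.114), without doublets *Krt1* (-0.0425), and with centred classes *Lhx2* (-0.0307). In mixed clusters only, a choice made after seeing the data, *Shh* (-0.249), *Lhx2* (-0.0079) and *Fos* (0.207) turned. *Hbb-bs* of HF WNT lo-like cells turned to -0.1504 over all kept cells.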

Differences from the paper's values

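The numbers of kept cells, 4447 control and 3577 cKO, lie within 1.5-fold of the paper's 4443 and 3455. The paper describes fewer HF WNT hi cells on the hair follicle branch of the cKO. It relates this to the lower density of hair placodes counted in whole-mount skin, which these libraries cannot measure. Among all kept cells the share of HF WNT hi-like cells was not lower in the cKO library, at 14.1% of control and 15.7% of cKO cells. No setting gave a lower share, but the settings use the same libraries and are not independent checks. Position on a branch was not computed. In the paper *Jag1* and *Maml2* are downregulated in basal epidermal progenitors. *Maml2* had a ratio of 0.647 in Epi basal-like cells and *Jag1* one of 1.17 (1.02 to 1.34), or 1.14 (0.991 to 1.31) with the classes of the centred clustering, while *Jag2*, the ligand shown in Fig. 6B, had 0.736. For HES1 the paper reports lower protein in the stratified layers of younger skin. *Hes1* mRNA at E17 had a ratio of 1.20 (1.07 to 1.34) in Epi suprabasal-like, 2.04 in Epi basal-like and 1.72 in HF WNT hi-like cells. The paper's own Z scores for it are also positive, at 8.25 for Epi basal, 1.88 for Epi suprabasal and 2.30 for HF WNT hi cells. Of these, the Epi suprabasal score lies below the paper's cut-off for raised mRNAs and the HF WNT hi score only a little above it. *Col17a1* and *Itgb4* are placed by the paper among the mRNAs that fell most significantly. The ratios here measure size and no significance. *Col17a1* had a ratio of 0.754 in HF WNT hi-like cells and 0.972 (0.928 to 1.02) in Epi basal-like cells, and *Itgb4* 0.652 and 0.914. On the paper's own markers the direction was the same: *Lef1*, with a ratio of 0.801, and the other genes of Fig. 6B were lower in cKO cells of the Epi basal-like class, and *Pelo*, *Ythdf1*, *Ythdf2*, *Ythdf3*, *Myc*, *Bmyc* and all genes of Figs. 7C and 7D were higher.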

Other observations

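The 3 tests of the lower *Krt14* level were chosen after it had been seen.

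*Hist3h2a*, a core histone gene on chromosome 11 from 58954685 to 58956830 of GRCm38, was among the 5 lowest ratios of every class. It had 61.8 CPM in control and 13.8 CPM in cKO cells of the Epi basal-like class, and ratios of 0.331 in Epi suprabasal-like, 0.262 in HF WNT hi-like and 0.307 in HF WNT lo-like cells. *Hist1h1c*, a linker histone gene on chromosome 13 from 23738808 to 23740367, had 98.9 CPM in control and 26.1 CPM in cKO cells of the Epi basal-like class, and was not among the 5 lowest of HF WNT hi-like cells. Both have 1 coding exon, so they run against the group of genes with 1 exon. The S phase list was lower in HF WNT hi-like cells (-0.16, percentile 0.03) and HF WNT lo-like cells (-0.23, percentile under 0.01) as well, but not in Epi suprabasal-like cells (0.04, percentile 53.59), while the G2 and M phase list was higher in HF WNT hi-like cells (0.10, percentile 99.03). After thinning, the share of cells with *Mki67* was 27.3% and 34.8% in Epi basal-like, 26.4% and 33.8% in HF WNT hi-like and 22.5% and 27.4% in HF WNT lo-like cells of the control and cKO libraries. The shares with *Cdk1* differed less, at 47.3% and 51.3%, 44.9% and 46.1%, and 42.2% and 45.4% in the same order. Those with *Top2a* also did, at 48.7% and 51.3%, 47.0% and 50.9%, and 44.5% and 47.4%.

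Among the 5 lowest ratios of HF WNT hi-like cells were 3 stefin A genes, which encode inhibitors of cysteine proteases. *Stfa3* had 693 CPM in control and 180.1 CPM in cKO cells, *Stfa1* a ratio of 0.315 (0.268 to 0.368) and *BC100530* one of 0.333 (0.293 to 0.377). By number of coding exons, Epi basal-like medians fell from 0.2812 for 1 exon to 0.25 for 2 (513 genes), 0.117 for 3 to 5 (2292 genes) and -0.0153 for over 5 (7719 genes). The median for 1 exon was 0.345 in Epi suprabasal-like, 0.346 in HF WNT hi-like and 0.187 in HF WNT lo-like cells. The list of genes without introns had 0.23 (percentile 99.96) over 31 genes in Epi basal-like and 0.36 in HF WNT hi-like cells.

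For the lower *Krt14* level of Epi basal-like cells, free RNA was tested first. The fall of 2752 CPM was 1.6131 times (1.4319 to 1.8184) the *Krt14* level of control cells in the non-epithelial cluster 12, with an interval that crosses the bound of 1.5, so this test could not tell. A second test, run because the first left it open and with its comparison class and bounds chosen after the falls were known, gave a fall 4.1159 times (3.5734 to 4.7969) the 669 CPM of HF WNT lo-like cells. The falls were 953 CPM in Epi suprabasal-like and 2235 CPM in HF WNT hi-like cells, so the last is close to that of Epi basal-like cells. Unequal falls exclude only free RNA added alike to every class as the whole cause. In control, *Krt1* had 1380 CPM in free RNA and 121 CPM in Epi basal-like cells, and *Krt10* 2190 and 207 CPM. In the cKO library these were 1545 and 150 CPM for *Krt1*, and 2101 and 183 CPM for *Krt10*. If free RNA in cell droplets has the same make-up, it gave only a small share of these cells' counts. Such a share holds far less *Krt14* than the fall of 2752 CPM, which argues against free RNA as the whole cause. Whether it plays a smaller part stays undecided. Crowding by a few abundant genes is excluded, since the log2 ratio was -0.4324 (-0.4424 to -0.4224) with totals that leave them out.

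Lists at no claim had these medians in Epi basal-like cells: 0.21 (percentile 91.06) for the hair placode, -0.01 (36.65) for deadenylation and decapping, -0.05 (21.55) for immediate early genes of cell dissociation, 0.01 (40.86) for p53 targets, -0.02 (33.15) for ATF4 targets, 0.25 (89.28) for the interferon response, 0.08 (83.48) for hypoxia and glycolysis, and 0.16 (93.54) for epidermal differentiation. Pathway sets of highly modified mRNAs from Supplementary file 2 had 0.08 (68.32) for matrix receptors, 0.35 (96.64) for basal cell carcinoma, 0.17 (86.69) for NOTCH, 0.17 (90.73) for focal adhesion, 0.03 (59.66) for arrhythmogenic cardiomyopathy, 0.17 (91.28) for ubiquitin and 0.20 (87.75) for tight junctions.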
